# Systems-Based Approaches to Unravel Networks and Individual Elements Involved in Apple Superficial Scald

**DOI:** 10.3389/fpls.2020.00008

**Published:** 2020-02-13

**Authors:** Evangelos Karagiannis, Georgia Tanou, Federico Scossa, Martina Samiotaki, Michail Michailidis, Maria Manioudaki, François Laurens, Dominique Job, Alisdair R. Fernie, Mathilde Orsel, Athanassios Molassiotis

**Keywords:** apple fruit, ethylene inhibition, glutathione *S*-transferases, metabolites, ozone, proteomics, ripening, superficial scald

## Abstract

Superficial scald is a major physiological disorder in apple fruit that is induced by cold storage and is mainly expressed as brown necrotic patches on peel tissue. However, a global view of the gene-protein-metabolite interactome underlying scald prevention/sensitivity is currently missing. Herein, we have found for the first time that cold storage in an atmosphere enriched with ozone (O_3_) induced scald symptoms in ‘Granny Smith’ apple fruits during subsequent ripening at room temperature. In contrast, treatment with the ethylene perception inhibitor 1-methylcyclopropene (1-MCP) reversed this O_3_-induced scald effect. Amino acids, including branched-chain amino acids, were the most strongly induced metabolites in peel tissue of 1-MCP treated fruits. Proteins involved in oxidative stress and protein trafficking were differentially accumulated prior to and during scald development. Genes involved in photosynthesis, flavonoid biosynthesis and ethylene signaling displayed significant alterations in response to 1-MCP and O_3_. Analysis of regulatory module networks identified putative transcription factors (TFs) that could be involved in scald. Subsequently, a transcriptional network of the genes-proteins-metabolites and the connected TFs was constructed. This approach enabled identification of several genes coregulated by TFs, notably encoding glutathione *S*-transferase (GST) protein(s) with distinct signatures following 1-MCP and O_3_ treatments. Overall, this study is an important contribution to future functional studies and breeding programs for this fruit, aiding to the development of improved apple cultivars to superficial scald.

## Introduction

Apple (*Malus* × *domestica* Borkh.) is one of the most marketable and popular fruit crops; over 80 Mt are produced per year throughout the temperate regions of the world (FAO statistic, http://faostat3.fao.org). Cold storage of susceptible apple cultivars is widely used to delay apple fruit ripening and senescence programs (Zermiani et al., 2015). However, the long-term cold storage of apples leads to development of superficial scald, a major physiological disorder that is characterized by necrosis of the hypodermal cortical tissue. These symptoms could be developed during cold storage and become more evident during subsequent ripening at room temperature, thus reducing the market quality of susceptible apple cultivars, such as ‘Granny Smith’ (Lurie and Watkins, 2012).

The complex regulation of scald is one of the most important topics in fruit research, but this phenomenon is still unclear (Storch et al., 2017). Early studies linked the oxidation of *α*-farnesene, a natural volatile compound present in the wax of the fruit, and its oxidation into conjugated trienols (CTols) and ketone 6-methyl-5-hepten-2-one (MHO) during scald development (Rowan et al., 1995). Currently, this *α*-farnesene theory has been debated, and it has been suggested that several other pathways could directly or indirectly be involved in scald disorder. It has been recently proposed that cold-induced oxidative stress in the peel of ‘Granny Smith’ are linked to the accumulation of chlorogenic acid in the vacuole, which in turn could react with polyphenol oxidase (PPO), leading to the peel browning that is typical of scald (Busatto et al., 2018). Further, inhibition of ethylene perception by 1-MCP has been shown to stimulate the production of antioxidant compounds to scavenge reactive oxygen species (ROS), the synthesis of fatty acids to stabilize plastid and vacuole membranes against cold, and the accumulation of sorbitol that can act as a cryoprotectant (Busatto et al., 2018).

High-throughput biological approaches like transcriptomics, proteomics, and metabolomics have been widely used to explore low temperature storage-responsive mechanisms in fruits (Molassiotis et al., 2013). Analyses from omics perspectives of apple scald have been conducted, including RNAseq (Busatto et al., 2018), proteomics (Du et al., 2017) and metabolomics (Rudell et al., 2009; Busatto et al., 2014; Gapper et al., 2017). Despite such progress, combination analyses of these different omics approaches and of the corresponding data sets by network construction and characterization of regulatory pathways in relation to scald have not yet been reported.

In the present work, we aimed to characterize scald responses in apple fruit, to uncover the metabolic relationships between scald-affected and healthy phenotypes, and thus we applied to ‘Granny Smith’ apples individual and combined treatments with the *1*-*methylcyclopropene* (*1*-*MCP*), an *inhibitor* of *ethylene perception*, as well as with ozone (O_3_), which is a powerful oxidant compound known to inhibit ethylene biosynthesis in kiwifruit (Minas et al., 2014; Minas et al., 2018). We revealed, for the first time, that ozone induced scald symptoms while 1-MCP totally reversed this O_3_-stimulated scald effect. By using this novel experimental system and by employing a multiomics approach and regulatory module networks analysis we identified pathways and networks as well individual elements (putative transcription factors/genes/proteins/metabolites) involved in scald prevention/sensitivity.

## Materials and Methods

### Experimental Design and Treatments

*‘Granny Smith’ apple* fruits were harvested at physiologically mature stage (firmness: 7.59 kg ± 0.12 kg; soluble solids content: 11.8% ± 0.1%, titratable acidity (malic acid, %): 0.77% ± 0.02%; dry weight: 14.03% ± 0.02%) from a commercial orchard at Imathia region (North Greece). Fruits were randomly divided into two groups of 250 fruits each. Apples of the first group were treated with 1-MCP (1 μl L^-1^, SmartFresh, AgroFresh Inc., Rohm and Haas, Spring House, USA) for 24 h at 0°C, according to manufacturer’s instructions, whereas the second group remained untreated (control). Fruits from each group were cold stored (0°C, 95% RH) in two separated cold rooms in the absence or presence of enriched O_3_ atmosphere (0.3 μl L^-1^) through a dedicated system of continuous O_3_ generation and monitoring (ozone generator model COM-AD-04 and ozone analyser model MP-6060, Anseros Klaus Nonnenmacher GmbH, Tübingen, Germany) for 6 months. Following cold storage, fruits from the four different treatments (control, 1-MCP, O_3_, 1-MCP+O_3_) were analyzed for the development of scald symptoms after 0, 1, 3, and 5 days (d) ripening at room temperature (20°C). Each analysis at room temperature immediately after the cold storage (0 d at room temperature) compared to harvest time was named “cold storage effect.” Sampling at postcold ripening period and before scald visual appearance (0 d at room temperature) was defined as “presymptomatic period,” while sampling after 5 d ripening in which all scald-affected fruits (**Figure 1A**) was defined as “symptomatic period.” For each treatment, three replicates of the whole peel tissue per fruit were isolated from seven apples, and subsequently frozen in liquid nitrogen and stored at -80°C for further analysis.

**Figure 1:**
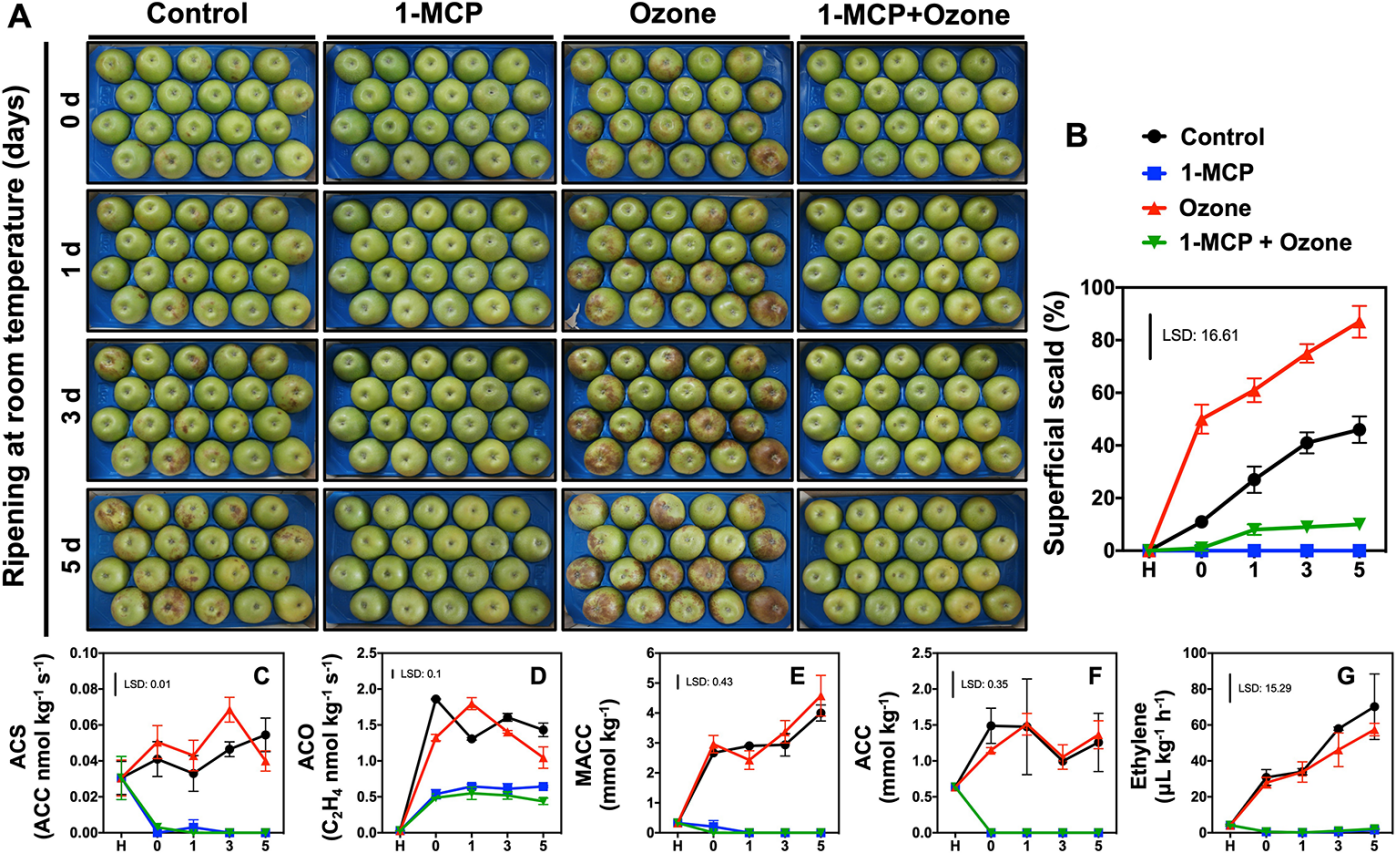
Regulation of scald development and ethylene metabolism in response to chemical treatments. Apples (cv. Granny Smith) were treated or not with 1-MCP (1 μl L^-1^) and cold stored (0°C) for 6 months in the presence or absence of O_3_ atmosphere (0.3 μl L^-1^). Subsequently the fruits were transferred at room temperature to characterize their ripening and scald development for up to 5 days. Phenotypes of apple fruits picturing different expression of scald syndrome **(A)**, percentage of apple’s peel affected by superficial scald **(B)**, changes in enzymatic activities of ACC synthase (ACS) **(C)** and ACC oxidase (ACO) **(D)** as well as steady-state level of 1-malonyl-aminocyclo-propane-1-carboxylic acid (MACC) **(E)** and 1-aminocyclopropane-1-carboxylic acid ACC **(F)**, and ethylene concentration **(G)**. The vertical bar represents the least significant difference (LSD, P = 0.05) of three independent biological replications, which was used for means comparison between the different treatments and time points, while the vertical bars at each time point represent the standard error of the means (SEM).

### Physiological and Statistical Analyses of Apple Ripening

Fruit firmness, soluble solids concentration (SSC), titratable acidity (TA, malic acid %) and respiration rate were measured according to Karagiannis et al. (2018a). Statistical analysis was conducted using SPSS 20.0 (SPSS, Chicago, IL, USA). The means of three independent biological replications of seven fruits per replication were used for firmness, SSC and TA analysis, while three independent biological replications of two fruits per replication were used for respiration rate and ethylene determination. Subsequently, data were subjected to analysis of variance and least significant differences (LSD with SEM) at 5% level were used for means comparison.

### Evaluation of Superficial Scald Symptoms

The percent of scald surface was recorded as incidence and severity of affected fruits using a scale where 0 = none, 1 = 1%–10%, 2 = 11%–33%, 3 = 34%–66%, and 4 = 67%–100% of the surface area (Karagiannis et al., 2018b). Statistical analysis was performed as described above (three independent biological replications of thirty fruits per replication).

### Analysis of Basic Metabolites and Enzymes of Ethylene Biosynthesis (Yang Cycle)

Ethylene production was measured using a gas chromatograph system (GC-2014ATF Shimadzu) (Tanou et al., 2017). Enzymes and metabolites of the ethylene biosynthesis cycle were determined at grinded tissue and extracted as previously described by Bulens et al. (2011). Statistical analysis was performed as described above (three independent biological replications of seven fruits per replication).

### Metabolic Profiling by GC-ToF-MS Analysis

Primary metabolites, collected at commercial harvest point as well as at 0 and 5 d of ripening, were extracted and derivatized from 250 mg of freeze dried peel tissue and analyzed using a gas chromatography time of flight-mass spectrometry (GC-ToF-MS) according to established procedures (Lombardo et al., 2011). Peaks were identified using Tagfinder (Luedemann et al., 2008) and their identity confirmed using the mass spectral tags in the MPI-MP Golm database (Hummel et al., 2010). Metabolite relative amounts were normalized on the peak area of the internal standard ribitol according to the procedure outlined in Roessner et al. (2000). The normalized values of the 46 primary metabolites were also analyzed by one-way ANOVA followed by Duncan’s test to detect significant differences (P < 0.05). Further details regarding the protocols for metabolic profiling and the full data set of identified metabolites are reported in **Supplementary Table 1** following established guidelines (Fernie et al., 2011). Mean values of five independent samples for each stage were expressed as the log2-transformed ratio between each treatment compared to control at different stage (**Figure 2**).

**Figure 2:**
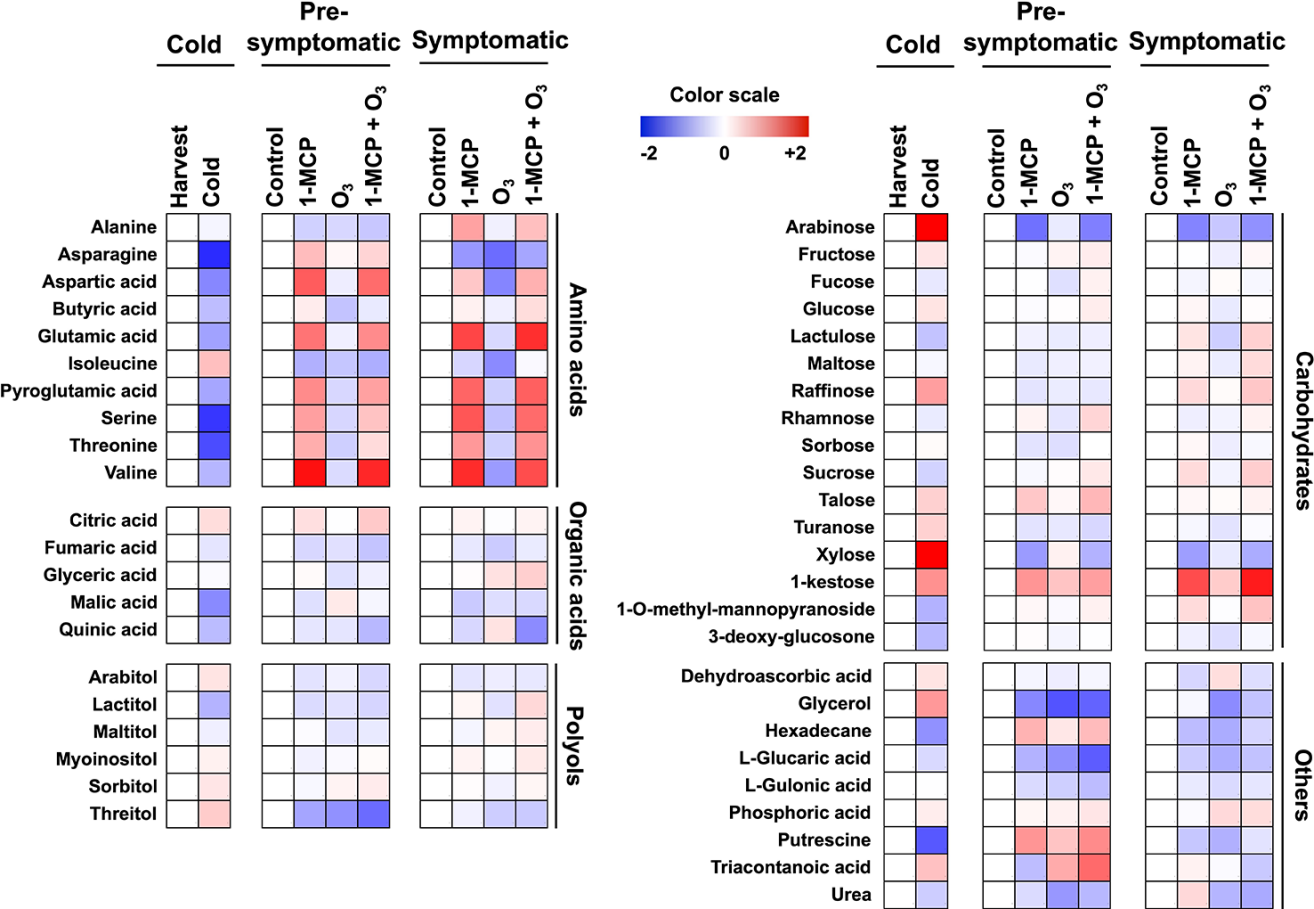
Modulation of apple peel metabolites following 1-MCP and O_3_ treatments. Changes in primary metabolites in peel tissue exposed to 1-MCP and O_3_ at “cold”, “presymptomatic”, and “symptomatic” period. Treatments and sampling were performed as described in **Figure 1** and under “Materials and Methods.” A color scale that is proportional to the log2 ratio of each identified metabolite shows the fold change between treated and control fruits. Mean values of three independent measurements for each treatment were analyzed between the treatments and the control. Relative values for each metabolite mean are provided in **Supplementary Table 1**.

### Quantitative Proteome Analysis

At the same time points sampled for metabolomic analysis, peel tissue (5 g) were used for protein extraction based on phenol extraction protocol at total volume of 12 ml (Karagiannis et al., 2016). Two-dimensional electrophoresis was performed according to Tanou et al. (2010) using a BIO-RAD system. Following silver nitrate staining (Minas et al., 2016), 2DE-gels were scanned with Bio-Rad GS-800 Calibrated Densitometer equipped with PDQuest Advanced 2-DE Gel Analysis Software (**Supplementary Figure 2**). Statistical analysis of three independent biological replications was done by one-way analysis of variance significance (P ≤ 0.05) and individual means were compared using Student’s t-test (P ≤ 0.05). In addition to the p value criterion, spots showing an at least 2.5 fold change of volume were considered as statistically significant (Tanou et al., 2015).

Spots of interest underwent tryptic in-gel digestion and peptide fragments analyzed by MALDI-MS in a TOF-MS (Ultraflex II, Bruker Daltonics, Bremen, Germany) as detailed by Tanou et al. (2017). Peptide mixtures were analyzed in a MALDI-TOF mass spectrometer (Autoflex-Speed, Bruker Daltonics). Raw files were searched against the Uniprot *Malus domestica* protein database using the (MASCOT Server v2.0). The mass error tolerance on the Mascot server was set to 25 μl L^-1^ methionine oxidation was considered as a variable modification and cysteine carbamidomethylation was considered as a fixed modification. All peptide sequences, accession numbers, Mascot scores and sequence coverage are provided in **Supplementary Table 4**. For nonidentified spots, peptide fragments were analyzed by LC-MS/MS using a LTQ Orbitrap XL Mass spectrometer (Thermo Fisher Scientific, Bremen, Germany) coupled online with a nanoLC Ultimate 3000 chromatography system (Dionex, Sunnyvale, CA) (Ainalidou et al., 2016). Raw files were searched against the ncbi *Malus domestica* protein database using PD 1.4 and the SEQUEST HT search engine. Protein identification required minimal XCorr values of 2.0, and 2.5 for charge states of doubly, and triply precursor ions respectively (**Supplementary Table 4**). Where protein annotations were missing, manual protein BLAST was performed against the current databases. Identifications are based on at least two peptides per protein. When presented, identifications based on single peptide additional information are provided (**Supplementary Table 5**). This work is MIAPE compliant. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE [1] partner repository with the dataset identifier PXD016849.

### RNA Extraction, Amplification, and Hybridization

Total RNA was extracted from 1 g of grinded frozen fruit peel tissue plus 5 ml of extraction buffer, as described (Nobile et al., 2011; Segonne et al., 2014). Total mRNAs were amplified, labelled and cohybridized according to Celton et al. (2014) as follows: amplified aRNAs were produced with Message AmpII aRNA amplification kit (Ambion) from 200 ng of total RNA. Then, each aRNA (5 μg) was retrotranscribed and labelled with either Cyanine-3 or Cyanine-5 fluorescent dye (Interchim, Montluçon, France). Labelled samples were combined as 30 pmol for each dye and cohybridized to the Agilent microarray AryANE v2.0 (GPL26715) containing 135,000 60-mers oligonucleotide probes as described (Daccord et al., 2017). The experimental design included four comparisons with respectively 1-MCP, O_3_, 1-MCP+O_3_ treated fruits versus control fruits and 1-MCP+O_3_ treated fruits versus O_3_ treated fruits, all at presymptomatic/prosymptomatic stage after 6 months of cold storage. Each comparisons included two sampling repetitions using the dye switch statistical technique according to (Mary-Huard et al., 2008).

### Microarray Analysis

The Agilent Feature Extraction 11.5 software was used to extract data files from from the scanned images obtained using the MS200 microarray scanner (Roche Nimblegen). All statistical analyses were conducted based on a dye switch approach as described (Daccord et al., 2017) with the R software (R development Core Team, 2009). Briefly, data were normalized with the Lowess’s method, and differential expression analyses were carried out using the lmFit function and the Bayes moderated t test using the R package LIMMA (Smyth, 2005) from the Bioconductor project. Genes were considered differentially expressed if the t-test *P-*values of the paired sample were below 1%. Genesis software was used to visualize results. Functional classification was based on Mapman ontology (Usadel et al., 2005; Zhao et al., 2019). Microarray data have been submitted to the Gene Expression Omnibus under the accession number GPL26715. Both antisense (AS) and sense (S) probes were designed for each sample, and 16.5% of the significantly expressed probes corresponded to antisense (AS) transcripts (**Supplementary Table 5**). 

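Of the 133709 probes on the array, 59352 had names that mark them as sense and 59388 as antisense, and all 1483 rows of Supplementary Table 5 used here, which the paper marks as sense, follow that naming. A further 14844 probes carry names with MDE, whose strand could not be settled, and 125 carry no gene model name. Over the 4 comparisons, 8168 sense and 1966 antisense probes were called at the paper's unadjusted 1% threshold, so that 19.4% of the calls on either strand were antisense. Counting each probe once, 5253 sense and 1400 antisense probes were called in at least 1 comparison, an antisense share of 21.0%. In 1-MCP vs Control, 778 antisense probes were called, against 363 when the sign of the dye switch was not turned, a count made by dye and replicate instead of treatment. The corresponding antisense counts were 337 against 339 in O_3_ vs Control, 458 against 413 in 1-MCP+O_3_ vs Control and 393 against 654 in 1-MCP+O_3_ vs O_3_. The antisense share of distinct probes moved most, to 47.1%, when the spread was not moderated across probes.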

Previous studies (Dheilly et al., 2016) demonstrated that AS transcripts were likely to be involved in small interfering RNA (siRNA), dependent on the negative regulation of the coding mRNAs. Subsequently, this current study considers only the genes with sense (S) probes as differentially expressed transcripts.

### Gene Expression Quantification by RT-qPCR

The RNA samples used for the microarrays experiments were treated with 2 U of DNAse I (Promega, USA) and cDNAs were synthesized from 1 μg of DNA-free-RNA with oligo(dT) 15 and 200 U of MMLV-RT (Promega) according to Segonne et al. (2014). For each cDNA, qPCR experiments were carried out according to Segonne et al. (2014) and Dheilly et al. (2016). 

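On the arrays, the probes of the 5 reference genes (MDP0000645828, MDP0000146514, MDP0000217860, MDP0000271281 and MDP0000251161) were called in none of the 4 comparisons at the unadjusted 1% threshold. Their mean log2 ratios ranged from -0.47 to 0.37. For the GAPDH gene MDP0000645828 the log2 ratio in 1-MCP+O_3_ vs O_3_ was 1.69 on the array of replicate A and -1.52 on that of replicate B, so that a mean of 0.09 came with an SD of 2.26 (n = 2). The group labelled with Cy3 had the higher GAPDH signal on every array. Ratios ran from 0.90 to 1.69 in replicate A and from -0.94 to -1.52 in replicate B. This SD therefore follows the dye switch and cannot be read as scatter between extracts alone. Among the 7 genes of interest, MdFQR1 (MDP0000393227) was called in all 4 comparisons, with log2 ratios of -3.54 ± 0.36 (SD, n = 2) in 1-MCP vs Control, 1.43 ± 0.39 in O_3_ vs Control, -1.79 ± 0.37 in 1-MCP+O_3_ vs Control and -2.19 ± 0.48 in 1-MCP+O_3_ vs O_3_. MdBGal1 (MDP0000416548) and MdSLC (MDP0000877937) were called in 3 comparisons and MdPME2 (MDP0000222620) in 2. MdEXLA (MDP0000568045) was called in 1-MCP vs Control alone, at 1.33 ± 0.12, and MdPOX (MDP0000209189) in O_3_ vs Control alone, at 2.01 ± 0.63. MdAFS1 (MDP0000199152) was not called in any comparison, and its log2 ratio in 1-MCP vs Control was -2.65 ± 2.33, lower on both arrays but by very different amounts. On the software's processed signals MdAFS1 was called down in the 3 comparisons that include 1-MCP. The RT-qPCR measurements were not analysed here.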

Based on microarray results, seven genes of interest (GOI) were selected for being differentially expressed in two or more comparisons, while five genes were selected for never being differentialy expressed in all four comparisons to be used as reference genes (Celton et al., 2014; Vergne et al., 2014; Dheilly et al., 2016). Primer pairs for selected genes (**Supplementary Table 6**) were tested for their respective specificity and efficiency using a dilution curve method. Only primer pairs with efficiencies higher than 85% were retained for further analysis. Relative expression levels of three independent biological replicates were calculated according to Livak and Schmittgen (2001).

### Network Analysis

Transcriptional regulatory networks including modules and regulatory interactions were inferred among transcripts, proteins and metabolites, using the probabilistic module networks frameworks LeMoNe that uses ensemble based probabilistic optimization techniques to identify clusters of coexpressed transcripts as well as their regulators (Espley et al., 2007). Data set used for the network analysis were the log2 ratio from the list of the differentially regulated genes selected by the 1-MCP, O_3_ and 1-MCP+O_3_ comparisons to treatment, as well as the proteins and the metabolites listed in **Supplemental Tables 1**, **3**, and **5**, respectively. Annotations for transcription factors were downloaded from the Transcription Factor Database (http://planttfdb.cbi.pku.edu.cn).

## Results

### Superficial Scald Symptoms Development

Phenotypic (**Figure 1A**; the same fruits are presented at different time points) and scald evaluation (**Figure 1B**) indicated that control and especially ozone-treated fruits (without 1-MCP exposure) exhibited scald symptoms at 0 d ripening. At day 5, approximately 87% O_3_-treated apples developed scald symptoms while control fruits showed about 46.0% scald (**Figure 1B**). Nevertheless, 1-MCP-treated apples, in the presence or in the absence of O_3_, substantially reduced scald injury (10%). Scald symptoms were low (9.5%) in fruit exposed to combined 1-MCP and O_3_ application (1-MCP+O_3_ treatment) while no scald was detected in fruit treated with 1-MCP (**Figure 1B**).

### Effect of 1-MCP and O_3_ on Apple Climacteric Ripening

Treatment with 1-MCP inhibited ethylene biosynthesis (**Figures 1C–G**). In contrast, activities of ACS and ACO, and ACC and MACC levels along with ethylene production (**Figures 1C–G**) remained unaffected in O_3_-treated apples compared to control (**Supplementary Figure 1**).

### Metabolic Profiling in 1-MCP and O_3_-Treated Peel Tissue During Scald Development

To obtain information about the 1-MCP and O_3_ metabolic functions during scald development, primary metabolites were monitored at harvest, presymptomatic (0 d at room temperature) and symptomatic periods (5 d at room temperature) (**Figure 2**, **Supplementary Table 1**). Metabolic profiling in apple peel just after cold storage compared to harvest showed that the accumulation level of 23 metabolites varied, with 13 and 10 metabolites showing decreased and increased abundance, respectively (**Figure 2**). Several amino acids (e.g., valine, serine, threonine, and aspartic acid), sucrose (the main soluble sugar), malic acid (the main organic acid) as well as putrescine, hexadecane, 3-deoxy-glucosone, and 1-*O*-methyl-mannopyranoside decreased during cold storage (**Figure 2**; **Supplementary Table 1**). Meanwhile, metabolites whose abundance increased after cold period were mainly soluble sugars and soluble alcohols including arabinose, xylose, 1-kestose, raffinose, fructose (soluble sugars), sorbitol, threitol, glycerol, arabitol (soluble alcohols), as well as dehydroascorbic acid (**Figure 2**).

At the presymptomatic period 18, 10, and 16 metabolites showed altered abundance in response to 1-MCP, O_3,_ and 1-MCP+O_3_ treatments, respectively (**Figure 2**). 1-MCP treatment led to an increase in the amount of citric acid, talose, serine, and threonine (**Figure 2**). Ozone-affected metabolites included glyceric acid and urea (both decreased levels), while the combined treatment 1-MCP+O_3_ affected the accumulation of sucrose (increased) and arabitol (decreased). Additionally, six metabolites were commonly repressed by all treatments, including glycerol, isoleucine, fumaric acid, threitol, and the lactones of gulonic acid and glucaric acid (**Figure 2**).

At postsymptomatic stage, 12 and 10 metabolites were influenced by individual 1-MCP and O_3_ applications, respectively while 19 metabolites showed altered accumulation following 1-MCP+O_3_ treatment (**Figure 2**). In response to 1-MCP there was an increased level of kestose (a trisaccharide deriving from sucrose), alanine and myoinositol (**Figure 2**). Meanwhile, O_3_ reduced the level of glycerol, isoleucine and turanose (α-d-glucopyranosyl-(1→3)-α-d-fructofuranose, an analog of sucrose), while 1-MCP+O_3_ increased that of glyceric acid, mannopyranoside, raffinose, maltose, sucrose but decreased that of quinic acid. Finally, five metabolites including valine, arabitol, glucaric acid, arabinose, and xylose were commonly affected by all treatments (**Figure 2**; **Supplementary Table 1**).

### Time-Resolved Proteomics in Apple Peel Exposed to 1-MCP and O_3_ Treatments

To characterize the scald phenotypes (**Figure 1**), a comparative proteomic analysis of apple peel was performed. The volumes of 217 protein spots were modified by the treatments as inferred from Student’s t-test and further validation using a 2.5-fold threshold change. Following this approach, 87 proteins were uniquely identified (**Supplementary Table 3A**), which were sorted into 11 functional categories and 12 subcellular localizations according to Bevan et al. (1998) (**Supplementary Figure 3**; **Supplementary Table 3**; **Supplementary Table 4**). Multispot proteins, such as major allergen (15 spots), actin (11 spots), histone H4 (6 spots), and thiamine triazole synthase (4 spots) were also identified. Detailed information on the identified proteins is listed in **Supplementary Tables 3**, **4** and **Supplementary Figure 5**.

To examine protein changes in response to cold storage, samples collected at harvest were compared with control-untreated samples just after cold storage. As a result of cold, the levels of 62 proteins changed (**Supplementary Figure 3**; **Supplementary Table 3B**). These proteins are mainly located to cytosol (22.8%), cytoplasm (13.9%), chloroplast (13.9%), and mitochondrion (11.4%) (**Supplemental Figure 3**). Out of them, 26.6% pertain to metabolism, 22.8% to disease/defense, and 17.7% to energy (**Supplementary Figure 3**).

Proteins that were differentially accumulated in apple peel in response to treatments at the presymptomatic and symptomatic scald stages are listed in **Figure 3**. At presymptomatic period, proteins can be classified into three groups (**Figure 3B**): (i) a first group represented by 33 proteins whose abundance was altered only by 1-MCP; (ii) a second group containing 43 proteins whose accumulation was modified by the O_3_; and (iii) a third group consisting of 41 proteins whose accumulation level changed following the combined application of 1-MCP and O_3_ (**Figure 3B**). Among the groups of proteins showing significant modifications in their abundance at the presymptomatic period there were six that were commonly accumulated during all treatments. The identified proteins at presymptomatic period are mainly associated with metabolism (23.7%) followed by disease/defense (18.4%) and energy (13.2%) (**Figure 3D**). They are mainly located at chloroplast (21.1%), cytosol (15.8%), and mitochondrion (10.5%) (**Supplementary Figure 3**).

**Figure 3:**
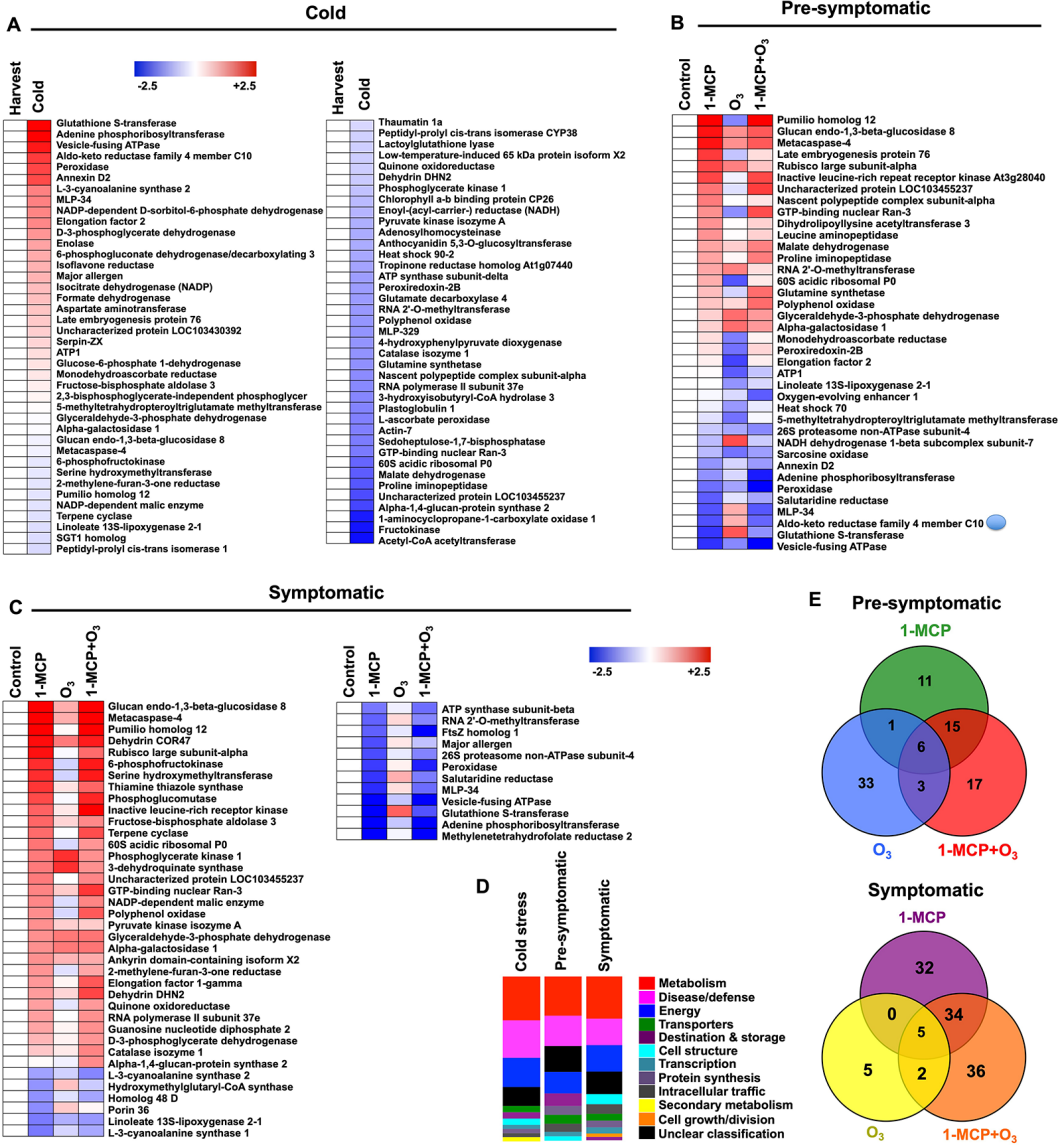
Protein hallmarks in apple peel challenged with 1-MCP and O_3_. Changes in protein accumulation patterns in apple peel exposed to 1-MCP and O_3_ treatments in response to “cold” **(A)** as well as at “presymptomatic” **(B)** and “symptomatic” period **(C)**. The heat map profiles depict the relative abundance of each protein either just after cold storage compared to harvest (for cold-affected proteins) or in 1-MCP and O_3_-treated samples compared to the abundance of untreated control (for proteins affected at “presymptomatic” and “presymptomatic” period). Fold change values are calculated as log2 ratio and were shown on a color scale, which is proportional to the abundance of each identified protein. Relative values for each protein abundance are provided in **Supplementary Table 2**. Functional categorization **(D)** of the identified proteins represented as a relative ratio proportional to the total number of the identified proteins that changed at each time (cold, presymptomatic, symptomatic stage). Venn diagrams illustrating the proteins that changed at presymptomatic and symptomatic period **(E)**. Additional details for each protein are given in **Supplementary Tables 3** and **4**.

At the symptomatic stage, the 1-MCP+O_3_-responsive proteins could further be grouped as follows: a group of 71 proteins whose abundance was changed exclusively by 1-MCP; (ii) a second group of 12 proteins whose abundance was changed by O_3_; and a third group of 77 proteins accumulating under the 1-MCP+O_3_ combined treatment (**Figure 3C**). Identified proteins at the symptomatic stage are involved in metabolism (26%), disease/defense (16%), and energy (16%) (**Figure 3D**). They are mainly localized to cytosol (22%) and chloroplast (16%) (**Supplemental Figure 3**). Five of them were commonly affected by all treatments (**Figure 3E**).

### Global Transcriptome Analysis Related to 1-MCP and O_3_ Function

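Peel RNA was taken from apples stored for 6 months at 0°C and 95% relative humidity without treatment (Control), after 24 h of 1-MCP, in air with 0.3 μl/L of O_3_, or with both (1-MCP+O_3_). 1-MCP is a gas that blocks the perception of ethylene, and its dose is 1 μl/L in the methods and 1000 ppm in the sample labels. Each group had 2 RNA extracts, replicates A and B, and the methods give 7 apples for each sample. The extracts were labelled with Cy3 or Cy5 and hybridized in pairs to 8 arrays on 2 slides. Slide 1 held the arrays of 1-MCP vs Control and of O_3_ vs Control, and slide 2 those of 1-MCP+O_3_ vs Control and of 1-MCP+O_3_ vs O_3_, with 2 arrays for each comparison. In replicate A the first-named group was labelled with Cy3 and in replicate B with Cy5, so within a comparison the dye and the replicate cannot be separated. Each Control extract was hybridized 3 times, each O_3_ and 1-MCP+O_3_ extract 2 times and each 1-MCP extract 1 time, and 1-MCP vs Control and 1-MCP+O_3_ vs O_3_ have no extract in common. Every array carried 176026 spots besides controls, for 133709 probes, of which 42317 had 2 spots. Between 47.8% and 54.9% of the spots of an array (median 50.9%) were well above background in Cy3 and between 36.1% and 43.6% (median 38.5%) in Cy5, and the number of arrays limits the precision. The authors deposited the median intensity of each spot and of its local background in both channels, as extracted from the scanned images without normalization. From these, background was corrected with normexp at an offset of 50, and the log2 ratios were normalized by loess within each array, without spots marked as outliers (1 to 74 per array). Spots of 1 probe were averaged, ratios were turned to the first-named group over the second, and the 2 arrays of each comparison were fitted with limma, whose moderated test has 1 residual degree of freedom from them. Values are means of the 2 arrays with their SD. A probe is referred to as called when its unadjusted p was below 1%, the threshold of the paper, and adjusted p values are Benjamini-Hochberg values over all probes of the comparison. Gene names are those of the paper and its supplementary tables, where many are matches to Arabidopsis genes.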

The transcriptomes of apple peel at the presymptomatic stage were analyzed to investigate early events preceding scald development. Data revealed that 6,892 transcripts were differentially expressed between treated and untreated apples (**Figure 4A**; **Supplementary Table 5**). 

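At the unadjusted 1% threshold, 6337 calls were made on sense probes over the 3 comparisons with Control, and they fell on 4749 distinct sense probes. With the comparison of 1-MCP+O_3_ and O_3_ added, 5253 distinct sense probes were called. A 1% threshold on 59352 sense probes would give 594 calls per comparison if the p values of unchanged probes were uniform, but in simulated data from 1134 to 1226 unchanged sense probes were called per comparison, a number that the 1447 calls in O_3_ vs Control exceed by little. No sense probe passed a Benjamini-Hochberg adjusted p of 0.05 in limma in any comparison, while the smallest number of sense probes with an unadjusted p under 0.05 was 5125, in O_3_ vs Control. With limma's intensity trend and robust options, the adjusted counts were 2022 in 1-MCP vs Control, 298 in O_3_ vs Control, 1376 in 1-MCP+O_3_ vs Control and 677 in 1-MCP+O_3_ vs O_3_. Across all probes, the Pearson correlation of the turned log2 ratios of replicates A and B was 0.402 in 1-MCP vs Control, 0.0995 in O_3_ vs Control, 0.230 in 1-MCP+O_3_ vs Control and 0.0974 in 1-MCP+O_3_ vs O_3_, where probes are not independent replicates. The dyes were switched between these replicates, so a dye bias of single genes would enter with opposite signs and lower r. These correlations therefore do not measure the agreement of the extracts alone.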

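The 2 arrays that compared 1-MCP+O_3_ with O_3_ directly were set beside an indirect ratio, the log2 ratio of 1-MCP+O_3_ vs Control minus that of O_3_ vs Control. Across sense probes the direct and the indirect ratio correlated at a Pearson r of 0.888, and at 0.799 for the replicate A arrays alone and 0.753 for the replicate B arrays alone. These correlations run across probes, which are not independent replicates, and both ratios use the same extracts of O_3_ and 1-MCP+O_3_. The ratio of 1-MCP+O_3_ to O_3_ also correlated with that of 1-MCP to Control, with r = 0.850 across sense probes. For arrays of the same replicate letter and dye orientation this r was 0.777 (A) and 0.798 (B), and for arrays that differ in both it was 0.301 and 0.360.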

A second analysis revealed that 1908 transcripts were regulated between O_3_ and 1-MCP+O_3_ (**Figure 4A**; **Supplementary Table 5**). Microarray data were also validated by RT-qPCR, on a subset of differentially expressed genes. Expression profiles assessed with microarrays or RT-qPCR were similar (R^2^ = 0.92 between LogRatio T/C and –DDCt; **Supplementary Figure 4**; **Supplementary Table 6**).

**Figure 4:**
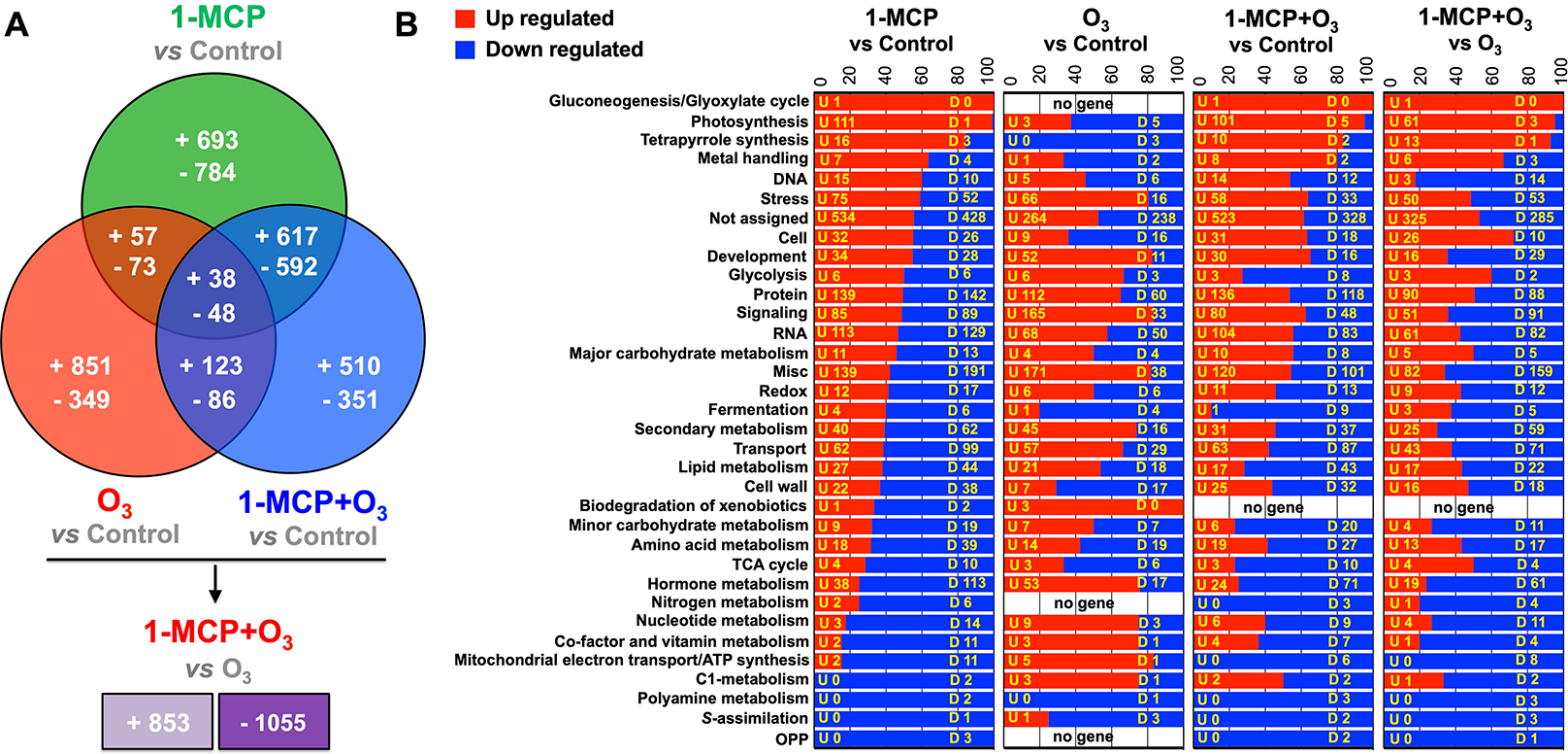
Global gene expression analysis in apple peel exposed to 1-MCP and O_3_. Venn diagram representing the transcripts that upregulated and downregulated in apple peel tissues exposed to 1-MCP and O_3_ at “presymptomatic period” (0 d at room temperature following cold) **(A)** and functional categorization of the identified transcripts that modified among the microarray comparisons **(B)**. “U” is related to the number of genes that upregulated between the 1-MCP and O_3_-treated fruits and control, while “D” is related to the number of genes that downregulated at each comparison. Additional details for each transcript are provided in **Supplementary Table 5**.

Based on gene annotations, transcripts were classified into 33 functional categories (**Figure 4B**). Most of the identified transcripts were closely related to photosynthesis, especially following 1-MCP treatments, in which 99.2% of these genes were found to be upregulated. Furthermore, genes that are related to stress induction, protein accumulation, signaling, RNA, transport, and hormone metabolism were also affected (**Figure 4B**). 

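Function names in the 1483 rows of Supplementary Table 5 used here (4647 further rows were not used) contained a photosynthesis term, such as photosystem, light-harvesting, chlorophyll binding or rubisco, in 58 rows. All 58 probes had a higher signal in 1-MCP than in Control, with a median log2 ratio of 3.03 and a range from 0.80 to 4.62, and 54 were called up. The median was 3.18 on the replicate A array and 2.79 on that of replicate B. All 58 were again higher in 1-MCP+O_3_ vs Control, with a median of 2.50, and 49 were called up. The median in O_3_ vs Control was 0.12, 42 probes were higher and 16 lower, and none was called by limma at the unadjusted 1% threshold. All 58 were also higher in 1-MCP+O_3_ vs O_3_, with a median of 2.31, and 32 were called up. The median of 1-MCP vs Control moved most with the software's processed signals, to 4.01. The rows used come from the part of the table that holds mostly genes called up after 1-MCP, all 58 included, so the list was selected on the ratio measured here and was given no set test.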

Particularly, 1-MCP led to the alteration of the expression profile of 2,902 genes, of which 1,405 were upregulated, and 1,497 were downregulated. Furthermore, O_3_ regulated 1,625 transcripts, of which 1,069 induced and 556 reduced their expression level compared to control. 

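In 1-MCP vs Control, 2745 sense probes were called, 1341 up and 1404 down, and 1830 of them changed at least 2-fold. The median absolute log2 ratio of the called probes was 1.27. The lowest adjusted p among sense probes was 0.181 in limma, so 0 probes passed the adjusted threshold, against 7240 at an unadjusted p under 0.05. When the sign of the dye switch was not turned, 783 sense probes were called. Of the alternatives that keep the threshold, an unmoderated test moved the count most as a ratio, to 665, and the count rose most, to 8008, when 8 arrays were fitted together with a dye term for each slide, a fit that takes repeated hybridizations of an extract as independent. The highest log2 ratio was that of MDP0000196174, an unknown protein, with 5.52 ± 0.21 (SD, n = 2). TIC55 (MDP0000150374) was at 5.48 ± 0.48. Control was not well above background there, so its rise is given as at least 41.1-fold and may have been larger. The largest fall was that of MDP0000326576, with a log2 ratio of -5.90 ± 0.29, which has no name in the table rows used.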

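For O_3_ vs Control, 1447 sense probes passed the unadjusted threshold, 1011 up and 436 down, with a median absolute log2 ratio of 0.93. When the sign of the dye switch was not turned, 1176 sense probes were called. The lowest adjusted p was 0.613, with 0 sense probes under 0.05 after adjustment by limma and 5125 at an unadjusted p under 0.05. Of the called probes 69.9% were up, and this share was 7.79% of 77 calls when the ratios were centred on their median instead of normalized by loess. MDP0000125865 rose most, by a log2 ratio of 4.71 ± 0.28 (SD, n = 2), and MDP0000263180 fell most, with -2.43 ± 0.08. The latter was also called down in 1-MCP vs Control, at -5.80 ± 0.30.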

The third comparison between 1-MCP+O_3_ and control involved 2,365 differentially expressed genes, of which 1,288 were upregulated and 1,077 were downregulated (**Figure 4**). Furthermore, 86 transcripts (38 upregulated and 48 downregulated) were affected by all treatments (**Figure 4A**). 

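The 2 arrays of 1-MCP+O_3_ vs Control gave 2145 called sense probes, 1214 up and 931 down. The median absolute log2 ratio of the called probes was 1.21. Without the turn of the dye switch the count was 890. The lowest adjusted p was 0.337, and limma gave 0 sense probes with an adjusted p under 0.05 and 6381 with an unadjusted p under 0.05. MDP0000142824, a universal stress protein, rose most, with a log2 ratio of 5.11 ± 0.40 (SD, n = 2), and its ratio in 1-MCP vs Control was 5.31 ± 0.09.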

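Of the sense probes, 69 were called in the same direction in all 3 comparisons with Control, 34 up and 35 down. The 3 comparisons share the Control extracts, so unchanged groups were simulated 20 times against them, which gave a mean of 19 such probes and at most 31. Pairs of comparisons shared 1124 probes called in the same direction for 1-MCP and 1-MCP+O_3_, 163 for O_3_ and 1-MCP+O_3_, and 100 for 1-MCP and O_3_. The highest simulated numbers for these pairs were 109, 92 and 103. The simulation drew the spread of bright and dim probes alike. In the data, 2744 of the 2745 sense probes called in 1-MCP vs Control were above background. Calls confined to fewer probes overlap more often by chance, so the simulated numbers may be too low. Called in 1 of the 3 comparisons alone were 1417 probes in 1-MCP vs Control, 988 in O_3_ vs Control and 904 in 1-MCP+O_3_ vs Control. A call in 1 comparison and not in another is not a test of the difference between them. The number shared by all 3 fell to 0 in the unmoderated test and to 3 under median centring and rose to 914 in the fit of 8 arrays together with a dye term for each slide.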

Finally, a comparison was performed between apples in O_3_-enriched atmosphere versus 1-MCP+O_3_ treatment. In this comparison, 1908 genes were differentially expressed, of which 853 were induced in 1-MCP+O_3_ condition, while 1,055 were repressed, respectively (**Figure 4**).

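In 1-MCP+O_3_ vs O_3_, 1831 sense probes were called, 817 up and 1014 down. The median absolute log2 ratio of the called probes was 1.39. Without the turn of the dye switch 1648 sense probes were called, so the dye and the replicate gave nearly as many calls as the treatment. The lowest adjusted p was 0.422, with 0 sense probes under 0.05 after adjustment by limma and 5393 at an unadjusted p under 0.05. The largest fall was that of MDP0000326576, with a log2 ratio of -5.97 ± 0.05 (SD, n = 2), and MDP0000142824 rose most, with 4.61 ± 0.85.

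**Figure D1:**
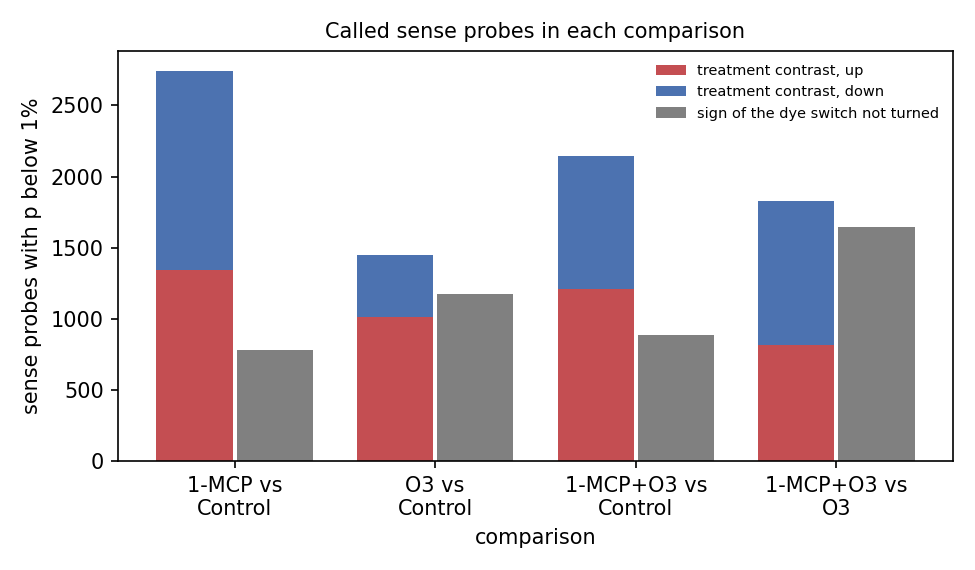
Number of sense probes called at the unadjusted 1% threshold in each comparison, split into up and down, beside the number called when the sign of the dye switch was not turned (grey). The grey bars lie between 783 and 1648, and the treatment counts between 1447 and 2745.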

### Analysis of Regulatory Networks and Modules in Apple Exposed to 1-MCP and O_3_

To characterize the mechanisms underlying scald, the relationship between regulatory molecules, transcription factors (TFs) and downstream regulated genes was investigated, using expression data for genes and TFs incorporating protein and metabolite data. The output of a regulatory program is rarely due to the action of a single gene, being rather the result of the cooperation of multiple genes and their common regulation under the same TFs that result in the desired output. Notably, a group of coexpressed genes comprises a single module as well as the whole entire set of regulatory interactions between the TFs and the modules. Expression profiling was used to infer the regulatory networks that comprise regulated genes organized in modules as well as the TFs regulating these modules. The output of the LeMoNe algorithm is a set of modules of coexpressed transcripts, providing a list of high-scoring TFs regulating the modules that were prioritized according to their corresponding scald syndrome. The algorithm assigns sets of TF regulators to each of the modules using a probabilistic scoring, taking into account the profile of the candidate regulator. Genes were first clustered into 235 modules (**Supplementary Table 7**) of which 22 were regulated by one or more TFs (**Supplementary Table 7**). This resulted in 46 transcription factor-module regulatory interactions that exceeded the above-random weight threshold (**Supplementary Table 7**). These TFs mainly include the following families: ARF (auxin response factors), bHLH (basic helix-loop-helix proteins playing a major role in jasmonates signaling), bZIP (basic leucine zipper proteins involved in photomorphogenesis, leaf and seed formation, energy homeostasis, and abiotic and biotic stress responses), CO-like (product of the CONSTANS gene acting between the circadian clock and genes controlling meristem identity), ERF (ethylene response factors coordinating stress signaling), FAR1, GRAS (named after the three members: GIBBERELLIC-ACID INSENSITIVE, REPRESSOR of GAI and SCARECROW, these TFs are involved in plant growth and development, HD-ZIP (homeodomain-leucine zipper involved in plant development and morphogenesis as well as responses to stresses), LBD (lateral organ boundary domain, acting as negative regulators of anthocyanin biosynthesis in Arabidopsis), MADS (MCM1, AGAMOUS, DEFICIENS, and SRF (serum response factor) TFs, involved in many aspects of plant development), MYB (myeloblastosis family of TFs acting as key factors in regulatory networks controlling plant development, metabolism and responses to stresses), NAC (named from the three genes: NAM, ATAF1 and −2, and CUC2, these TFs are involved in the regulation of the transcriptional reprogramming associated with stress responses), NF-YA (NUCLEAR FACTOR-Y A, involved in plant growth and development), S1Fa (which specifically recognizes a negative element (S1F) within the *RPS1* promoter), TALE (transcription activator-like effector), TCP (plant-specific TEOSINTE BRANCHED 1, CYCLOIDEA, PCF1 TF family), Trihelix (TFs carrying three α-helical sequences separated by loops or turns), WOX (plant-specific *WUSCHEL-related homeobox* TF gene family), YABBY (plant-specific TFs with zinc finger and high mobility group-related domains, involved in the specification of abaxial polarity in lateral organs) and ZF-HD (zinc finger homeobox family protein) (**Supplementary Table 7**).

### Key Changes in TFs-Gene-Protein-Metabolite Interactome Following 1-MCP and O_3_ Application

Following the above network analysis, we examined the TFs-gene-protein-metabolite shift that was strongly affected by 1-MCP and O_3_ treatments (**Figure 6**). 

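The probe of the polyphenol oxidase gene MDP0000699845 had a lower signal in 1-MCP than in Control on both arrays, with a log2 ratio of -4.50 ± 1.82 (SD, n = 2, adjusted p = 0.35 in limma), and was not called. Its ratio in O_3_ vs Control was 1.14 ± 0.96 (adjusted p = 0.957 in limma), higher on both arrays and not called. It was called down in 1-MCP+O_3_ vs Control, with -2.15 ± 0.09 (adjusted p = 0.337 in limma), and in 1-MCP+O_3_ vs O_3_, with -3.12 ± 0.87 (adjusted p = 0.491 in limma), and was lower on both arrays of each. Every alternative kept these directions. The 1-MCP vs Control value was called down in the joint fits of all arrays, in the extract-level fit, with the trend and robust options and on the processed signals, among others, and the call in 1-MCP+O_3_ vs Control was lost under median centring, in the extract-level fit and without either array. The HD-ZIP transcription factor MDP0000859459 was called up in 1-MCP vs Control, 1-MCP+O_3_ vs Control and 1-MCP+O_3_ vs O_3_, with log2 ratios of 3.01 ± 0.42, 2.49 ± 0.16 and 2.09 ± 0.35. Its ratio in O_3_ vs Control was 0.35 ± 0.11, and it was not called.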

One of the main highlighted relationships shared between the two chemical treatments was the increase in *PPO* gene (*MDP0000699845*) was coregulated with HD-ZIP and encode PPO protein (**Figure 6**; **Supplementary Table 7**). Additionally, TFs and related transcripts for five putative proteins, namely glucan glucosidase 8, 6-phosphofructokinase, FtsZ homolog 1, ATP synthase subunit-beta and lipid-transfer protein were positively or negatively affected by treatments (**Figure 6**). 

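Figure 6 names 18 downstream genes with probes on the array. Of these, 16 were higher in O_3_ vs Control, 9 of which were called up, and 1 gene, the glycosyl hydrolase family 17 gene MDP0000404948, was called down, with a log2 ratio of -1.13 ± 0.29 (SD, n = 2). Lower in 1-MCP vs Control were 15, of which 2 were called down, while 1 gene was called up. Lower in 1-MCP+O_3_ vs O_3_ were again 15, of which 6 were called down, whereas 9 were higher and 9 lower in 1-MCP+O_3_ vs Control, with 1 called up, 4 called down and a median of 0.07. Among the called values, PAD4 (MDP0000770174) had a ratio of 2.05 ± 0.43 in O_3_ vs Control and 1.18 ± 0.20 in 1-MCP+O_3_ vs Control. ALD1 (MDP0000386317) was at 1.55 ± 0.40 in O_3_ vs Control and at -3.28 ± 0.64 in 1-MCP+O_3_ vs O_3_. BG3 (MDP0000327191) was called in 1-MCP+O_3_ vs O_3_ alone, at -1.94 ± 0.23, and lost that call when either array was left out. No gene of the 18 had an adjusted p under 0.05 in limma over all probes. Adjusted over the list alone, 13 passed in O_3_ vs Control, 10 in 1-MCP vs Control, 5 in 1-MCP+O_3_ vs Control and 12 in 1-MCP+O_3_ vs O_3_, which is not independent evidence because the study chose the genes on these samples.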

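In 1-MCP vs Control, the transcription factors FAR1 (MDP0000173549) and NF-YA (MDP0000183865) were called up, with log2 ratios of 0.83 ± 0.18 (SD, n = 2) and 2.60 ± 0.35. ZF-HD (MDP0000253357), YABBY (MDP0000261432) and bHLH (MDP0000137325) were called down, with -1.30 ± 0.02, -2.86 ± 0.23 and -1.58 ± 0.20. MYB (MDP0000159011) at 0.58 ± 0.25 and S1Fa-like (MDP0000276000) at 0.24 ± 0.60 were not called. In O_3_ vs Control, MYB at 1.02 ± 0.17 and bHLH at 1.20 ± 0.07 were called up and YABBY at -1.25 ± 0.14 was called down, whereas the other 4 were not called. YABBY was called down in all 4 comparisons and bHLH in opposite directions in 1-MCP vs Control and O_3_ vs Control. In limma, adjusted p values of these 7 factors were 0.181 or more in 1-MCP vs Control and 0.613 or more in O_3_ vs Control. The FAR1 call was lost without either array.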

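The identifier MDP0000261432, listed among the glutathione S-transferase genes, is the YABBY gene in Figure 6, which leaves 7 glutathione S-transferase genes. All 7 were lower in 1-MCP than in Control, with a median log2 ratio of -0.90 and a range from -3.89 to -0.49, and 2 were called down: ATGSTU8 (MDP0000178304) at -3.89 ± 1.06 (SD, n = 2) and ATGSTF8 (MDP0000256360) at -1.25 ± 0.16. All 7 were higher in O_3_ than in Control, with a median of 1.13 and a range from 0.72 to 2.05, and 4 were called up: MDP0000805474 at 2.05 ± 0.53, MDP0000766223 at 1.13 ± 0.08, MDP0000566567 at 0.95 ± 0.16 and MDP0000256360 at 0.72 ± 0.15. Every one of these values held its direction on both arrays and under every scaling alternative. ATGSTF12 (MDP0000252292) was not well above background in 1-MCP on either array, where its fall by a log2 ratio of -0.90 ± 0.27 was at least 1.87-fold. Adjusted p values in limma were 0.218 or more in 1-MCP vs Control and 0.613 or more in O_3_ vs Control. Adjusted over the list alone, 6 passed 0.05 in 1-MCP vs Control and 5 in O_3_ vs Control, on genes that the study chose on these samples. Not all members of the family fell after 1-MCP. Among rows that the paper lists mostly as up after 1-MCP, 2 others bear a glutathione S-transferase name. Both were called up in 1-MCP vs Control, at 0.96 and 1.57, and in 1-MCP+O_3_ vs O_3_, at 1.09 each. From the treatment-specific regulation of transcription factors, glutathione S-transferase genes and the corresponding proteins together, the paper proposes a key role of glutathione S-transferases in scald.

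**Figure D2:**
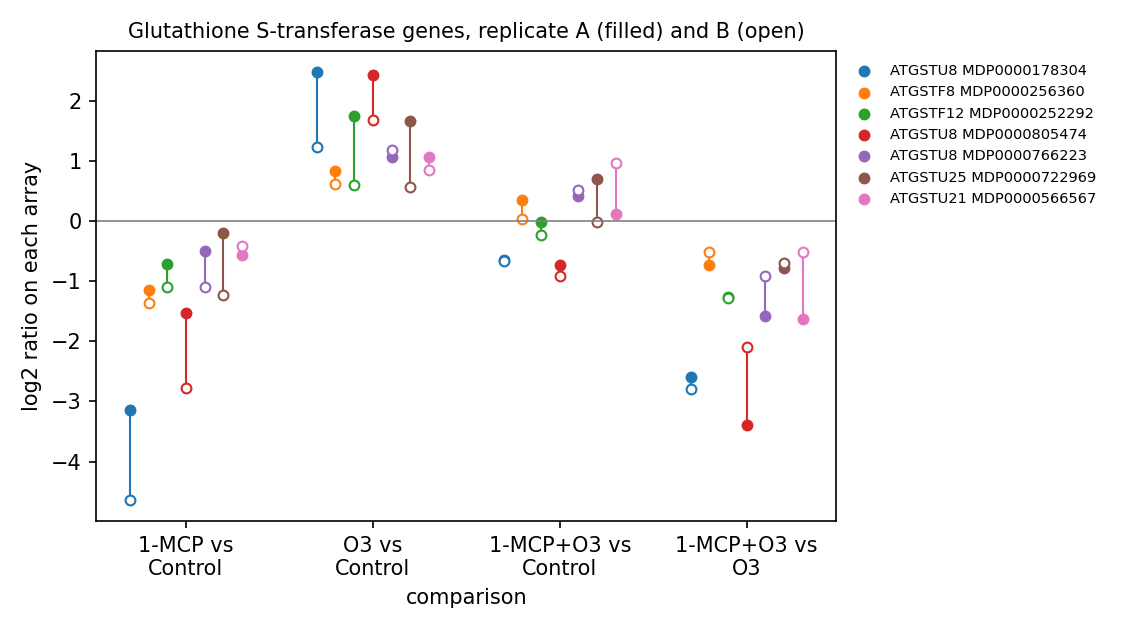
Log2 ratio of the 7 glutathione S-transferase genes on the array of replicate A (filled) and replicate B (open) in each comparison. All points of 1-MCP vs Control and 1-MCP+O_3_ vs O_3_ lie below 0 and all points of O_3_ vs Control above 0.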

A notable feature of our analysis was that a large number of TFs *(HD-ZIP, FAR1, ZF-HD, NF-YA, MYB, S1Fa-like, YABBY, and BHLH) along with* downstream target glutathione *S*-transferase (GSTs) genes (*MDP0000178304*, *MDP0000256360*, *MDP0000252292*, *MDP0000805474*, *MDP0000766223*, *MDP0000261432*, *MDP0000722969*, and *MDP0000566567*) and corresponding GSTs proteins showed the most striking treatment-specific regulation (**Figure 6**; **Supplementary Table 7**), indicating that GSTs play a key role in scald.

## Discussion

Despite the economical importance of superficial scald in apple, the etiology and biochemistry that lead to the development of this disorder are not completely understood (Lurie and Watkins, 2012; Storch et al., 2017). In this study, we found that fruits exposed to 1-MCP exhibited inhibition of ethylene-dependent ripening processes (**Figures 1C–G**; **Supplementary Figure 1**) and displayed considerably reduced scald symptoms (**Figures 1A, B**). We previously found that kiwifruit ripening and ethylene production were depressed by O_3_ (Minas et al., 2014; Minas et al., 2018). In marked contrast with the situation observed with kiwifruit, the ripening behavior (**Figures 1C–G**) as well as the activities of ACS and ACO, and the ACC and MACC levels along with ethylene production (**Figures 1C–G**) remained unaffected in O_3_-treated apples (**Supplementary Figure 1**). This indicates that the ripening effects of O_3_ are different depending on the fruit species and/or tissue analyzed. However, the data from the current study point to *a novel observation*, namely that O_3_ noticeably induced visible scald injury in apple (**Figures 1A, B**). Another important result revealed by this study was that fruits subjected to 1-MCP in the presence of O_3_ exhibited scald-healthy phenotypes (**Figures 1A, B**), confirming that 1-MCP is a very efficient tool to prevent apple scald (Lurie and Watkins, 2012). Such distinct 1-MCP- and O_3_-driven scald features (**Figures 1A, B**) provide a relevant model for exploring the mechanisms associated with apple cold responses as well as with scald prevention/sensibility.

Long term cold exposure induced major metabolic and biochemical *changes* in fruits (Molassiotis et al., 2013). Accordingly, we observed a strong reduction in several amino acids, such as aspartic acid, glutamic acid, serine, threonine, and valine in apple peel following cold storage (**Figure 2**). Proteins coding numerous antioxidant-related enzymes (e.g., peroxidase and monodehydroascorbate reductase, and NADPH-generating systems (e.g., 6-phosphogluconate dehydrogenase) along with energy-associated enzymes (e.g., adenine phosphoribosyltransferase, ATP1 and vesicle-fusing ATPase) were induced by cold (**Figure 3A**; **Supplementary Table 3B**). Also, various ripening enzymes (e.g., ACO, malate dehydrogenase, and fructokinase) were repressed by cold (**Figure 3A**; **Supplementary Table 3B**).

Metabolome data indicated that unlike O_3_ application, the 1-MCP treatment provoked the accumulation of several amino acids both before and during scald. Our results, when taken together with previous ones (Osuna et al., 2007; Less and Galili, 2008), suggest important roles for amino acid biosynthesis in scald responses. In this regard, an intriguing observation was the greater accumulation of threonine and valine in 1-MCP-treated compared to O_3_-treated fruits (**Figure 2**), particularly indicating that different scald phenotypes may reflect specific reprogramming in branched-chain amino acids (BCAAs). It has been shown that BCAAs accumulation may serve as a substrate for the synthesis of stress-induced proteins and that BCAAs may act as signaling molecules to regulate gene expression in response to cold (Goddard et al., 1993). In agreement with recent data obtained in peach fruit showing that BCAAs accumulation together with the upregulation of genes encoding BCAAs-rich proteins confer tolerance against cold injury (Tanou et al., 2017). Furthermore, steady-state levels of serine exhibited distinct patterns in 1-MCP and O_3_ treated samples (**Figure 2**). We have shown that protein abundance of D-3-phosphoglycerate dehydrogenase (PHGDH) and serine hydroxymethyltransferase (SHMT) was induced by both 1-MCP treatments but depressed by O_3_ alone application (**Figure 3C**; **Supplementary Table 3**). PHGDH catalyzes the transition of 3-phosphoglycerate into 3-phosphohydroxypyruvate, which is the committed step in the phosphorylated pathway of L-serine biosynthesis while SHMT catalyzes the reversible interconversion of serine and glycine with tetrahydrofolate serving as the one-carbon carrier. Given the role of serine in photorespiration in mitigating production of ROS at the chloroplast (Leegood et al., 1995), the observed stimulation of serine metabolism along with the upregulation of various photosynthetic genes by 1-MCP (**Figure 4B**) might result in an activation of the antioxidant defenses leading to a reduced level of chloroplast oxidation and reduced scald susceptibility. Consistent with this possibility, photorespiratory *Arabidopsis* mutants specifically defective in SHMT showed spontaneous formation of chlorotic and necrotic lesions (Moreno et al., 2005).

A set of apple peel proteins displayed high accumulation levels in healthy fruits (1-MCP treated), both at presymptomatic and especially at symptomatic periods, whereas O_3_-treated fruits had decreased scald symptoms (**Figures 3A, B**). This implies, quite remarkably, that a specific 1-MCP and O_3_-specific proteome remodeling occurs that could be correlated with scald phenotypes. Posttranscriptional/translational control of gene expression is a powerful strategy for fruit cells to adapt to postcold ripening period as this process is controlled by various RNA-binding proteins (Huh and Paek, 2014). At pro-symptomatic and symptomatic periods, we observed in 1-MCP exposed fruits an increased abundance of Pumilio 12 (*PUM12*) (**Supplementary Tables 3C, D**), a protein that binds to sequences in the 3′ UTRs of target mRNAs through their PUMILIO homology domains, suggesting a correlation between *PUM12* accumulation and scald prevention. This protein would participate in scald response through binding to specific regulatory *cis*-elements of their mRNA targets, to regulate RNA translation (Lee et al., 2016) and thus involved in protein synthesis. There are examples in plants indicating that nucleo-cytoplasmic trafficking of proteins can also affect posttranscriptional regulation, such as mRNA processing and RNA trafficking (Wang et al., 2010). Interestingly, we found that the abundance of the GTP-binding nuclear protein Ran-3, which is required for nucleo-cytoplasmic protein/RNA partitioning, along with the abundance of elongation factor 2 (eEF2; a GTP-binding protein), was both higher in 1-MCP-treated than in O_3_-scalded fruits (**Supplementary Table 3**). It is thus likely that scald prevention is associated with nucleo-cytoplasmic transport of proteins and RNA, possibly because this mechanism allows for quick responses from cold to higher temperature transition without *de novo* protein and RNA syntheses. Such a mechanism seems to be impaired in fruits exposed to the single O_3_ treatment, since we found, for example, that the accumulation of the Ran-3 protein was suppressed by O_3_ (**Supplementary Table 3**).

Among the multiple molecular mechanisms underlying cold responses, alterations of the protein translation machinery affecting the rate and selectivity of stress-related protein biosynthesis may play a central role (Wang et al., 2017). The higher accumulation of the 60S acidic ribosomal protein P1, involved in the elongation step of protein synthesis, observed at both pro-symptomatic and symptomatic time following 1-MCP application (**Supplementary Tables 3C, D**) should contribute to scald prevention. Noticeably in the context of this work, Nakaminami et al. (2014) showed that the 60S acidic ribosomal protein P1 is involved in cold acclimation in Arabidopsis. Exposure to O_3_ alone suppressed the accumulation of several stress-related proteins, such as the late embryogenesis protein 76, peroxiredoxin-2B and monodehydroascorbate reductase (**Supplementary Table 3**), which may well explain the aberrant scald defect in O_3_-treated apple (**Figures 1A, B**).

A large number of apple genes exhibited 1-MCP and O_3_-associated patterns of expression (**Figure 4**) that could possibly affect scald responses (**Figures 1A, B**). 

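Of the sense probes, 247 were called in opposite directions in 1-MCP vs Control and O_3_ vs Control: 225 were down in 1-MCP and up in O_3_, and 22 were up in 1-MCP and down in O_3_.  For the 225 the median log2 ratio was -1.59 in 1-MCP vs Control and 1.38 in O_3_ vs Control. In 1-MCP+O_3_ vs Control it was -0.78, with 199 probes lower and 26 higher than in Control, and in 1-MCP+O_3_ vs O_3_ it was -2.00, with all 225 lower. Neither value is independent of the choice of probes. The Control extracts used in the choice recur in the former comparison and the O_3_ extracts in the latter. For the 22 the medians were 1.20 in 1-MCP vs Control and -0.84 in O_3_ vs Control. MDP0000220902 was called in each comparison, with -2.48 ± 0.03 (SD, n = 2) in 1-MCP vs Control, 3.71 ± 0.26 in O_3_ vs Control, -1.57 ± 0.36 in 1-MCP+O_3_ vs Control and -4.76 ± 0.76 in 1-MCP+O_3_ vs O_3_. The number of probes in opposite directions fell to 2 under median centring and to 8 in the unmoderated test, and rose to 1550 in the fit of 8 arrays together with a dye term for each slide.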

We focused on the genes that displayed opposite distinct patterns of regulation between 1-MCP and O_3_. In this set of genes we found a strong induction of various photosynthetic genes only following 1-MCP treatments (**Figure 4**). This fact fits well with the 1-MCP accociated retention of green color in the peel of ‘Granny Smith’ apples (**Figure 1A**), suggesting that the photosynthetic machinery could be accociated with scald. This 1-MCP-*exclusive photosyntetic group* includes genes annotated as photosystem I subunit D-2 (*PSAD-2; MDP0000700880*), photosystem I reaction center subunit PSI-N (*PSAN; MDP0000655277*), photosystem II subunit P-1 (*PSBP-1; MDP0000361338*), PsbQ-like 2 (*MDP0000481445*), photosystem II subunit Q-2 (*PSBQ/PSBQ-2; MDP0000715912*) rubisco activase (RCA; *MDP0000223905*), ribulose bisphosphate carboxylase (RBC; *MDP0000185022*), and ribulose bisphosphate carboxylase (small chain) protein (*MDP0000185022*) (**Supplementary Table 5**). 

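Each of the 7 identifiers (MDP0000185022 stands for both last entries) was called up in 1-MCP vs Control, 1-MCP+O_3_ vs Control and 1-MCP+O_3_ vs O_3_, and none was called in O_3_ vs Control. PSAD-2 had the highest log2 ratios, 4.30 ± 0.50 (SD, n = 2, adjusted p = 0.181 in limma) in 1-MCP vs Control, 4.08 ± 0.31 (adjusted p = 0.337 in limma) in 1-MCP+O_3_ vs Control and 3.61 ± 0.36 (adjusted p = 0.422 in limma) in 1-MCP+O_3_ vs O_3_, with higher signals on both arrays of each. PsbQ-like 2 had the lowest, with 2.23 ± 0.26, 2.24 ± 0.63 and 1.98 ± 0.01 in these comparisons. Between these lay RCA with 3.69 ± 0.39 in 1-MCP vs Control, PSBP-1 with 3.49 ± 0.15, PSAN with 3.32 ± 0.05, the small chain of RBC with 3.01 ± 0.01 and PSBQ-2 with 2.97 ± 0.01. The ratios in O_3_ vs Control ran from 0.05 for PsbQ-like 2, which was -0.03 under median centring and -0.11 on the processed signals, to 0.29 ± 0.45 for PSAD-2. The signals of all genes were well above background in each group except that of the small chain of RBC on 1 array of O_3_. The interaction, which compares the 1-MCP effect with and without O_3_, gave adjusted p values in limma of 0.477 or more for these genes, with differences from -0.82 to -0.17. Adjusted over the list alone, all 7 passed 0.05 in the 3 comparisons that include 1-MCP, on genes the study chose from these samples. The call in 1-MCP+O_3_ vs O_3_ was lost under median centring for PsbQ-like 2, PSBQ-2 and the small chain of RBC. From the induction after 1-MCP and the green colour that the peel retained, the paper proposes that the photosynthetic machinery could be associated with scald.

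**Figure D3:**
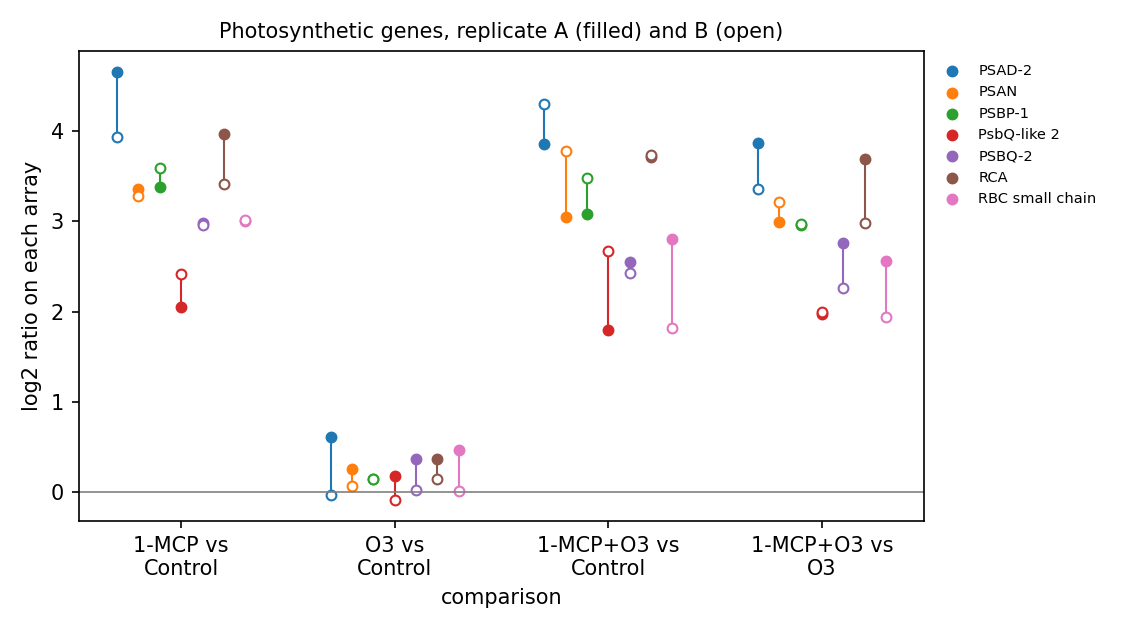
Log2 ratio of the 7 photosynthetic genes on the array of replicate A (filled) and replicate B (open) in each comparison. Means lie from 1.98 to 4.30 where the first group had received 1-MCP and from 0.05 to 0.29 in O_3_ vs Control.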

The upregulation of photosynthetic genes (**Figure 4**) could be linked to the inhibition of ethylene synthesis and signaling by 1-MCP, which in turn might increase the efficiency of ROS-scavenging system (Foyer and Shigeoka, 2010), leading to lower oxidative stress and scald prevention. 

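The probe of the leucine-rich repeat gene MDP0000331536 was called up in 1-MCP vs Control, with a log2 ratio of 2.25 ± 0.11 (SD, n = 2, adjusted p = 0.181 in limma), in 1-MCP+O_3_ vs Control, with 2.47 ± 0.49, and in 1-MCP+O_3_ vs O_3_, with 2.06 ± 0.13. Its ratio of 0.17 ± 0.20 in O_3_ vs Control was not called. MDP0000574524, the 1 identifier given for HVA22 and for the HSP20-like chaperone, was called up in 1-MCP vs Control at 1.27 ± 0.06 (adjusted p = 0.204 in limma) and in 1-MCP+O_3_ vs Control at 1.39 ± 0.28. In O_3_ vs Control its ratio was 0.83 ± 0.49 (adjusted p = 0.815 in limma), higher on both arrays and not called, although the joint fits of all arrays and the extract-level fit called it up. The ratio in 1-MCP+O_3_ vs O_3_ was 0.20 ± 0.78, higher on 1 array and lower on the other. The interaction of 1-MCP with O_3_ for MDP0000574524 was -0.95, with an adjusted p of 0.468 in limma. Both genes lost calls under median centring.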

We noted that the expression of several stress-related transcripts, including those encoding leucine-rich repeat protein (*MDP0000331536*), HVA22 homologue D (*MDP0000574524*; homologous to a eukaryote specific ABA- and stress-inducible gene first isolated from barley) and HSP20-like chaperones (*MDP0000574524*) were solely induced by 1-MCP (**Supplementary Table 5**). Given that these genes are involved in cold acclimation (Shen et al., 2001; Lopes-Caitar et al., 2013; Liao et al., 2017), our data suggests that the induction of stress-related gene expression by 1-MCP could contribute to apple fruit tolerance against cold stress. In addition, 1-MCP repressed several ethylene signaling genes, such as ethylene response sensor 1 (ERS1; *MDP0000242413*) (**Supplementary Table 5**). 

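ERS1 was called down in 1-MCP vs Control, with a log2 ratio of -3.09 ± 0.13 (SD, n = 2, adjusted p = 0.181 in limma), in 1-MCP+O_3_ vs Control, with -3.27 ± 0.75 (adjusted p = 0.359 in limma), and in 1-MCP+O_3_ vs O_3_, with -1.89 ± 0.30 (adjusted p = 0.431 in limma). In O_3_ vs Control its ratio was -1.11 ± 0.53 (adjusted p = 0.729 in limma), lower on both arrays and not called, although the joint fits of all arrays, the extract-level fit and the fit without a replicate block called it down. The interaction of 1-MCP with O_3_ was 1.11 (adjusted p = 0.605 in limma).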

We also observed a strong downregulation of various genes only by 1-MCP that could be directly linked to scald. 

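The probe of FPS2 (MDP0000198736), an enzyme of the pathway to the sesquiterpene farnesene, was called down in 1-MCP vs Control, with a log2 ratio of -1.39 ± 0.41 (SD, n = 2, adjusted p = 0.296 in limma) and lower signals on both arrays. It was not called in O_3_ vs Control, at 0.58 ± 0.42 and higher on both arrays, nor in 1-MCP+O_3_ vs Control, at -0.43 ± 0.05, nor in 1-MCP+O_3_ vs O_3_, at -1.19 ± 0.67, both lower on both arrays. The call in 1-MCP vs Control was lost under median centring and without replicate B.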

An interesting example is the downregulation of the gene encoding farnesyl diphosphate synthase 2 (FPS2; *MDP0000198736*) by 1-MCP, whose expression was found to be tightly linked to scald syndrome (Tsantili et al., 2007; Karagiannis et al., 2018b), supporting the present scald characterization.

The expression of several transcripts was exclusively affected by O_3_ and therefore might affect scald development (**Figure 4**). In particular, O_3_ appeared to upregulate receptor-like proteins 15 (RLP, an important class of cell-surface receptors; *MDP0000302222*) and naringenin-chalcone synthase (CHS, the first committed enzyme in flavonoid biosynthesis; *MDP0000432621*) (**Supplementary Table 5**). 

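RLP15 was higher in O_3_ than in Control on both arrays, with a log2 ratio of 1.55 ± 0.63 (SD, n = 2, adjusted p = 0.681 in limma), and was not called at the unadjusted 1% threshold. It was called up on the processed signals, among probes above background, in the joint and extract-level fits and with the trend and robust options. Its value in 1-MCP vs Control, -0.54 ± 0.17, was not called, and in 1-MCP+O_3_ vs O_3_ it was called down, at -1.54 ± 0.37. CHS was called up in O_3_ vs Control, at 0.83 ± 0.15 (adjusted p = 0.615 in limma), higher on both arrays, and down in 1-MCP vs Control, at -0.91 ± 0.11 (adjusted p = 0.249 in limma). In 1-MCP its signal was not well above background on either array, so that this fall was at least 1.88-fold. Both CHS calls were lost under median centring and among probes above background. CHS was not called in 1-MCP+O_3_ vs Control, at 0.08 ± 0.16.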

Studies on several RLPs genes have revealed gene expression changes, as well as the emergence of phenotypic alterations, following application of specific elicitors (Wang et al., 2010). This result highlights that O_3_-enriched cold storage atmosphere stimulated RLP15 expression, presumably because of O_3_ action as a signal molecule for the activation of cell-surface receptors to perceive O_3_-specific signals. In the flavonoid pathway CHS catalyzes the stepwise condensation of three acetate residues from malonyl-CoA with the phenylpropanoid biosynthetic intermediate *p*-coumaroyl CoA to form naringenin chalcone. Naringenin-chalcone synthase was previously shown to be O_3_-sensitive on the basis of the appearance of macroscopic injury in plant cells (Paolacci et al., 2002). This supports the possibility that susceptibility to scald might rest on a sequence of molecular events similar to that leading to programmed cell death (PCD), which was indirectly observed as one of the scald symptoms (Busatto et al., 2014; Karagiannis et al., 2018b).

To characterize the mechanism of scald development, the transcript, protein and metabolite data sets were integrated using bioinformatics tools to identify TFs regulating gene modules with similar coexpression patterns (**Figure 5**). Based on network analysis, we constructed an integrated analysis of TFs-gene-protein-metabolite data sets and we focused on certain important interactome shift that dispayed redundant changes in response to appied treatments (**Figure 6**). Using this approach, we observed that PPO was strongly affected by treatments, which is consistent with its effect on scald-derived browning hallmarks in apple skin (Boss et al., 1995; Mayer, 2006; Busatto et al., 2014). Our analysis identified that genes coregulated by TFs encoding nine GTS proteins disclosed completely distinct regulation in response to 1-MCP and O_3_ (**Figure 6**). Recent research also uncovered an important role of GSTs in scald development (Du et al., 2017; Karagiannis et al., 2018b; Wang et al., 2018) thereby pointing out these enzymes as promising candidates for further functional characterizations. What then might be the role of GSTs in scald physiology? It is possible that some apple GSTs may participate in the detoxification of reactive aldehydes and related compounds that are generated by the loss of membrane integrity during scald development (Busatto et al., 2018). We found that several other aldehyde scavengers, such as aldo-keto reductase family 4 member C10 and glyceraldehyde-3-phosphate dehydrogenase, were stimulated by O_3_ at pro-symptomatic period (**Figure 3**). The idea that proper lipid modification is needed to activate the detoxification of lipid peroxidation-produced toxic compounds is also supported by the observed similar expression pattern of GSTs with the lipid-transfer proteins (LTPs) (**Figure 6**), which are required for assembly of the water-proof lipid barriers—such as cutin and cuticular wax and suberin—largely present on apple peel surface (Beisson et al., 2012). 

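Figure 6 names MDP0000722969 ATGSTU25, MDP0000188674 In2-1 protein, MDP0000566567 ATGSTU21 and MDP0000549134 lipid-transfer protein. In O_3_ vs Control MDP0000188674 and MDP0000549134 were called up, with log2 ratios of 1.23 ± 0.14 (SD, n = 2) and 0.93 ± 0.01, and MDP0000722969 was at 1.11 ± 0.78 and not called. In 1-MCP vs Control the ratios of MDP0000722969, MDP0000188674 and MDP0000549134 were -0.71 ± 0.73, -0.16 ± 0.05 and -0.31 ± 0.28, none of them called. In 1-MCP+O_3_ vs O_3_ MDP0000188674 was at -0.86 ± 0.37 and MDP0000549134 at -0.50 ± 0.76, not called. The bHLH gene MDP0000137325 was at -1.21 ± 0.83 in 1-MCP+O_3_ vs Control and -2.00 ± 1.13 in 1-MCP+O_3_ vs O_3_, and neither value was called, although both were lower on both arrays. The calls of MDP0000188674 and MDP0000549134 were lost on the processed signals and under median centring.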

Particularly, we observed that LTP *(MDP0000722969* and *MDP0000188674)* and GSTs (encoded by *MDP0000566567 and MDP0000549134)* were commonly regulated by basic helix-loop-helix (bHLH) TF, suggesting that this TF could be critical for scald development. Feng et al. (2012) also showed that the apple bHLH gene *MdCIbHLH1* (*Cold-Induced bHLH1*) was induced in response to cold stress. It has been demonstrated that the MdCIbHLH1 protein bound to the promoters of *MdCBF2* and favorably contributed to cold tolerance in transgenic apple plants by upregulating the expression of *MdCBF2* through the ICE-CBF/DREB1 pathway (Feng et al., 2012). It is widely recognized that the ICE (Inducer of CBF Expression)-C‐repeat binding factor (CBF) transcriptional regulatory cascade globally regulates cold-response in *Arabidopsis* (Knight and Knight, 2012). There is strong evidence that ICE1, a bHLH transcription factor, directly binds to *cis*-elements (CANNTG) in the *CBF3/DREB1a* promoter (Chinnusamy et al., 2003), thereby linking bHLH with the ICE-CBF/DREB1 cold pathway. In parallel, ethylene signaling was shown to negatively regulate plant cold stress responses by repressing the ICE-CBF/DREB1 system in *Arabidopsis* (Shi et al., 2012). This link between ethylene and postcold apple metabolism is further supported by the identified function of two ERF TFs (encoded by *MDP0000932292* and *MDP0000127134*) toward 1-MCP and O_3_ treatments (**Supplementary Table 7**). 

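The ERF gene MDP0000932292 was lower in O_3_ than in Control on both arrays, with a log2 ratio of -1.16 ± 0.43 (SD, n = 2, adjusted p = 0.673 in limma), and was not called. Its ratio in 1-MCP vs Control was 0.47 ± 0.70, higher on 1 array and lower on the other. The ERF gene MDP0000127134 was called down in 1-MCP vs Control, at -2.59 ± 0.86 (adjusted p = 0.301 in limma), and lower on both arrays. Values of -1.84 ± 0.67 in 1-MCP+O_3_ vs Control and -1.70 ± 0.72 in 1-MCP+O_3_ vs O_3_ were lower on both arrays and not called. In O_3_ vs Control it was at 0.13 ± 0.21 and changed sign under median centring, where it was -0.07.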

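In 1-MCP+O_3_ vs O_3_ the 7 glutathione S-transferase genes of Figure 6 were all lower, with a median log2 ratio of -1.24 and a range from -2.74 to -0.62. Called down were MDP0000178304 at -2.69 ± 0.15 (SD, n = 2), MDP0000252292 at -1.27 ± 0.01 and MDP0000722969 at -0.74 ± 0.05. In 1-MCP+O_3_ vs Control 4 were higher and 3 lower, with a median of 0.19, and MDP0000178304 at -0.66 ± 0.01 and MDP0000805474 at -0.82 ± 0.13 were called down. MDP0000805474 was lowest in 1-MCP+O_3_ vs O_3_, at -2.74 ± 0.91, and was not called there. In limma, adjusted p values were 0.422 or more in 1-MCP+O_3_ vs O_3_ and 0.421 or more in 1-MCP+O_3_ vs Control. The interaction of 1-MCP with O_3_ gave adjusted p values from 0.341 for MDP0000256360 to 0.999 for MDP0000722969 in limma. With the median-centred ratios no call of MDP0000178304 or MDP0000252292 in 1-MCP+O_3_ vs O_3_ was kept.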

An alternative possibility to account for the observed transcriptionally upregulation of GST in all scald-affected circumstances (control and O_3_) could be that GST is induced as a consequence of cold stress and scald expression. It has been reported that the levels of glutathione (GSH), together with the GSH metabolite cysteinil-glycine, were increased in stressed ‘Granny Smith’ fruits undergoing scald while decreased in 1-MCP treated fruits (Zermiani et al., 2015), suggesting that GSH cycling was regulated by scald probably to support ROS control. This hypothesis was reinforced by the profile of a plethora of ROS metabolising genes and enzymes in the scald-affected apple peel (**Supplementary Tables 4** and **5**). *Further research* is needed to reveal the exact functions of *GST in* scald.

**Figure 5:**
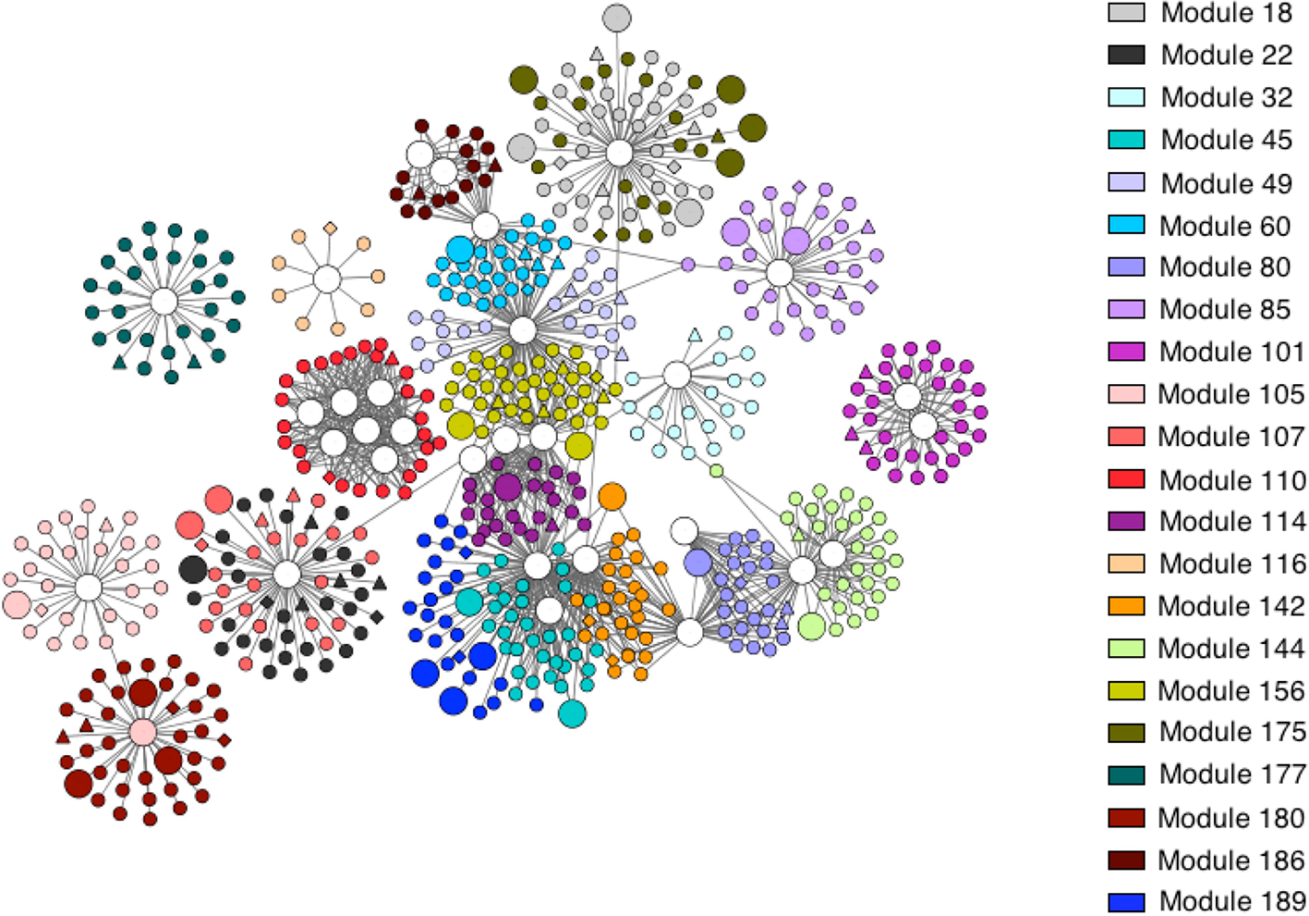
Transcriptional regulatory network in apple peel at pro-symptomatic period. Nodes represent genes, edges regulatory interactions between a transcription factor and a gene. Triangle-shaped nodes represent nodes with significant protein expression; diamond-shaped nodes represent genes with significant metabolite expression; larger circles represent transcription factors. Modules are color-coded as indicated in the inset.

**Figure 6:**
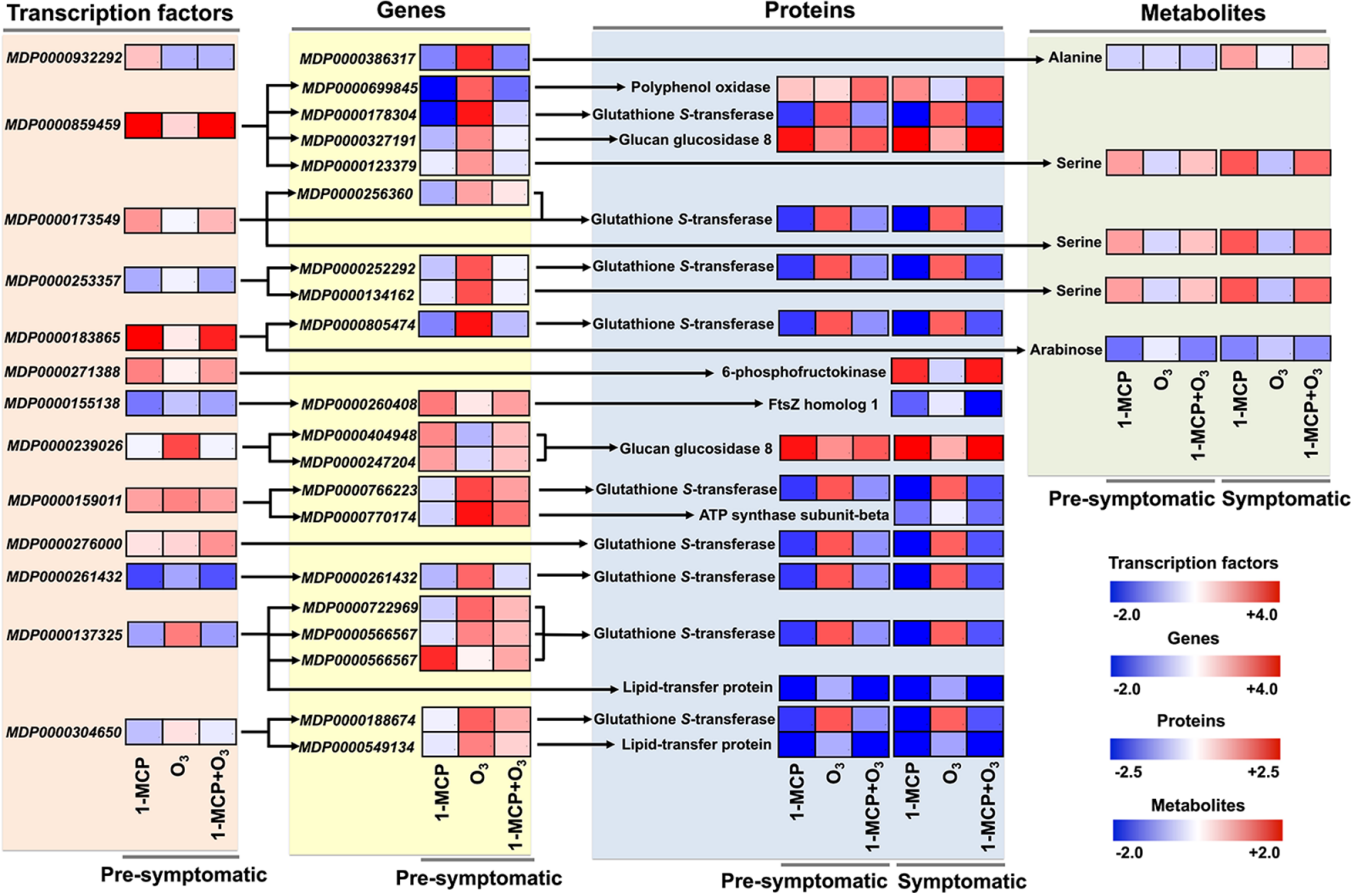
Key TFs-gene-protein-metabolite interactome shift that affected by 1-MCP and O_3_. Schematic representation showing a TFs-gene-protein-metabolite interactome shift, based on network analysis, that was remarkably altered in response to chemical treatments. The heat maps represent the relative level of each component at presymptomatic and symptomatic stage. The color scales that are proportional to the ratio of each identified component shows the fold change between treated and control fruits. Relative expression data are shown in **Supplementary Tables 1**, **2**, and **5**. *MDP0000386317: ALD1 (AGD2 - LIKE DEFENSE RESPONSE PROTEIN1); transaminase, MDP0000699845: polyphenol oxidase, MDP0000178304: ATGSTU8 (Arabidopsis thaliana glutathione S-transferase (class tau) 8); glutathione transferase, MDP0000327191: BG3 (BETA-1,3-GLUCANASE 3); hydrolase, hydrolyzing O-glycosyl compounds, MDP0000123379: protein kinase family, MDP0000256360: ATGSTF8 (glutathione S-transferase 8); glutathione S-transferase, MDP0000252292: ATGSTF12 (glutathione S-transferase 26); glutathione transferase, MDP0000134162: RLK1 (RECEPTOR-LIKE PROTEIN KINASE 1); carbohydrate binding/kinase, MDP0000805474: ATGSTU8 (Arabidopsis thaliana glutathione S-transferase (class tau) 8); glutathione transferase, MDP0000260408: transducin family protein/WD-40, MDP0000404948: glycosyl hydrolase family 17 protein, MDP0000247204: glycosyl hydrolase family 17 protein, MDP0000766223: ATGSTU8 (Arabidopsis thaliana glutathione S-transferase (class tau) 8); glutathione transferase, MDP0000770174: PAD4 (PHYTOALEXIN DEFICIENT 4); triacylglycerol lipase, MDP0000261432: plant-specific YABBY family protein, MDP0000722969: ATGSTU25 (Arabidopsis thaliana glutathione S-transferase (class tau) 25); glutathione transferase, MDP0000566567: ATGSTU21 (Arabidopsis thaliana glutathione S-transferase (class tau) 21); glutathione transferase, MDP0000188674: In2-1 protein, putative, MDP0000549134: protease inhibitor/seed storage/lipid transfer protein (LTP)*.

## Conclusion

This work provides novel information as to how 1-MCP and especially O_3_ may regulate scald expression, while also offering a framework for the gene, proteins, metabolite, and transcriptional networks that are functioning during the early and late stages of scald development. Data of the experimental 1-MCP and O_3_ system described in this article supported the importance of accumulation of several amino acids, including branched-chain amino acids, as well as the nucleo-cytoplasmic transport of proteins and RNA protein translation in scald. Interestingly, the 1-MCP induced scald tolerance was correlated with the active expression of several genes in apple peel that are involved in *photosynthesis, stress responses*, flavonoid biosynthesis and ethylene signaling. We also constructed a trans-omic network of TFs using a combination of data generated in this study. This approach suggested a crucial role of PPO and especially GST protein in scald progress. Altogether, this integrated study could help to better understand regulatory mechanisms underlying scald in apple fruit.

## Data Availability Statement

Microarray data have been submitted to the Gene Expression Omnibus under the accession number GSE133456. The proteomic datasets generated for this study can be found in the ProteomeXchange accession PXD016849.

## Author Contributions

EK and AM conceived the project and its components. EK, GT, and MMi collected samples and performed physiological analysis. EK, MO, and FL conducted gene expression and data analysis. EK, GT, MS, and DJ acquired and analyzed proteomic data. FS and AF acquired and analyzed metabolic data. MMa performed bioinformatics analysis. EK and AM wrote the manuscript. All authors read, revised, and approved the final manuscript.

## Funding

The research work was partially supported by the Hellenic Foundation for Research and Innovation (H.F.R.I.) under the “First Call for H.F.R.I. Research Projects to support Faculty members and Researchers and the procurement of high-cost research equipment grant” (Project Number: 633; GERASKO).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

The handling Editor declared a past collaboration with one of the authors AF.

# Supplementary material for: Systems-Based Approaches to Unravel Networks and Individual Elements Involved in Apple Superficial Scald
**Source:** Front Plant Sci. 2020 Feb 13;11:8. doi: 10.3389/fpls.2020.00008
**Supplement:** Supplementary file 8

## Slide 1
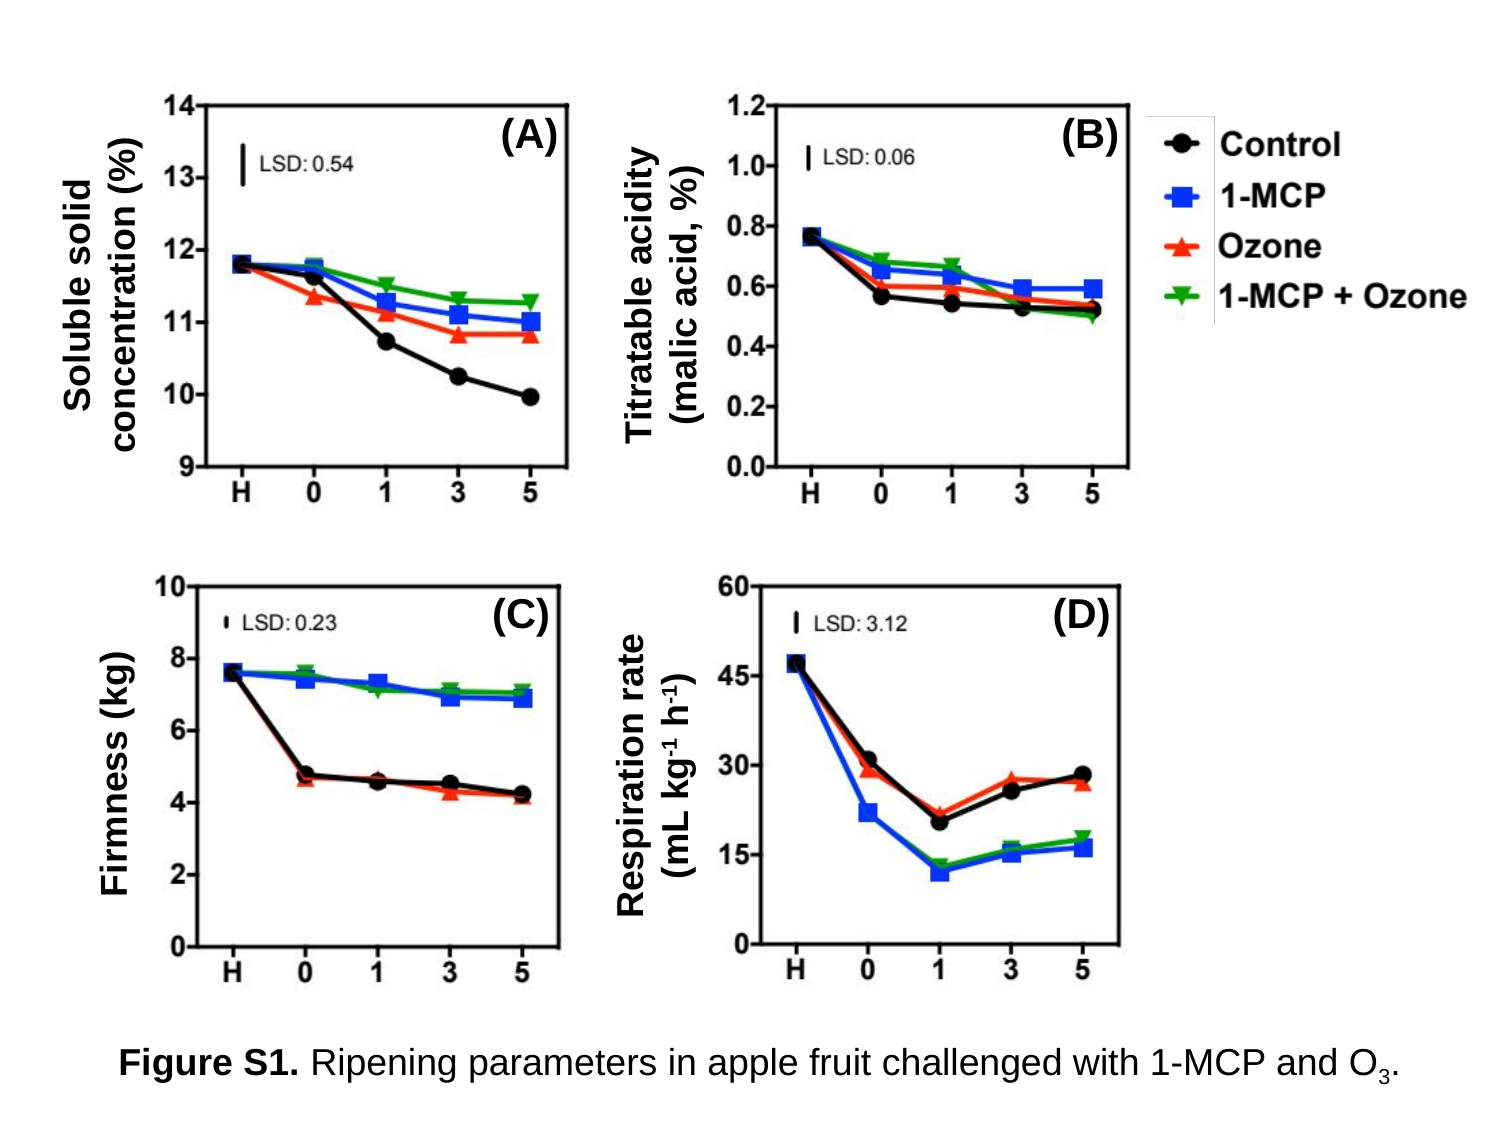

(A)
(B)
Titratable acidity (malic acid, %)
Soluble solid concentration (%)
(C)
(D)
Respiration rate
(mL kg-1 h-1)
Firmness (kg)
Figure S1. Ripening parameters in apple fruit challenged with 1-MCP and O3.

# Supplementary material for: Systems-Based Approaches to Unravel Networks and Individual Elements Involved in Apple Superficial Scald
**Source:** Front Plant Sci. 2020 Feb 13;11:8. doi: 10.3389/fpls.2020.00008
**Supplement:** Supplementary file 9

## Slide 1
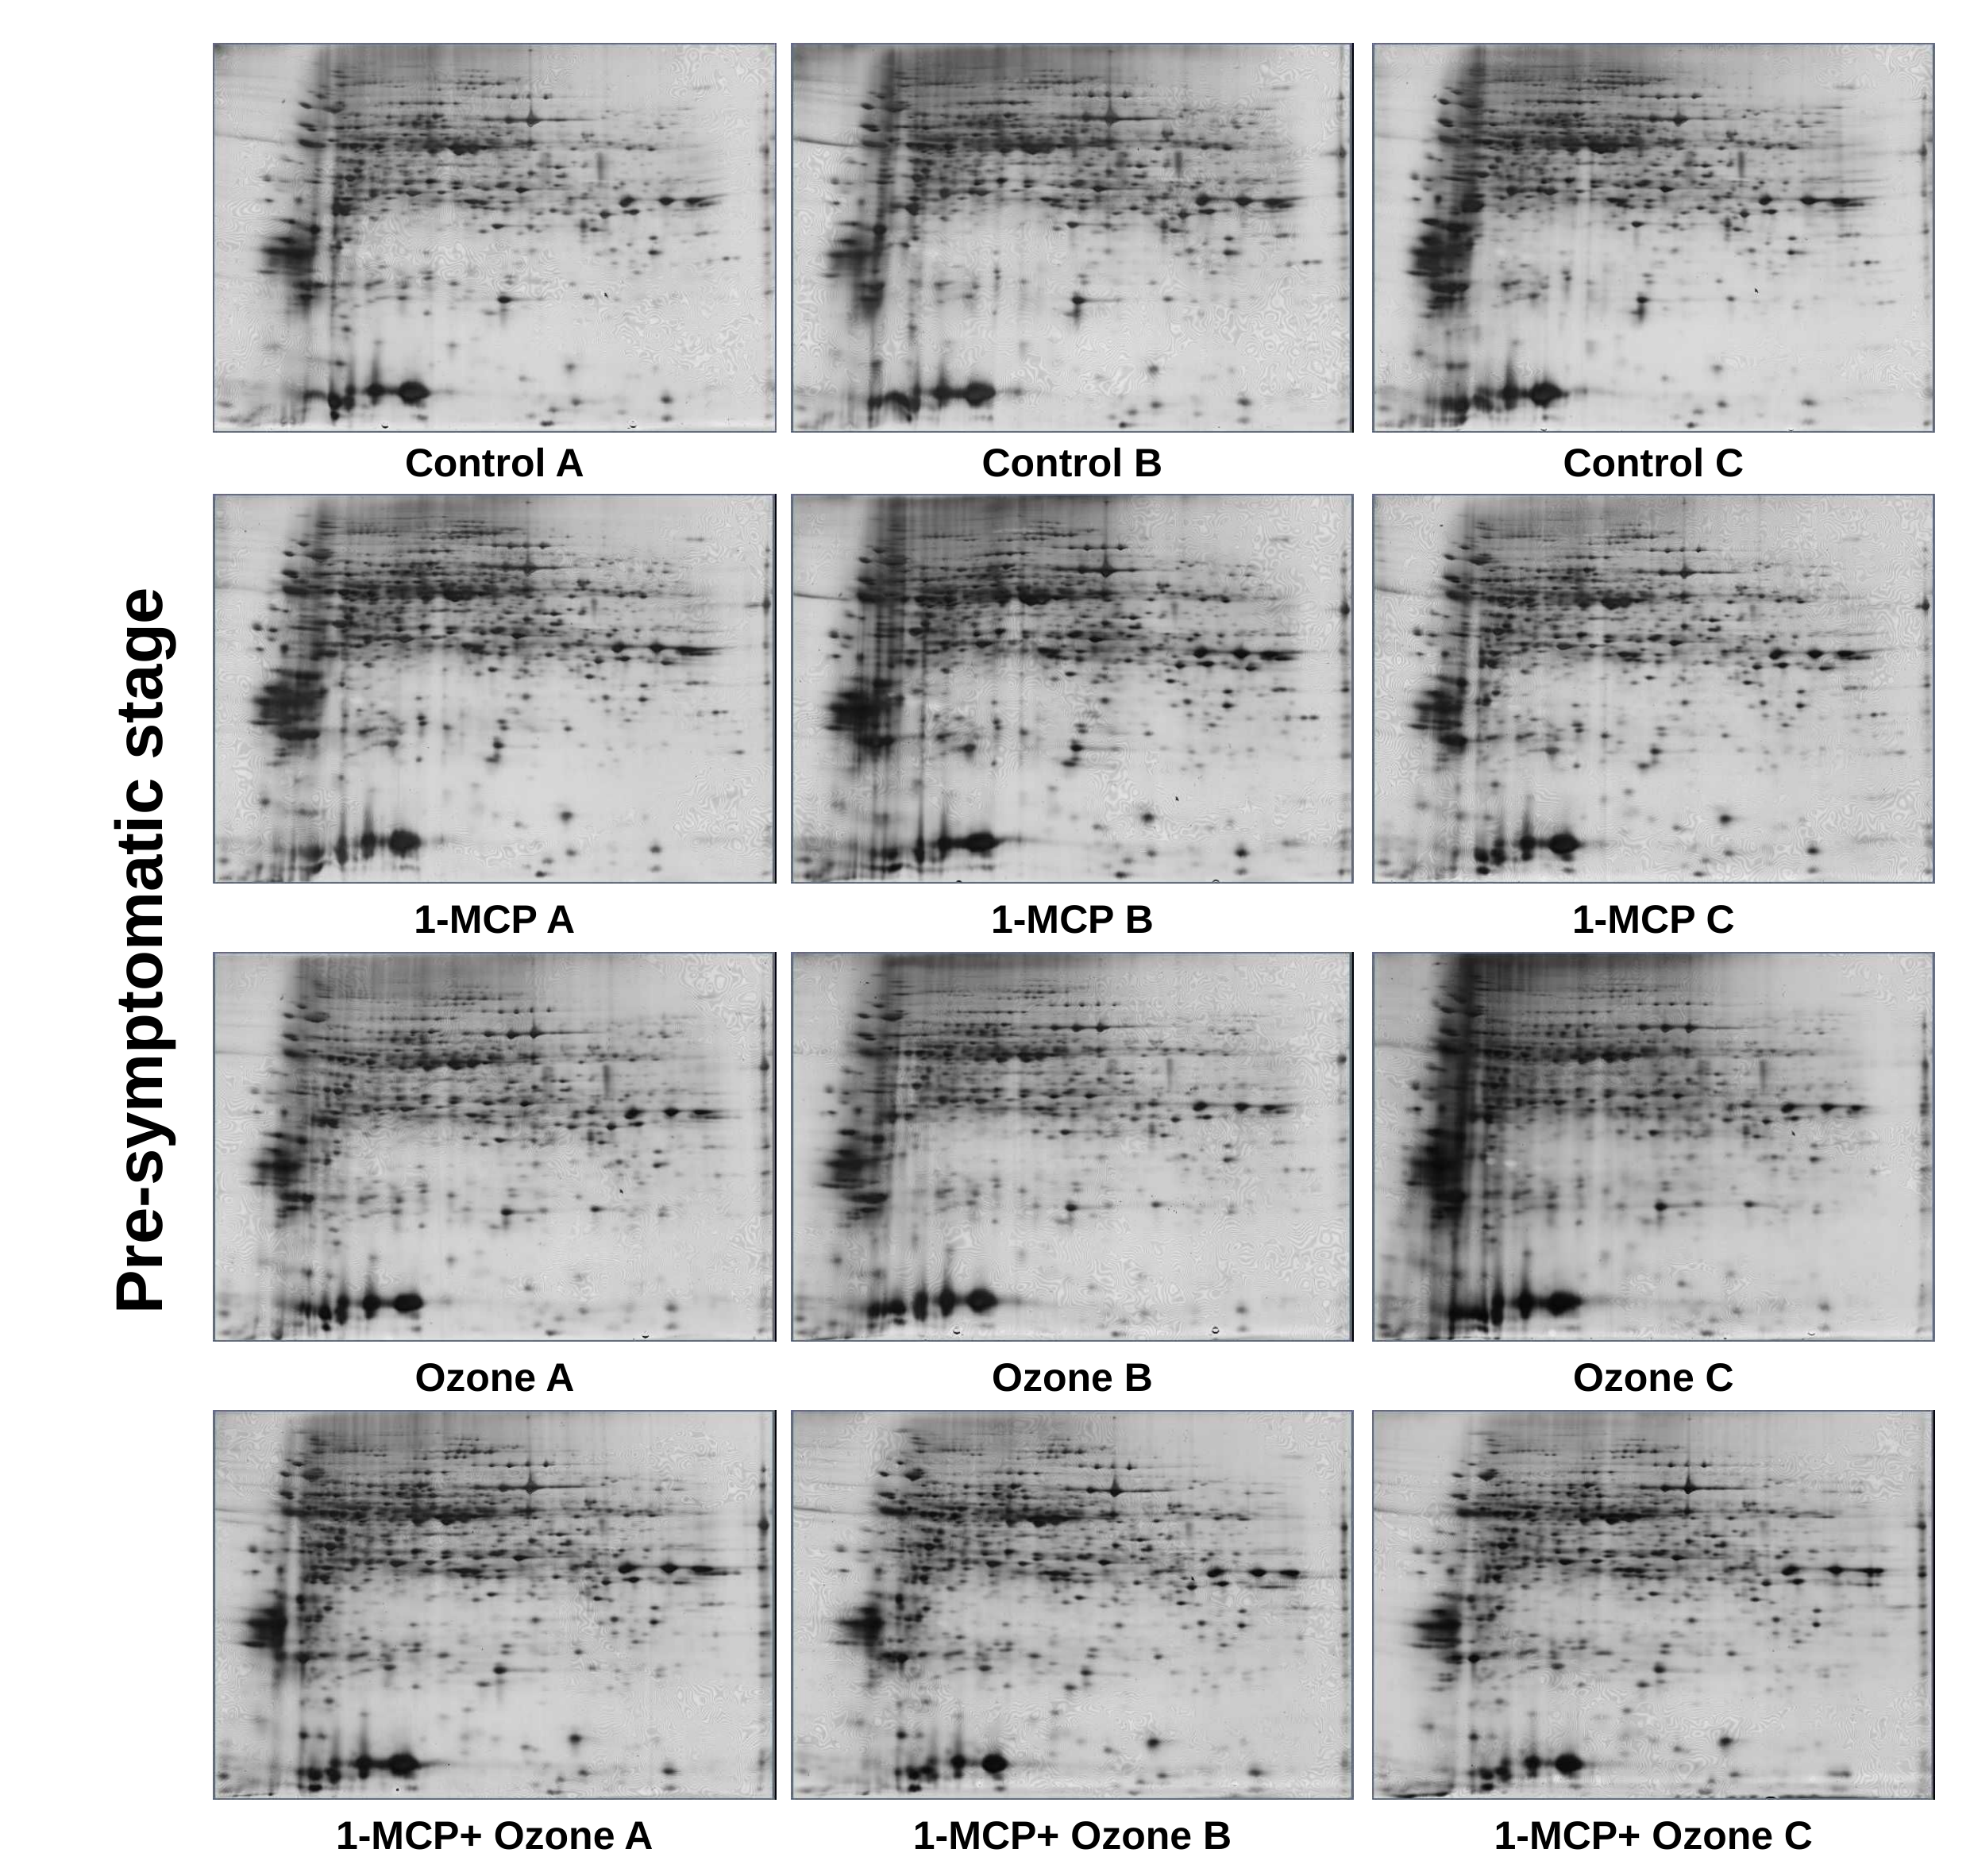

Control A
Control B
Control C
1-MCP A
1-MCP B
1-MCP C
Pre-symptomatic stage
Ozone A
Ozone B
Ozone C
1-MCP+ Ozone A
1-MCP+ Ozone B
1-MCP+ Ozone C

## Slide 2
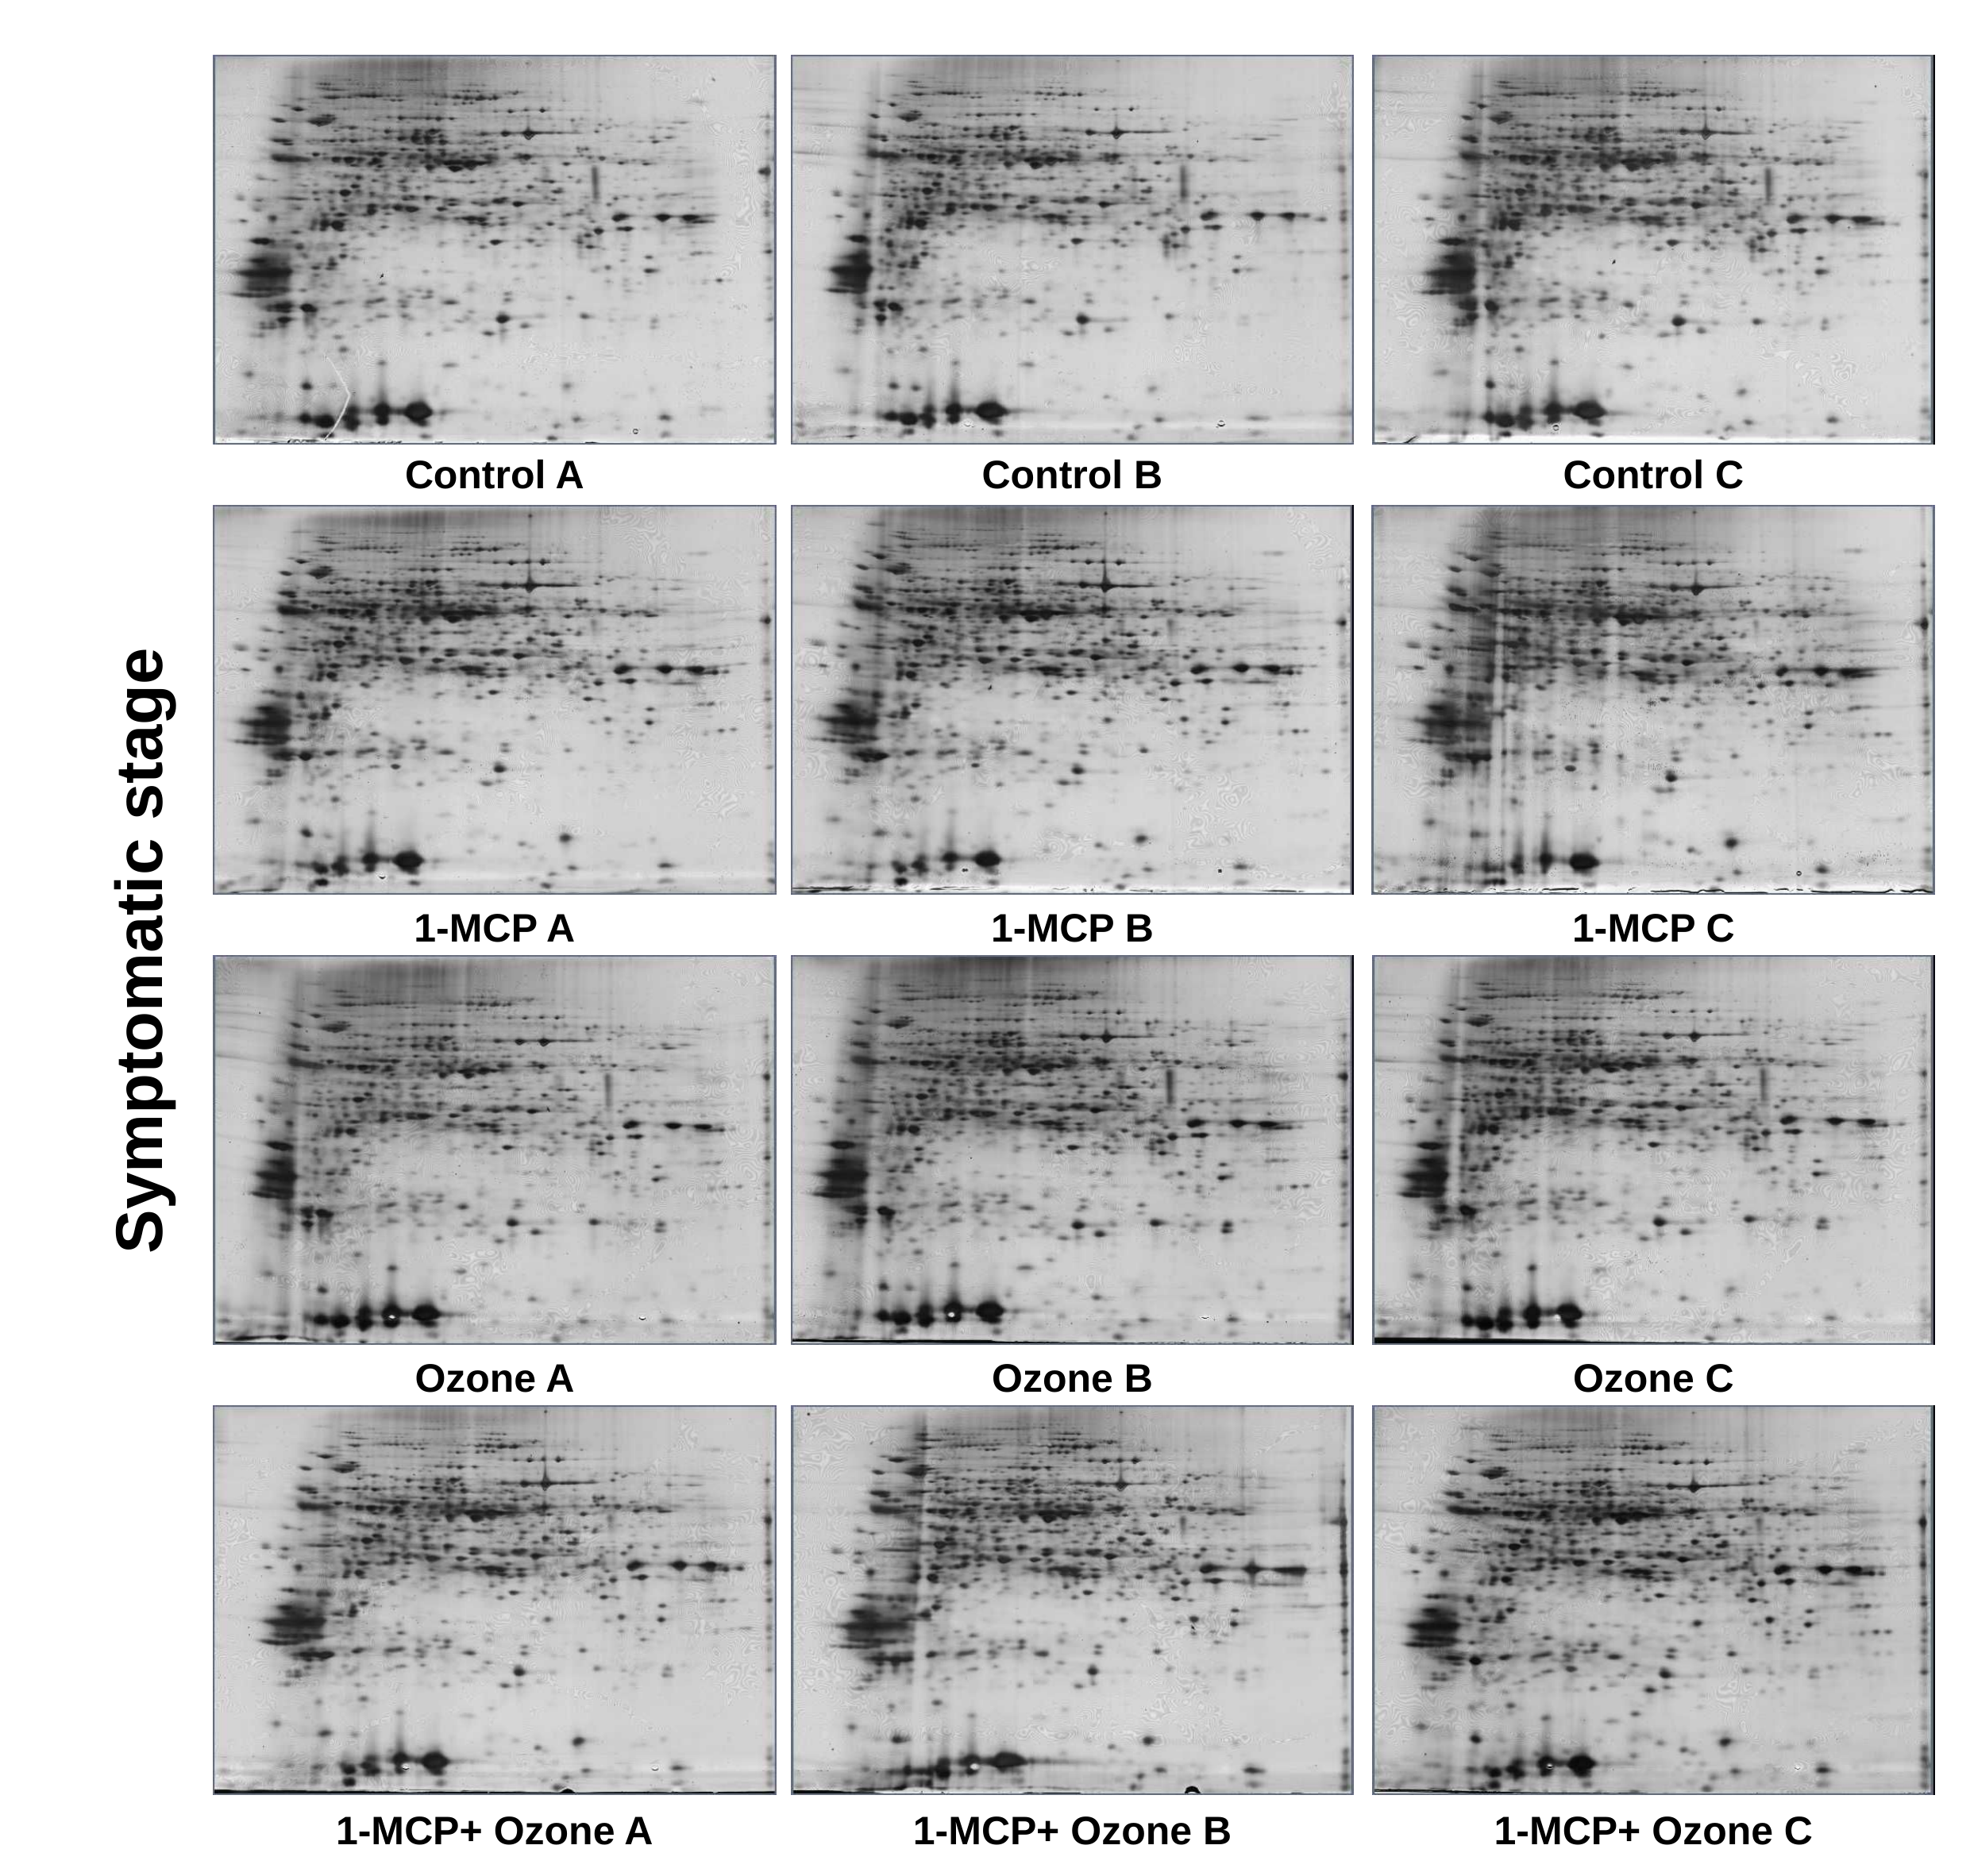

Control A
Control B
Control C
1-MCP A
1-MCP B
1-MCP C
Symptomatic stage
Ozone A
Ozone B
Ozone C
1-MCP+ Ozone A
1-MCP+ Ozone B
1-MCP+ Ozone C

## Slide 3
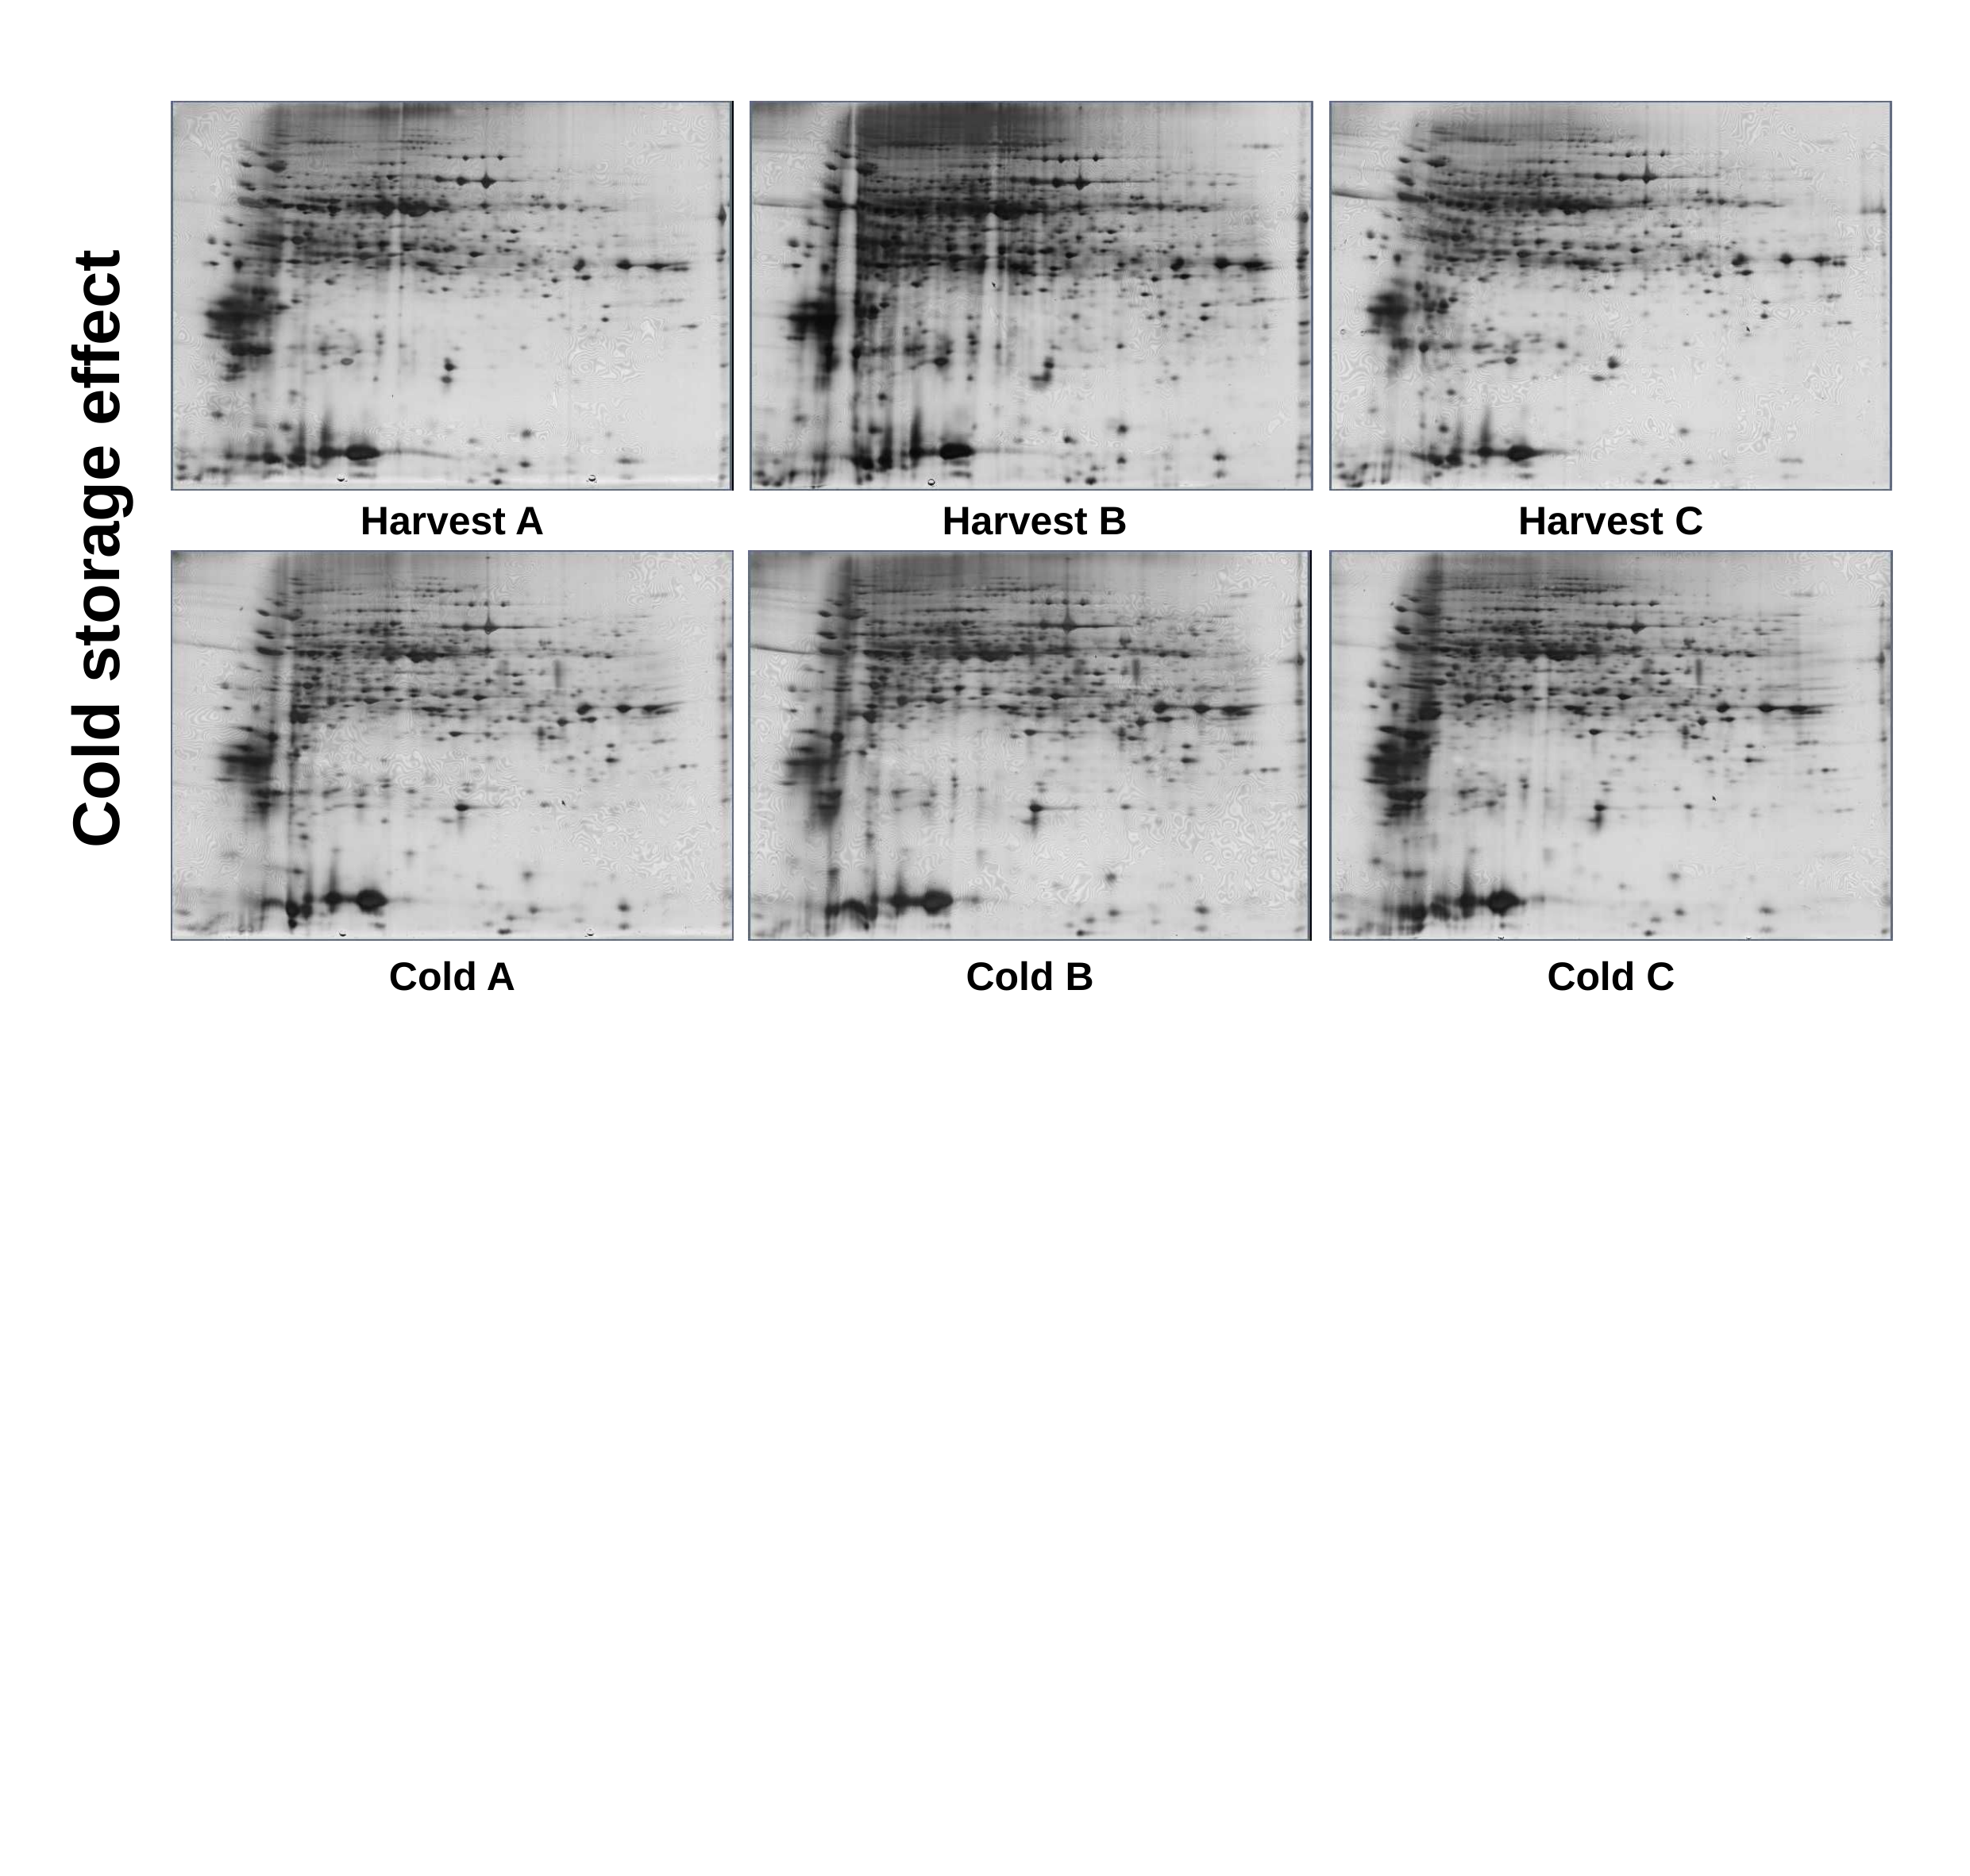

Harvest C
Harvest A
Harvest B
Cold storage effect
Cold A
Cold B
Cold C

# Supplementary material for: Systems-Based Approaches to Unravel Networks and Individual Elements Involved in Apple Superficial Scald
**Source:** Front Plant Sci. 2020 Feb 13;11:8. doi: 10.3389/fpls.2020.00008
**Supplement:** Supplementary file 10

## Slide 1
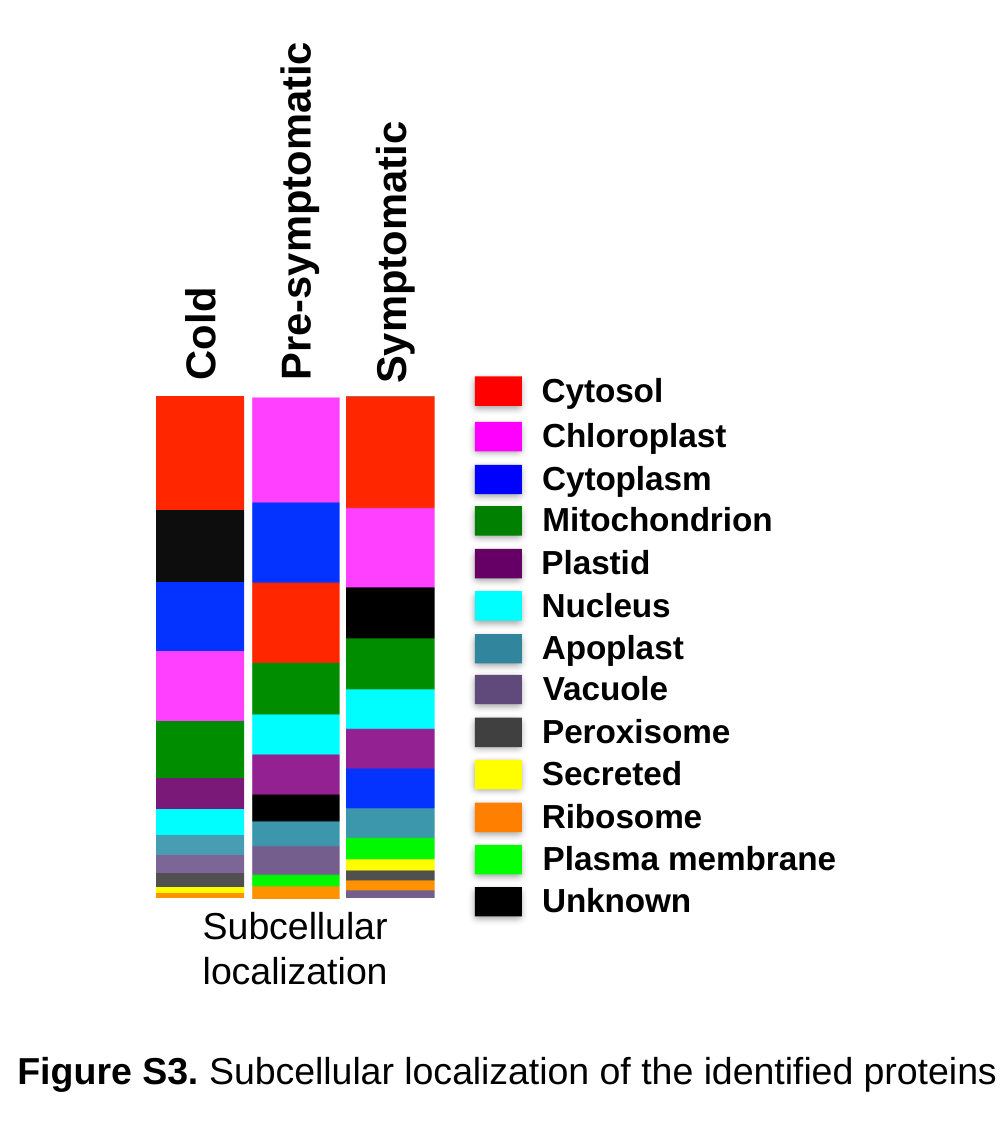

Pre-symptomatic
Symptomatic
Cold
Cytosol
Chloroplast
Cytoplasm
Mitochondrion
Plastid
Nucleus
Apoplast
Vacuole
Peroxisome
Secreted
Ribosome
Plasma membrane
Unknown
Subcellular
localization
Figure S3. Subcellular localization of the identified proteins

# Supplementary material for: Systems-Based Approaches to Unravel Networks and Individual Elements Involved in Apple Superficial Scald
**Source:** Front Plant Sci. 2020 Feb 13;11:8. doi: 10.3389/fpls.2020.00008
**Supplement:** Supplementary file 12

## Slide 1
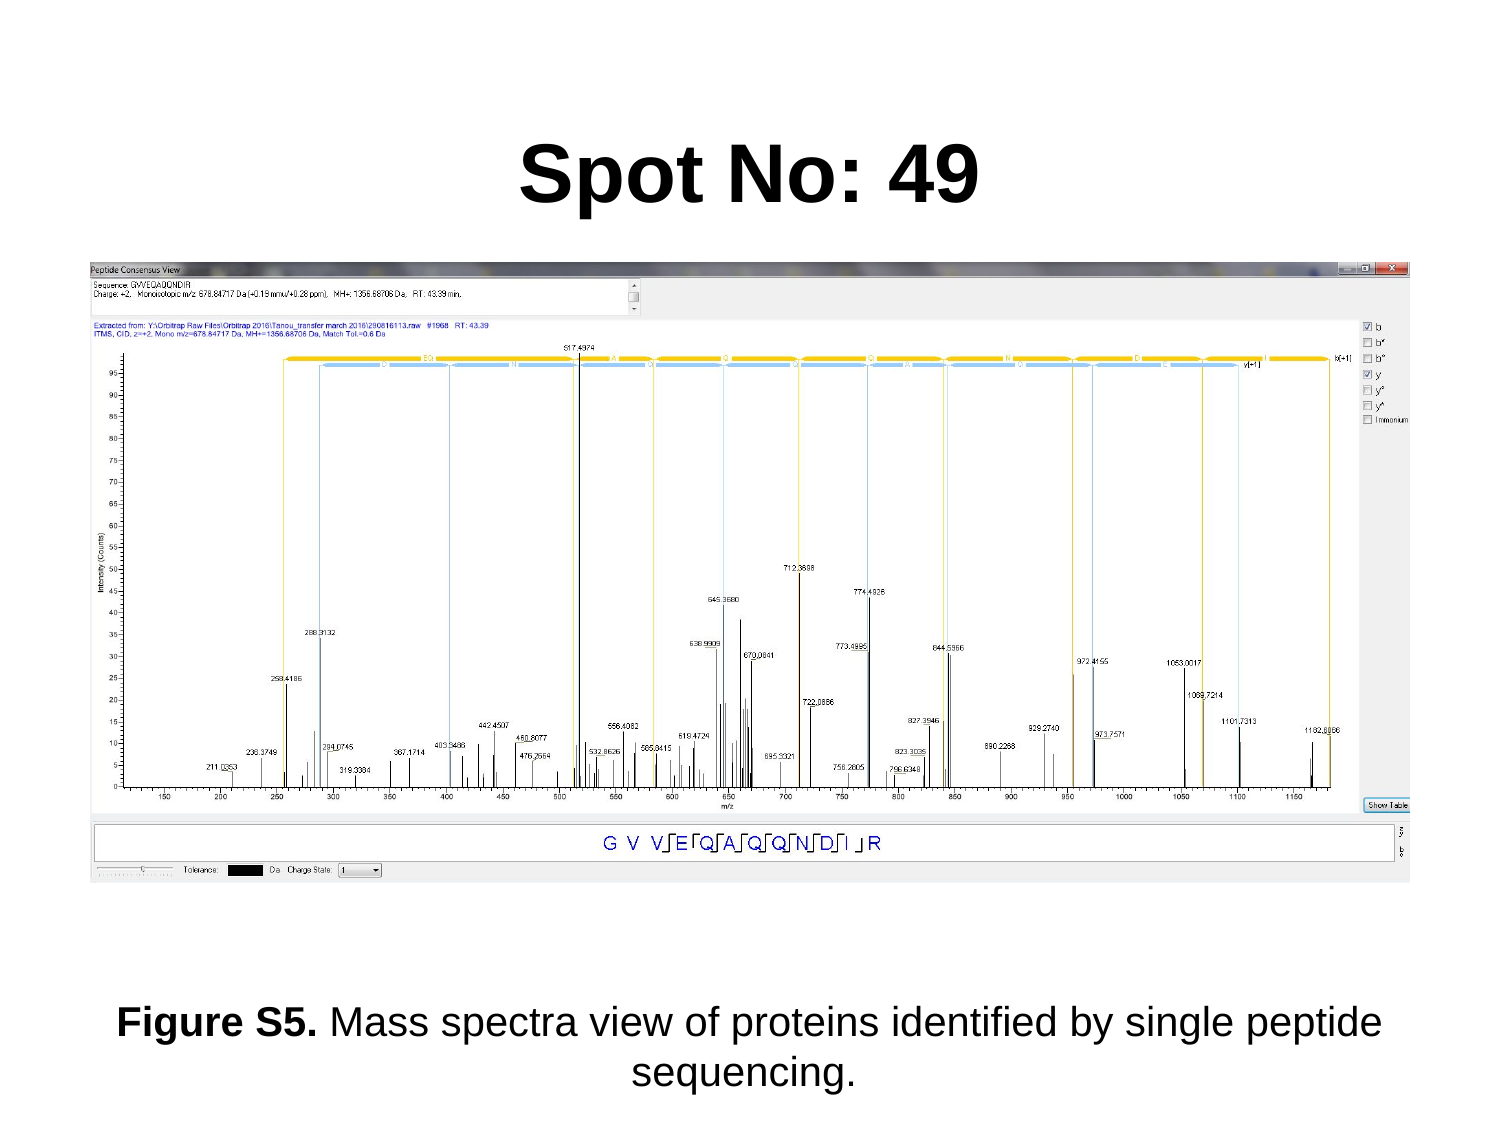

# Spot No: 49
Figure S5. Mass spectra view of proteins identified by single peptide sequencing.

## Slide 2
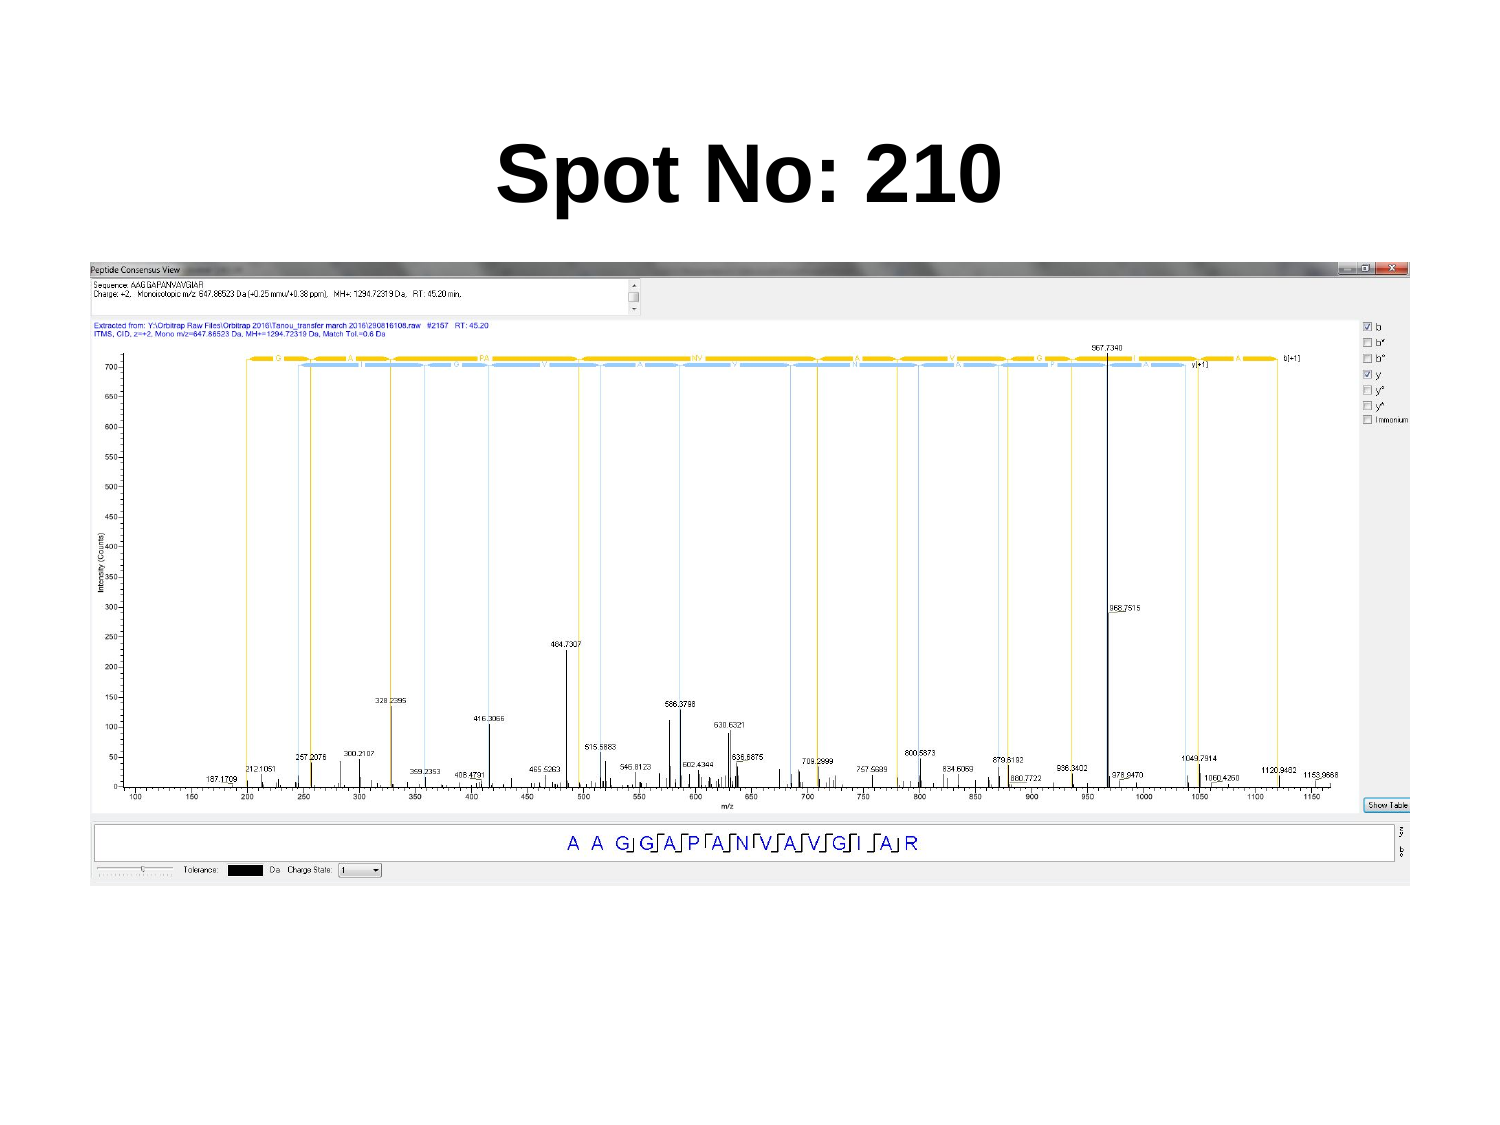

# Spot No: 210

## Slide 3
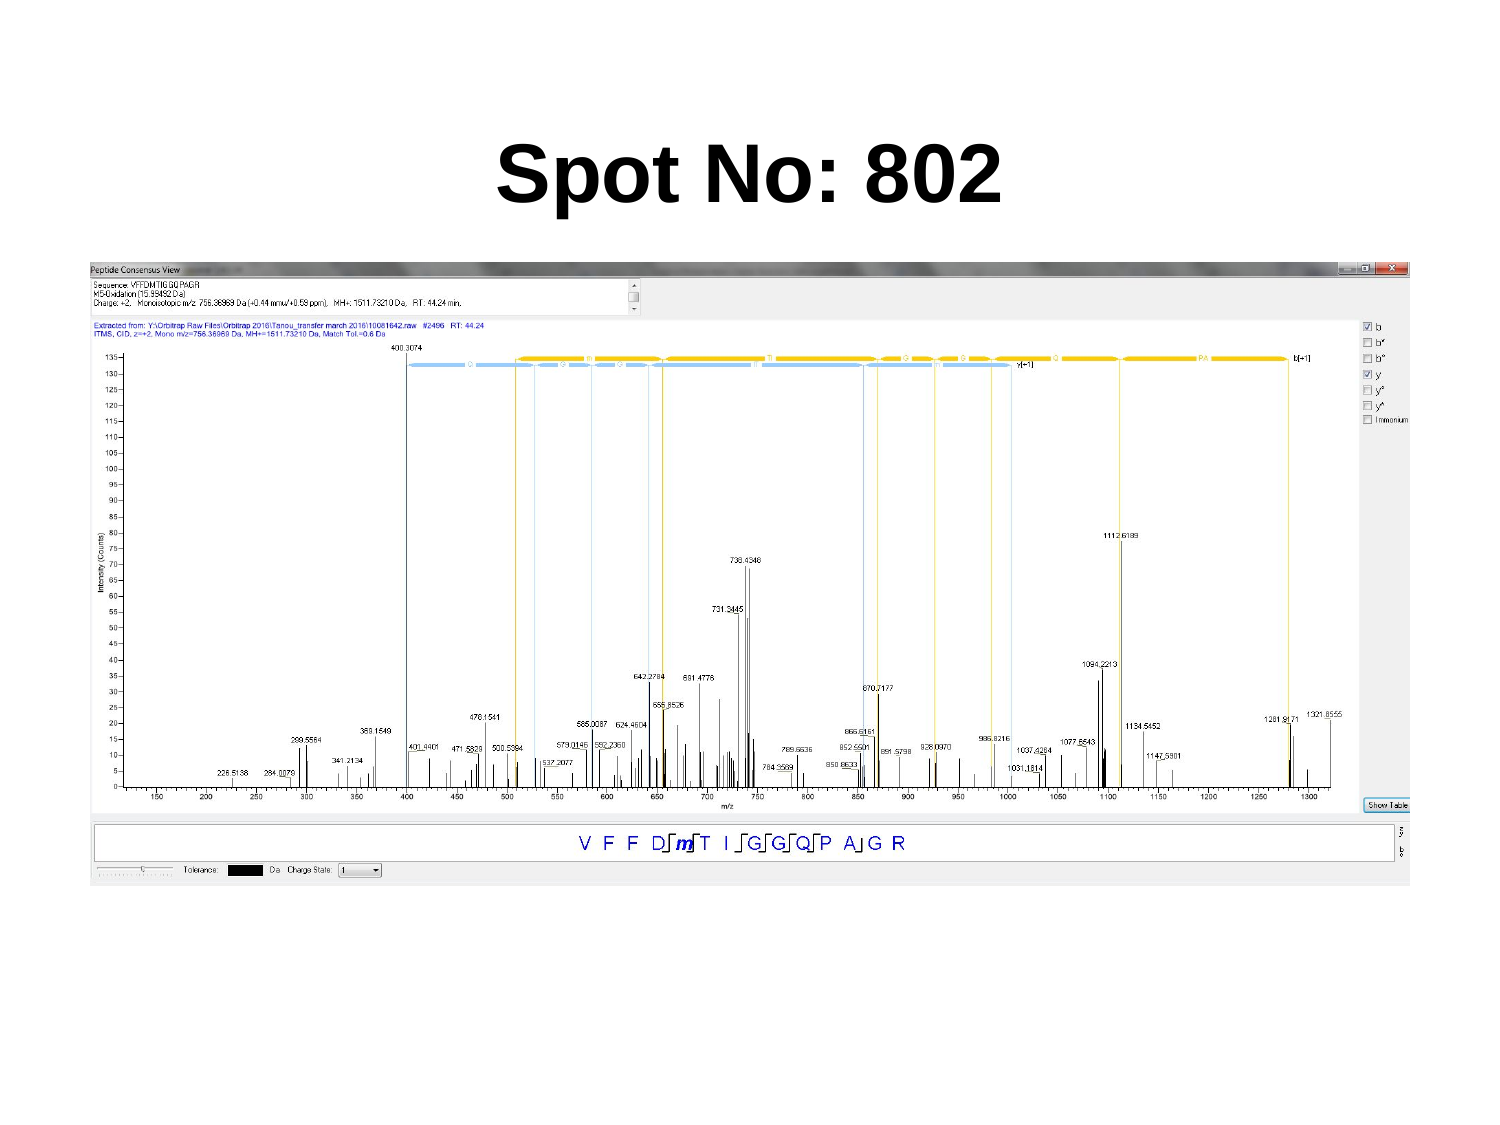

# Spot No: 802

## Slide 4
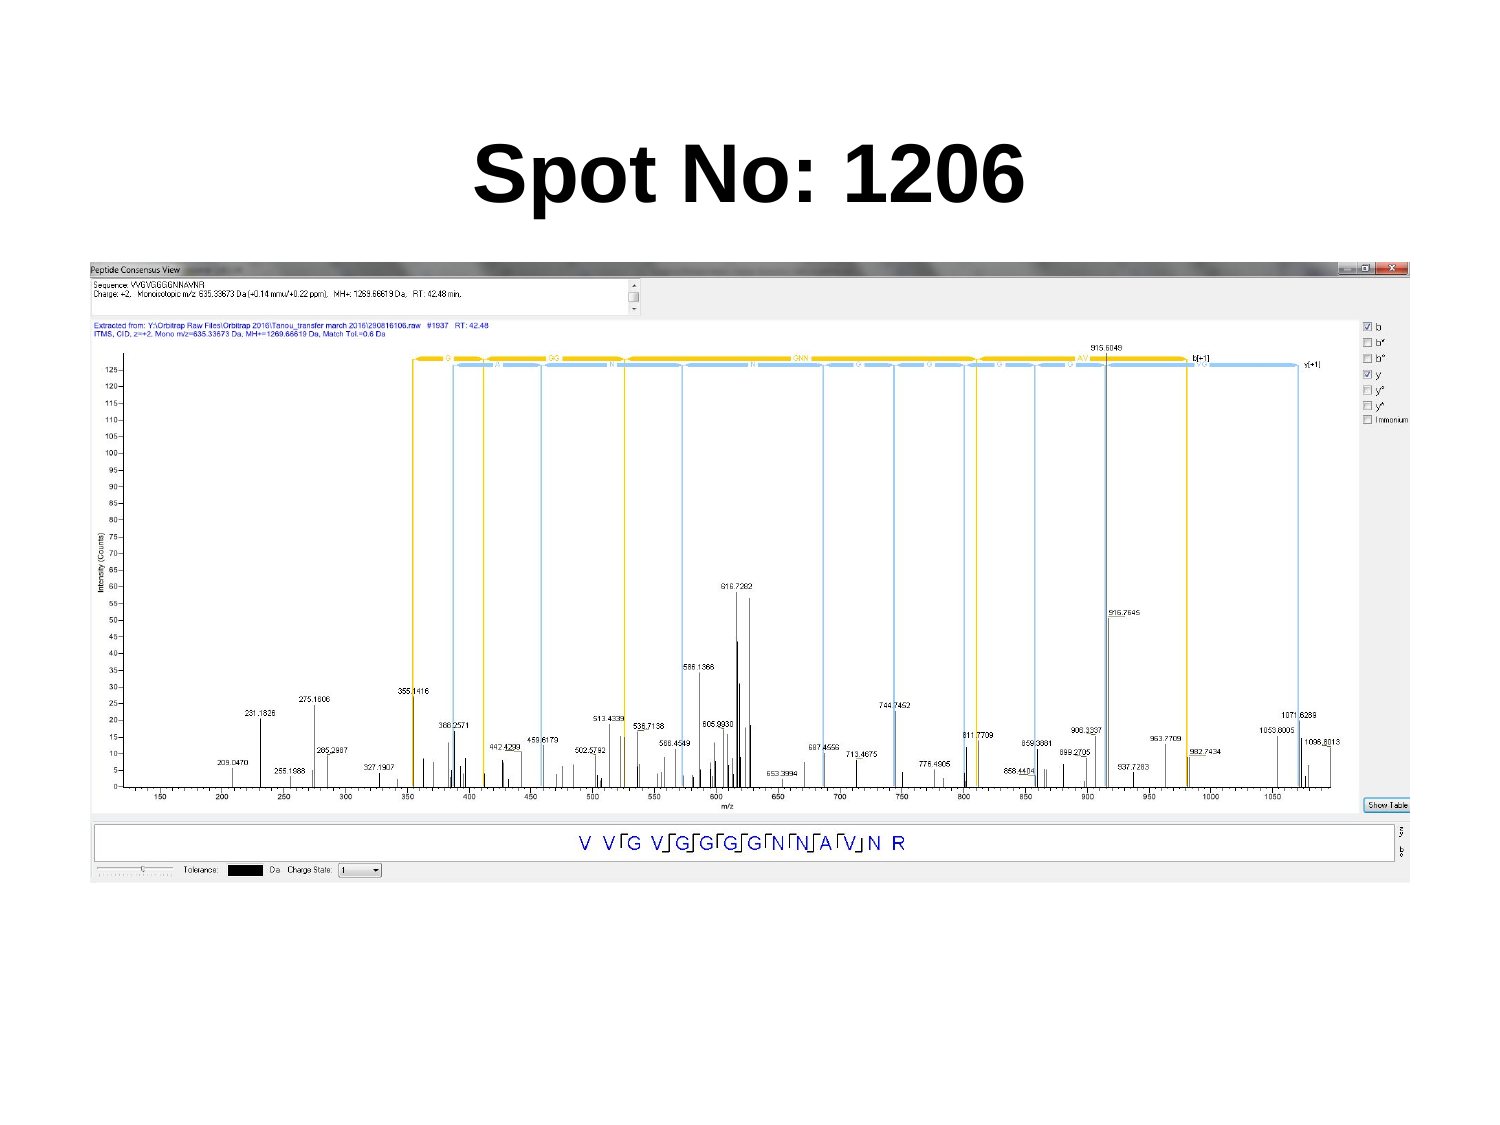

# Spot No: 1206

## Slide 5
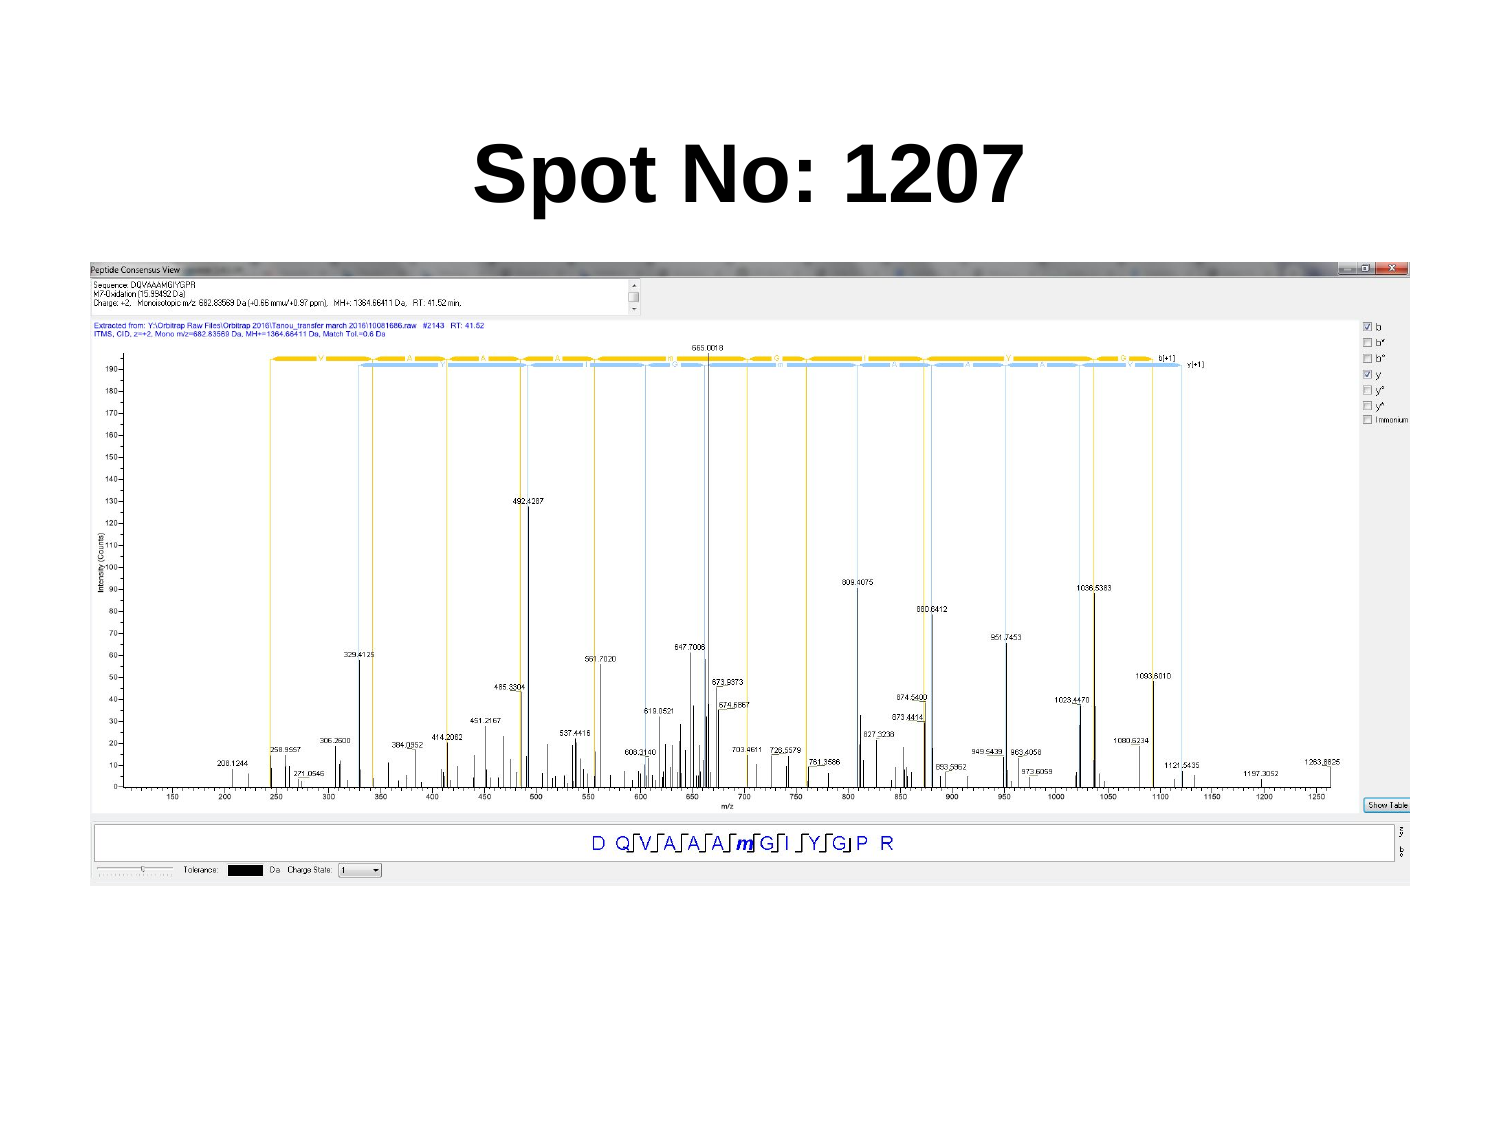

# Spot No: 1207

## Slide 6
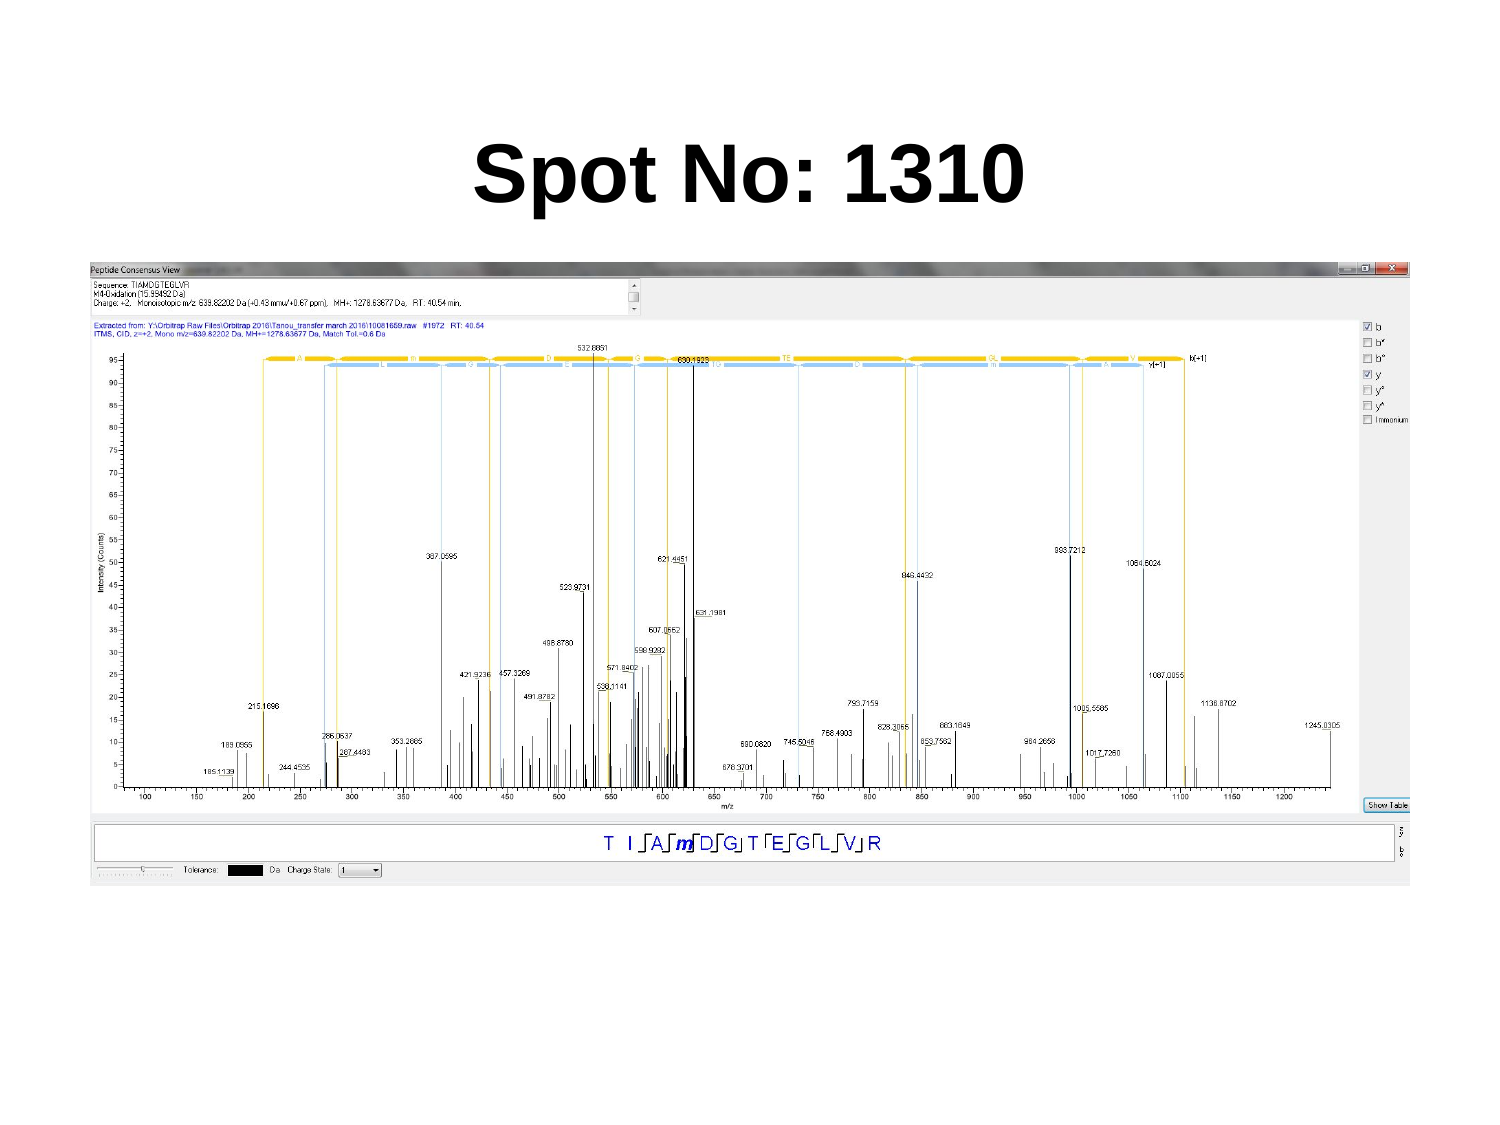

# Spot No: 1310

## Slide 7
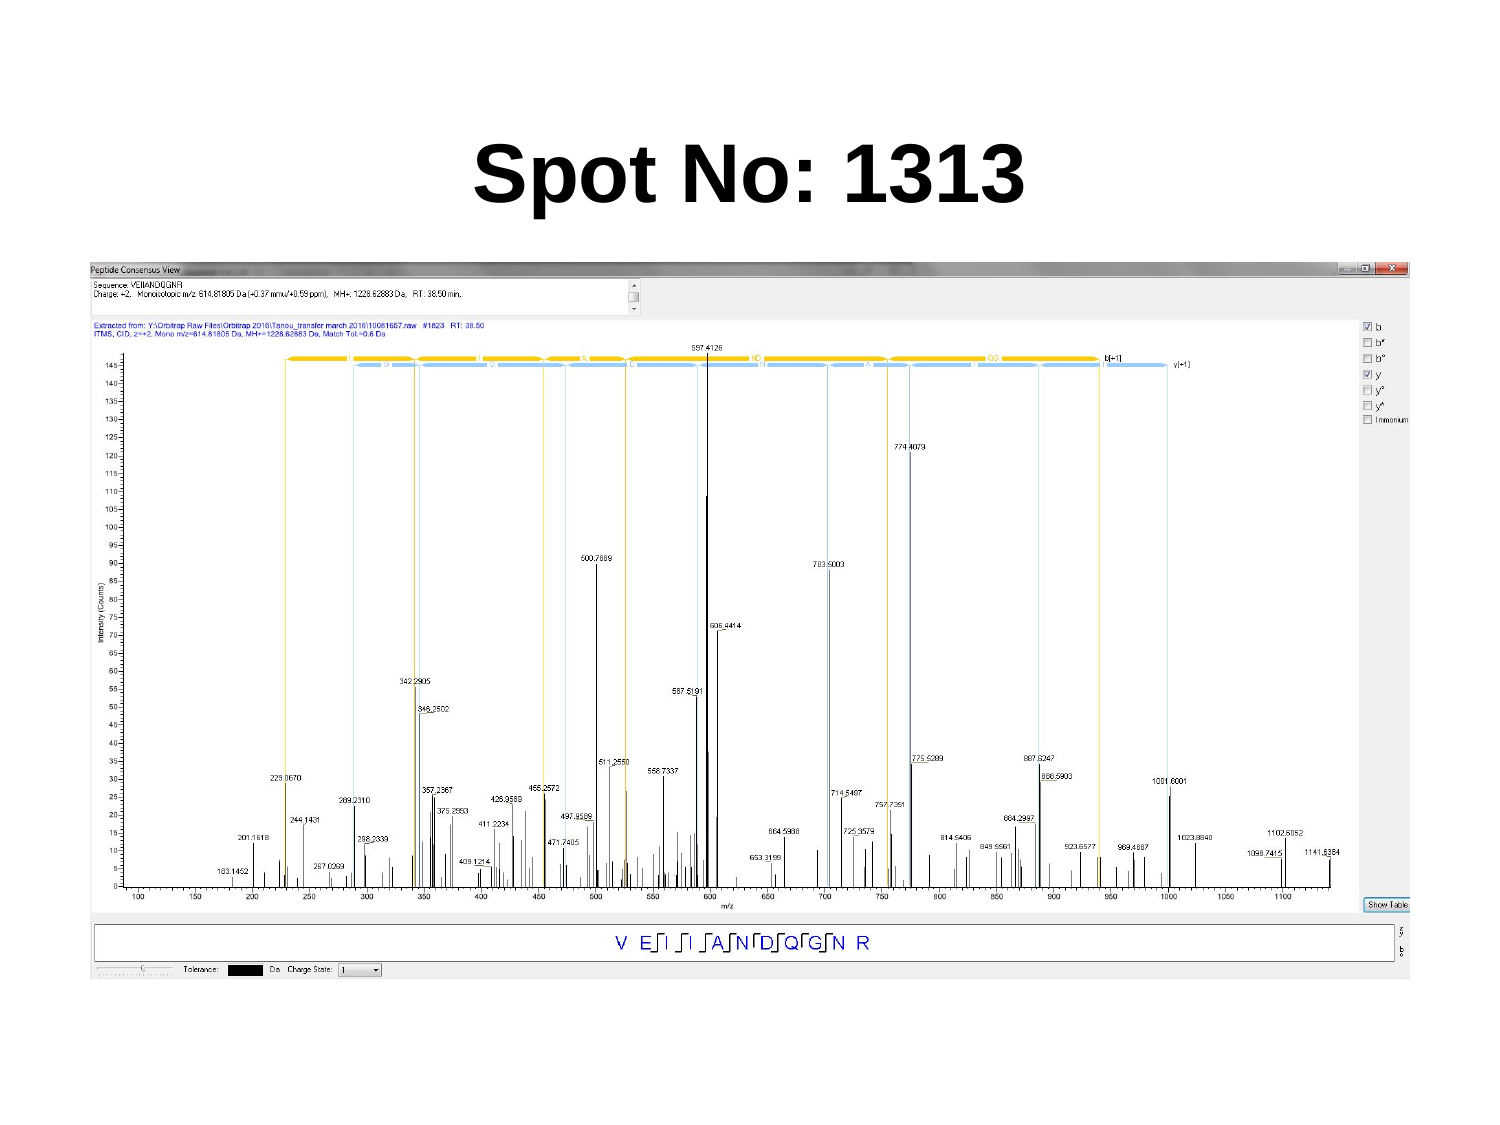

# Spot No: 1313

## Slide 8
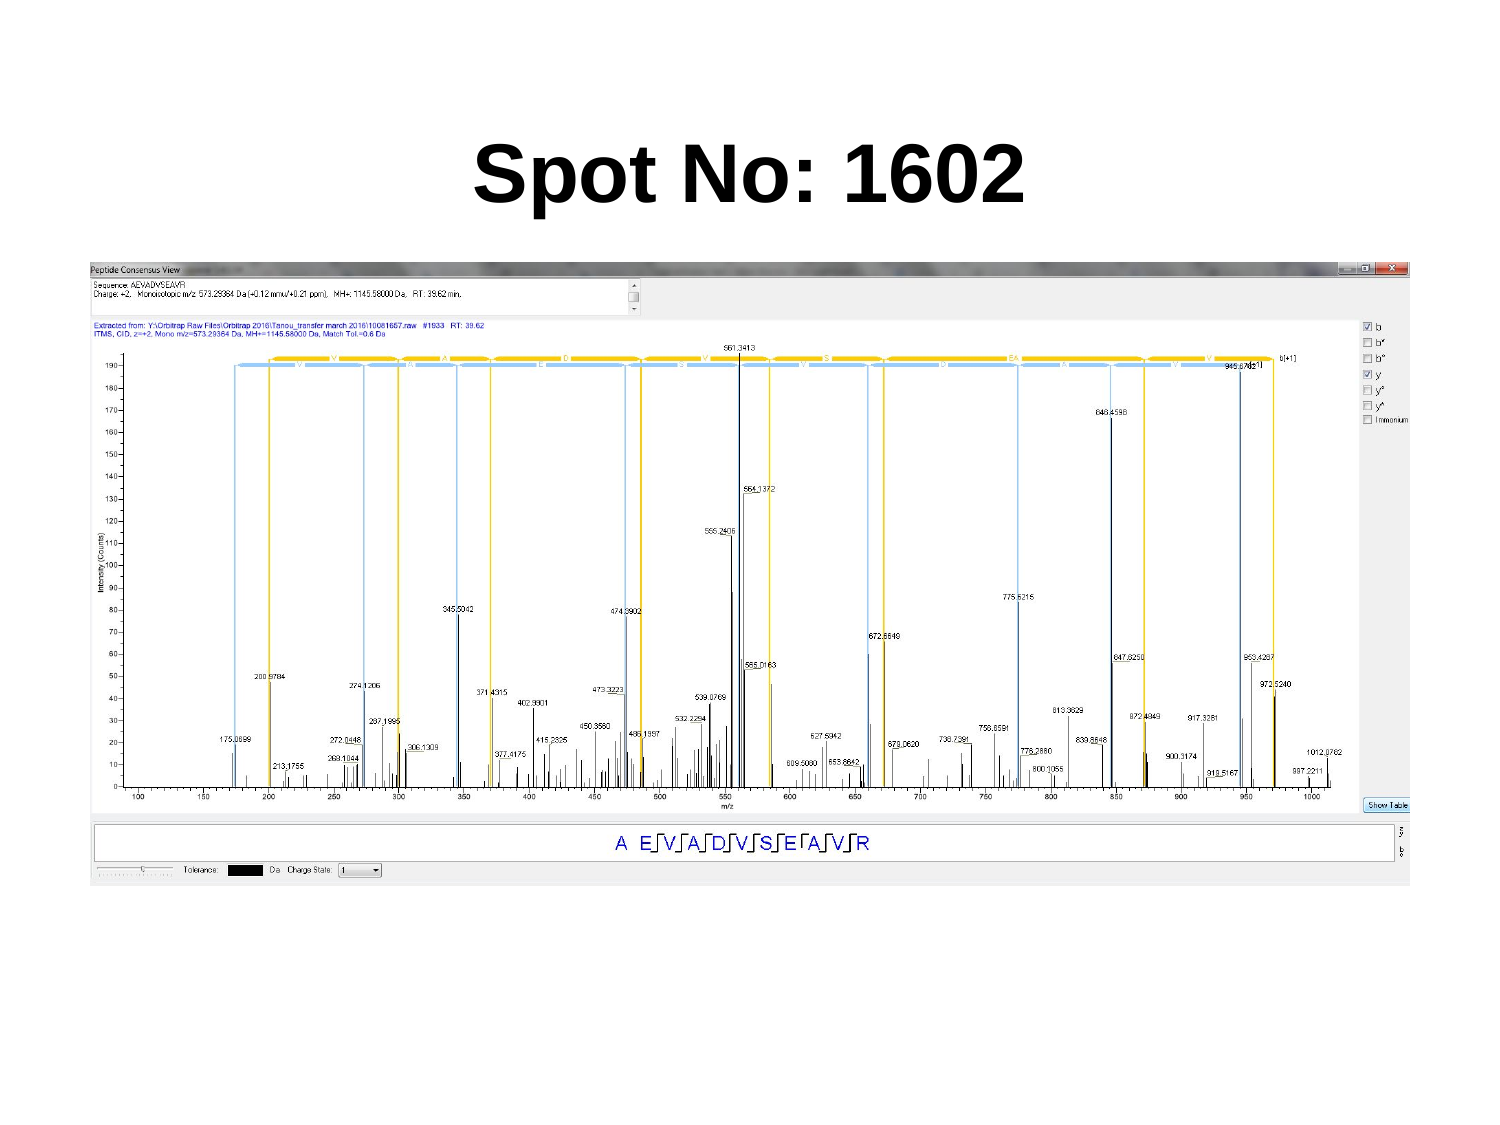

# Spot No: 1602

## Slide 9
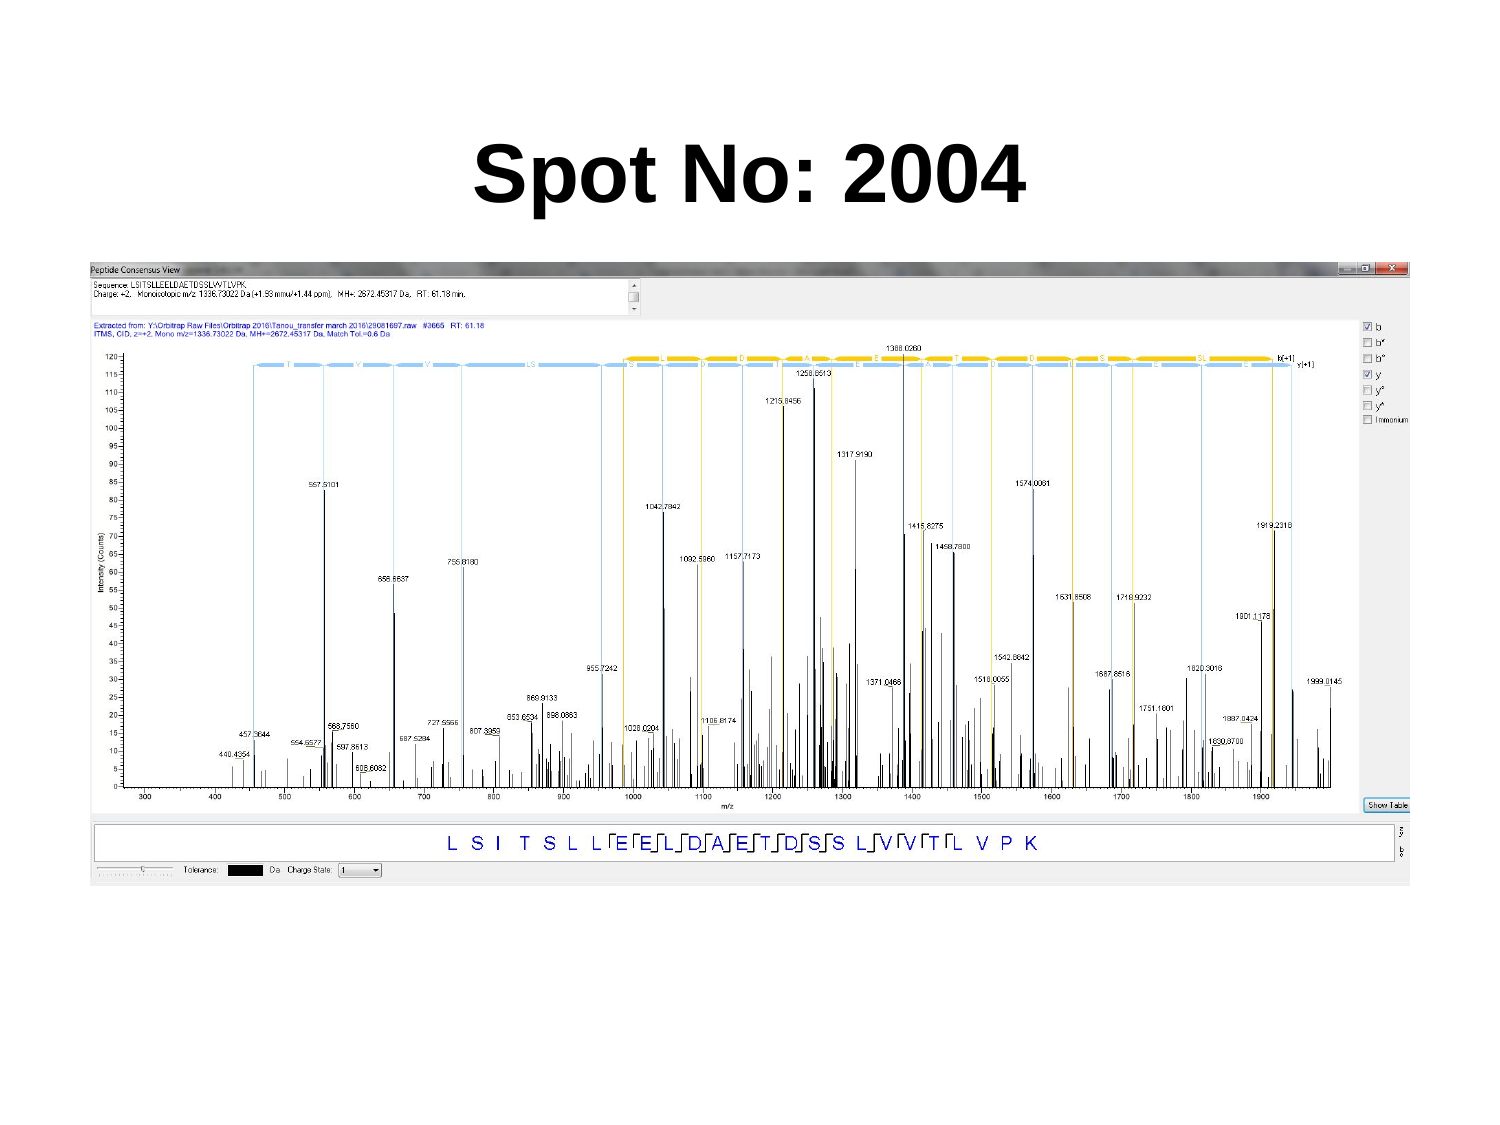

# Spot No: 2004

## Slide 10
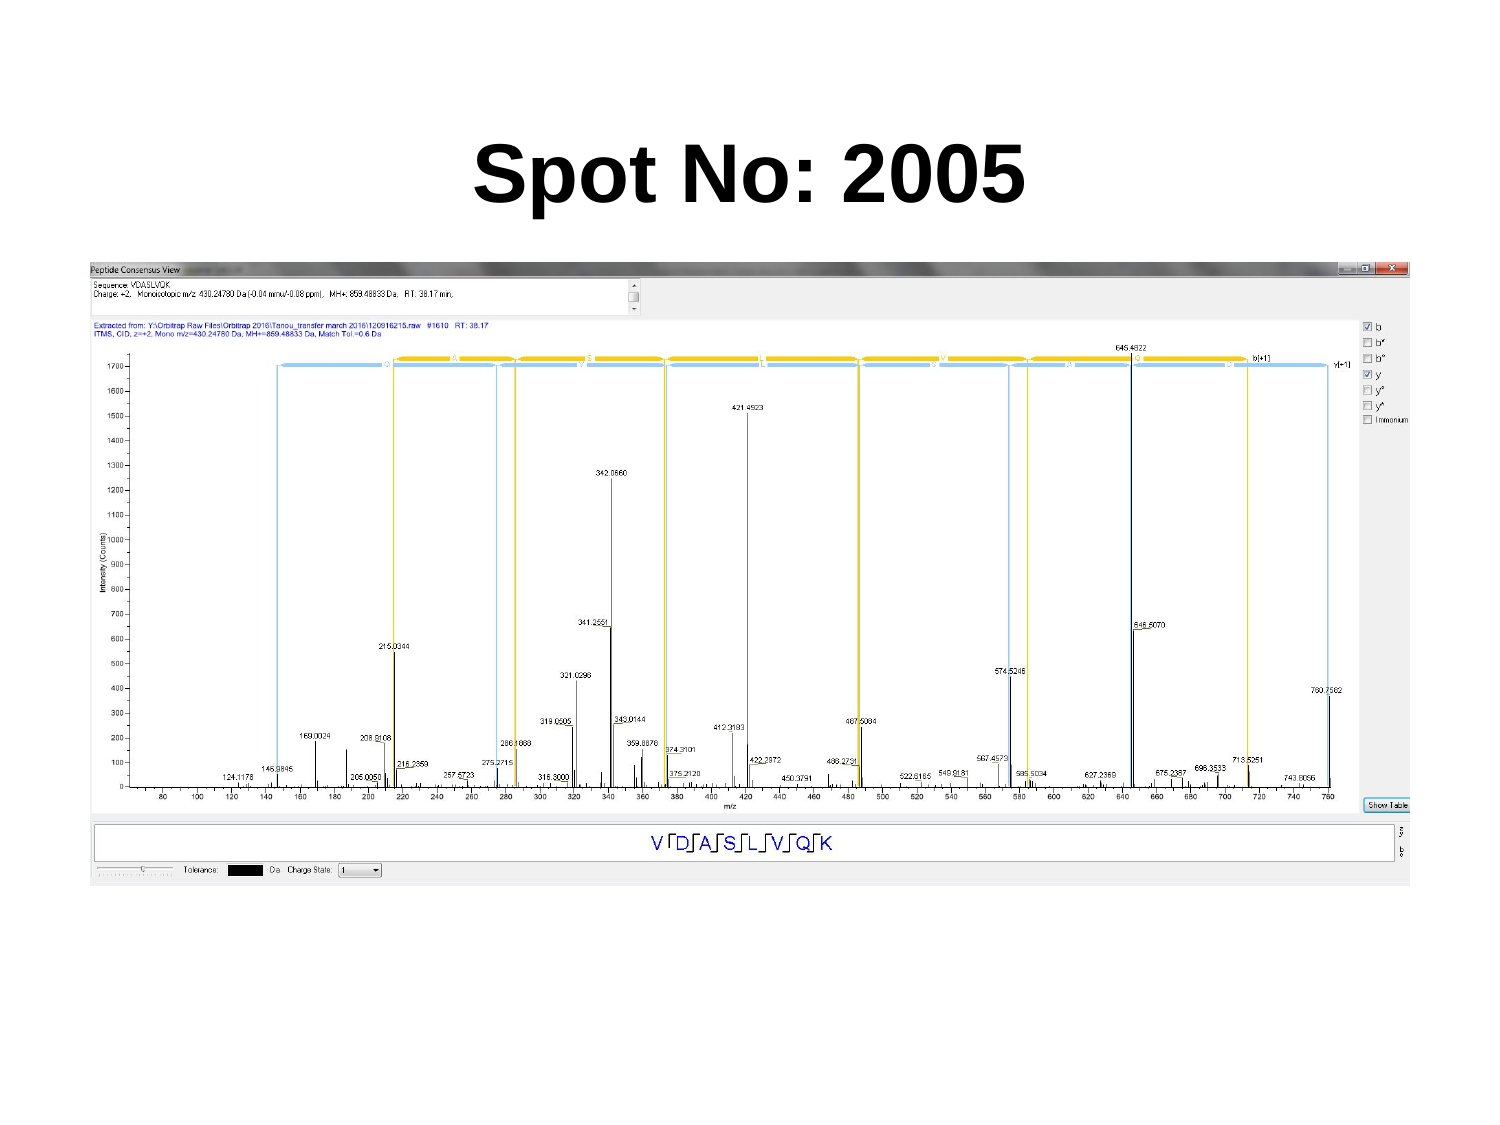

Spot No: 2005

## Slide 11
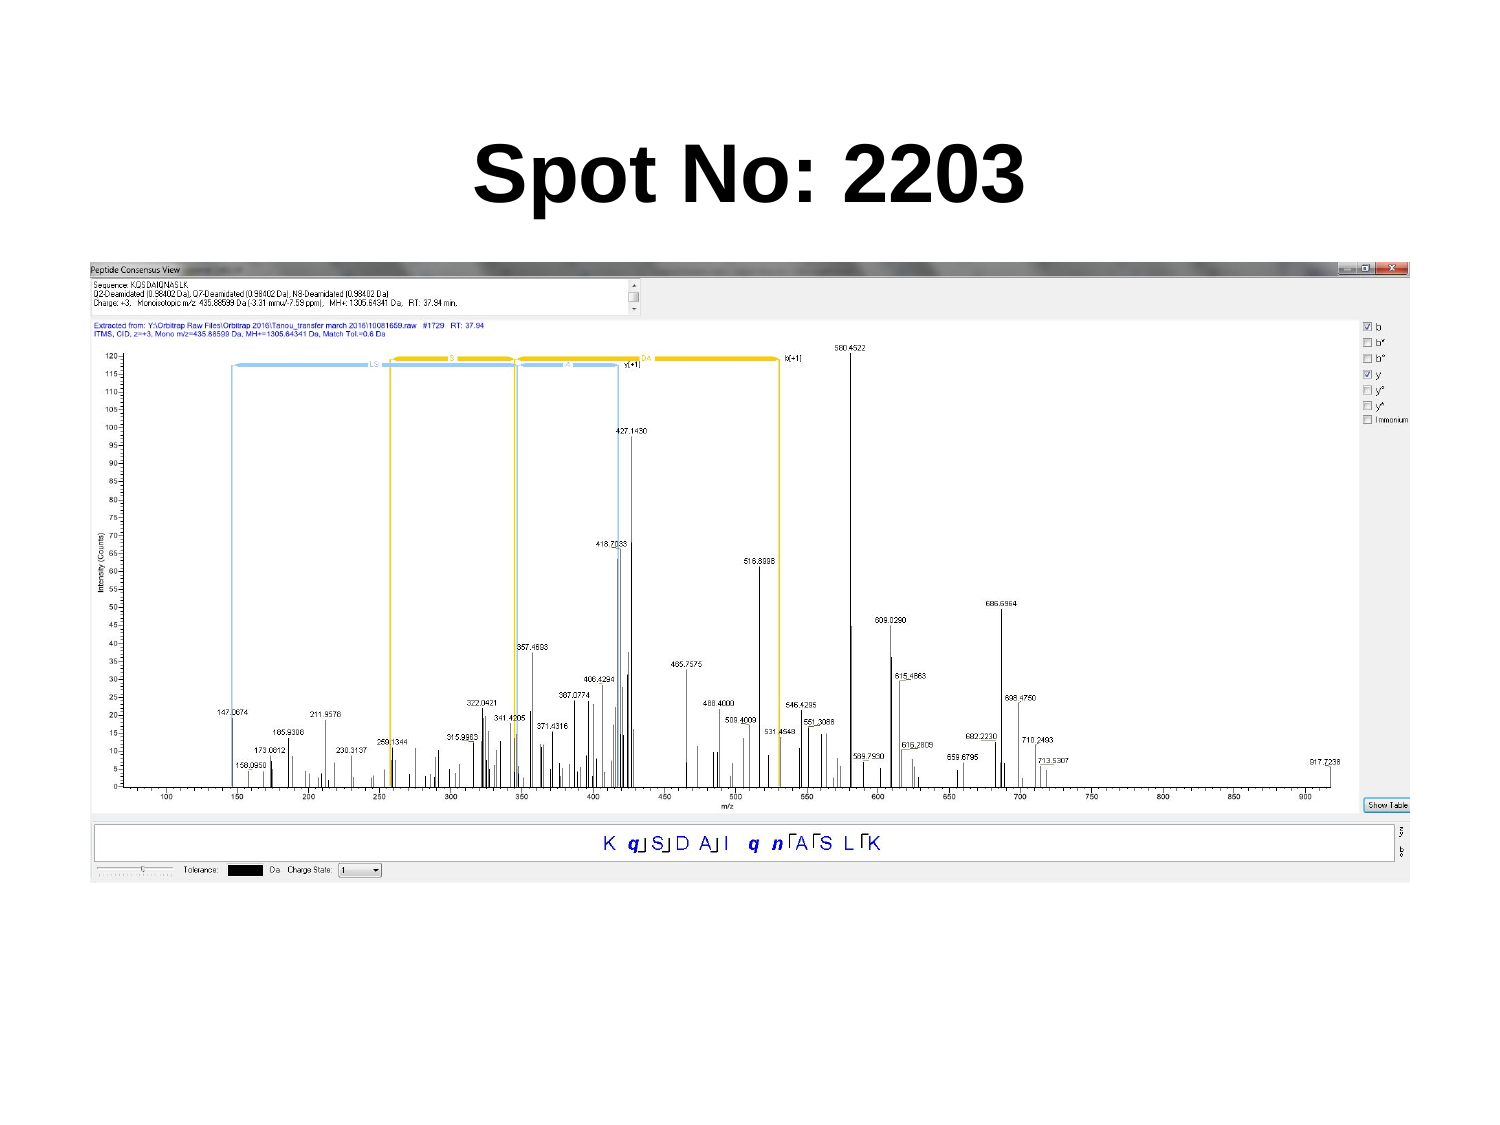

# Spot No: 2203

## Slide 12
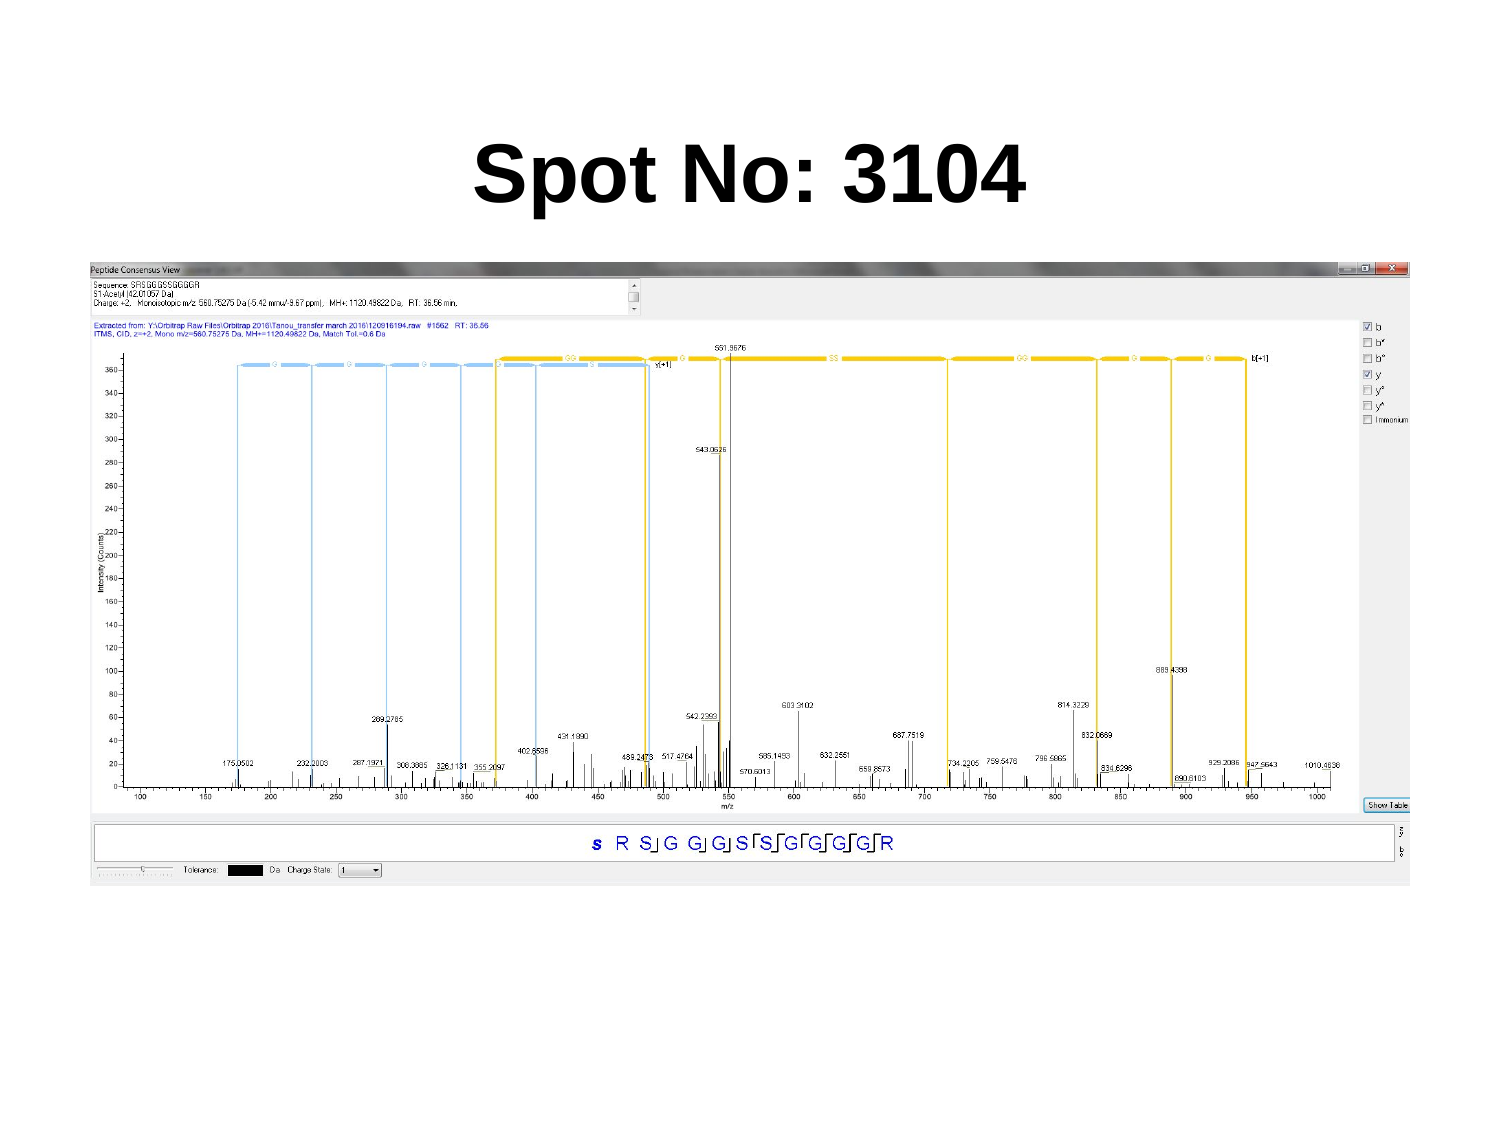

# Spot No: 3104

## Slide 13
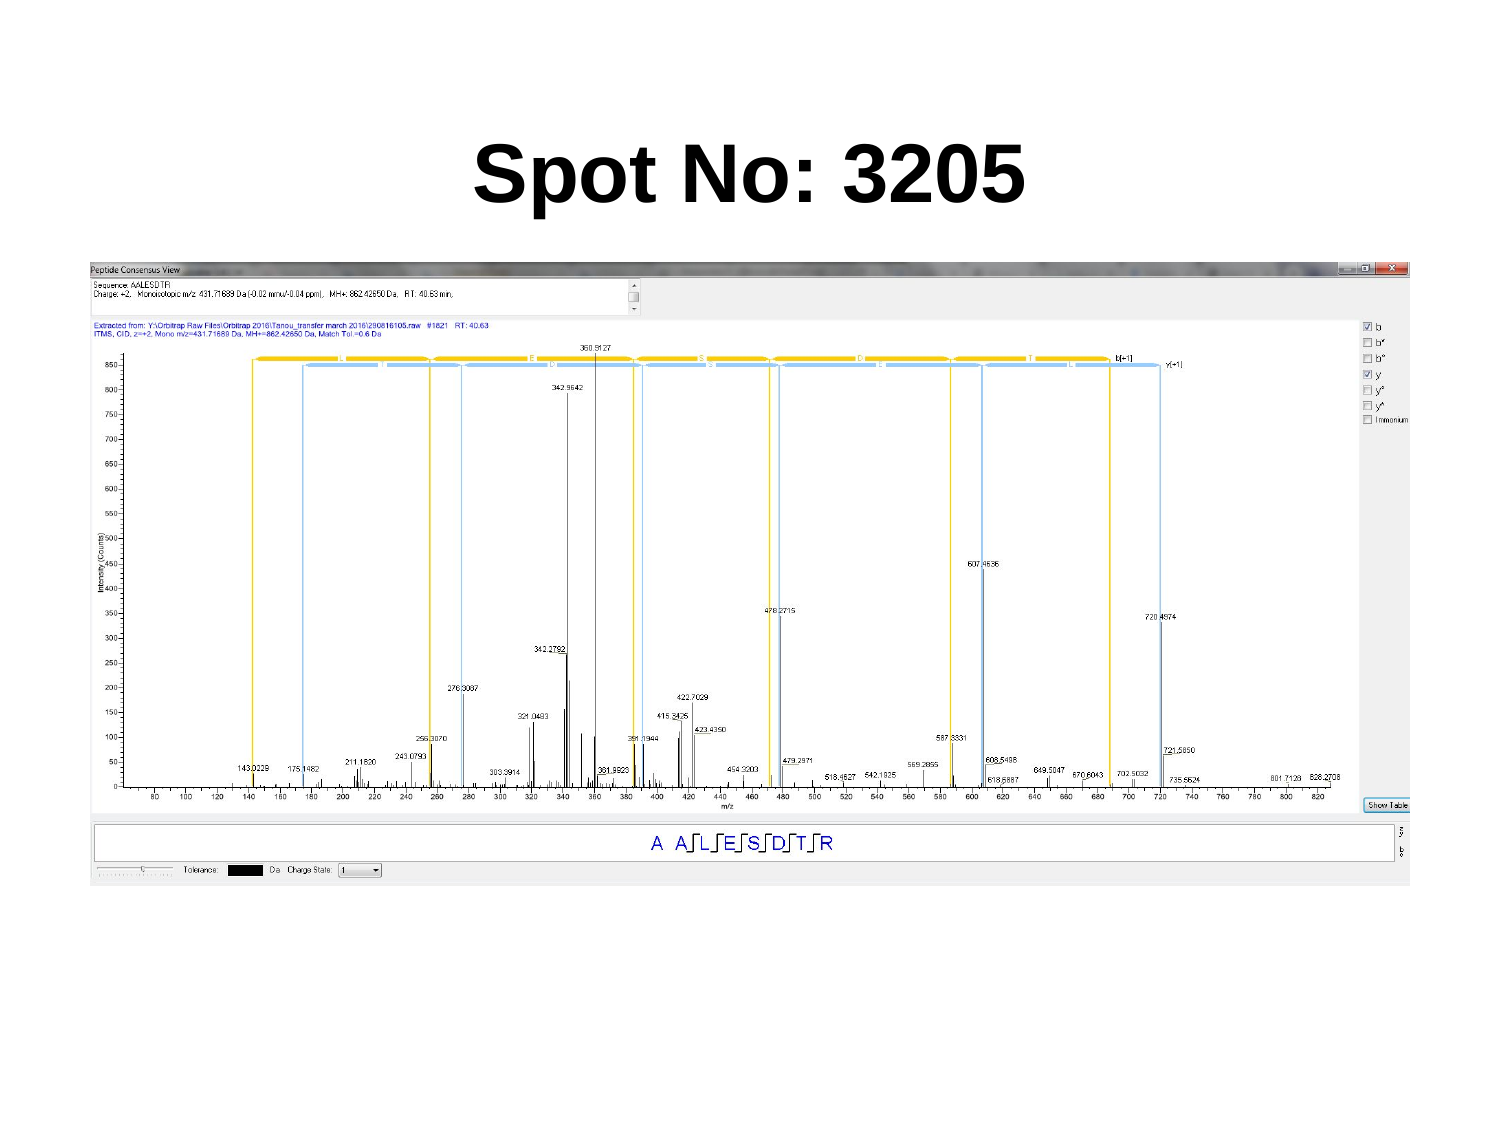

# Spot No: 3205

## Slide 14
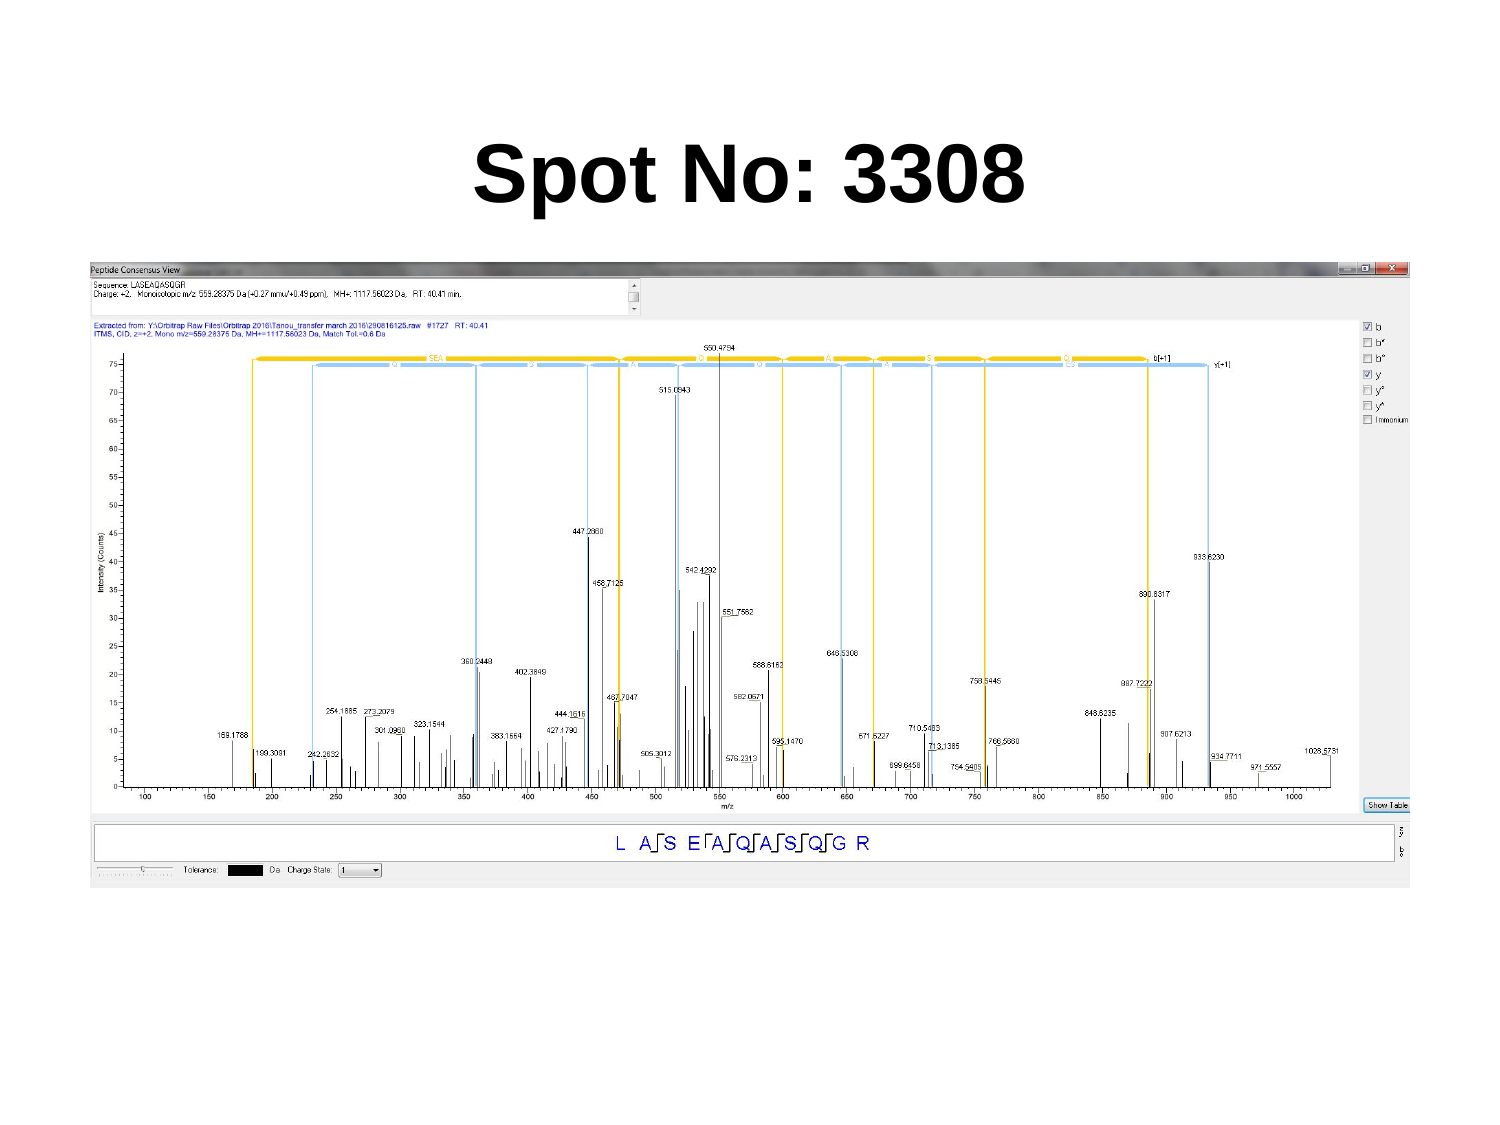

# Spot No: 3308

## Slide 15
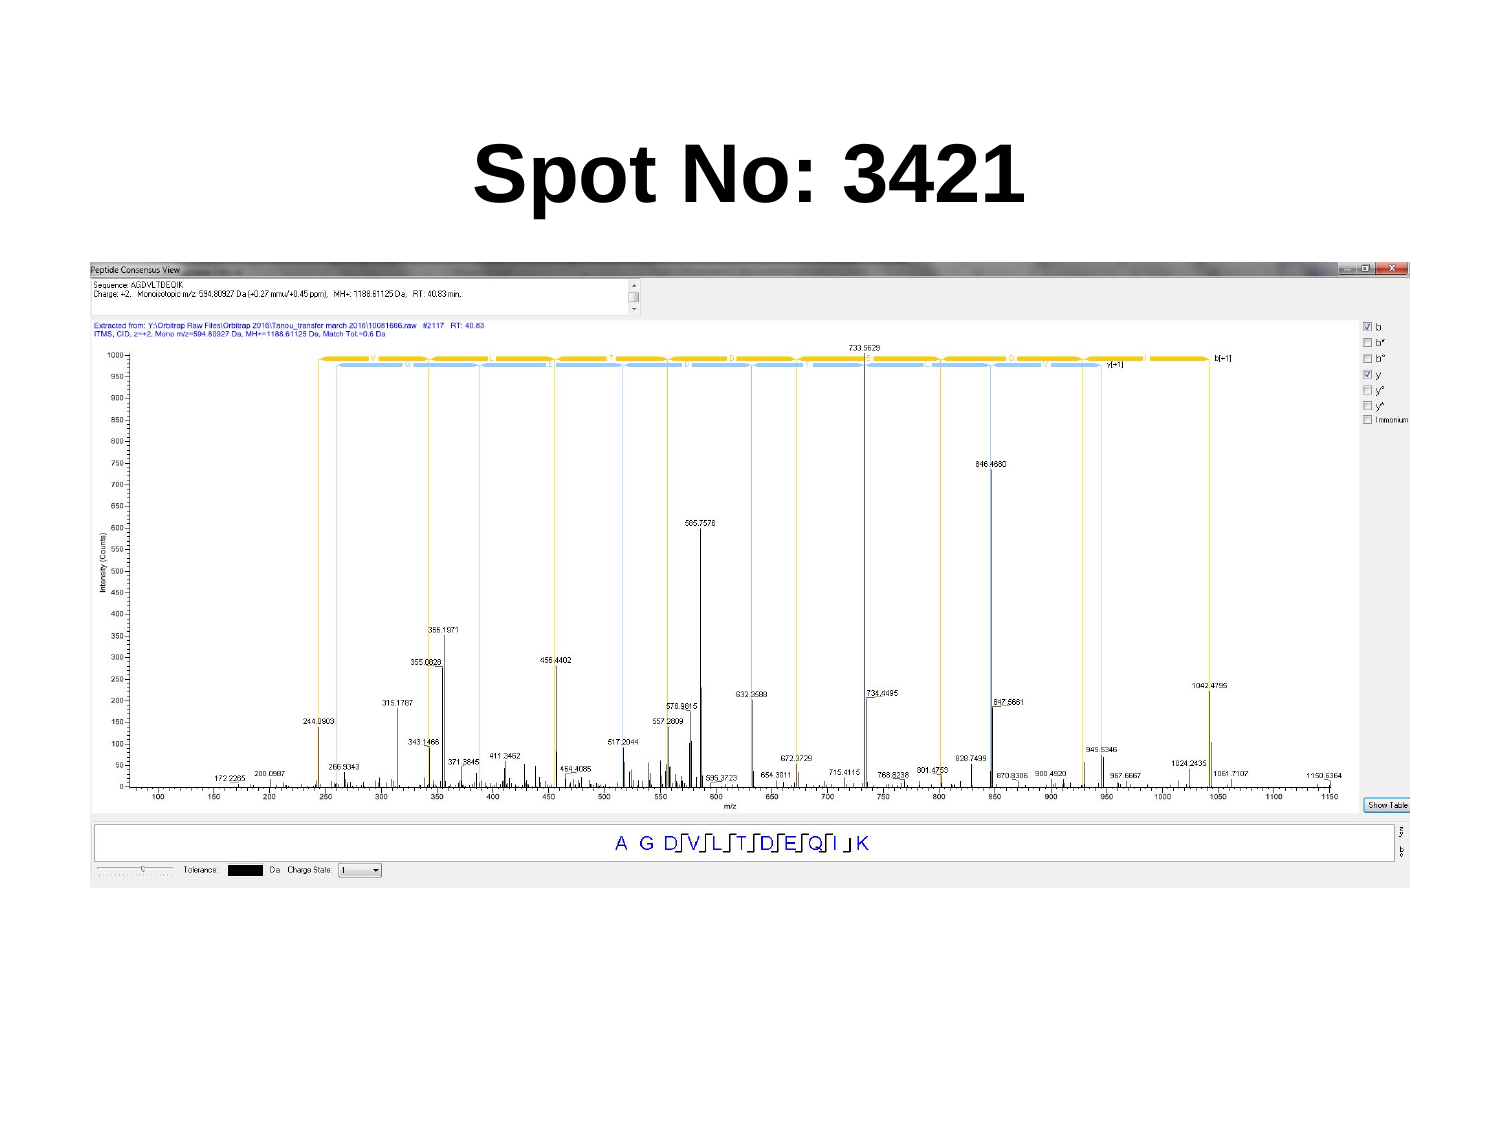

# Spot No: 3421

## Slide 16
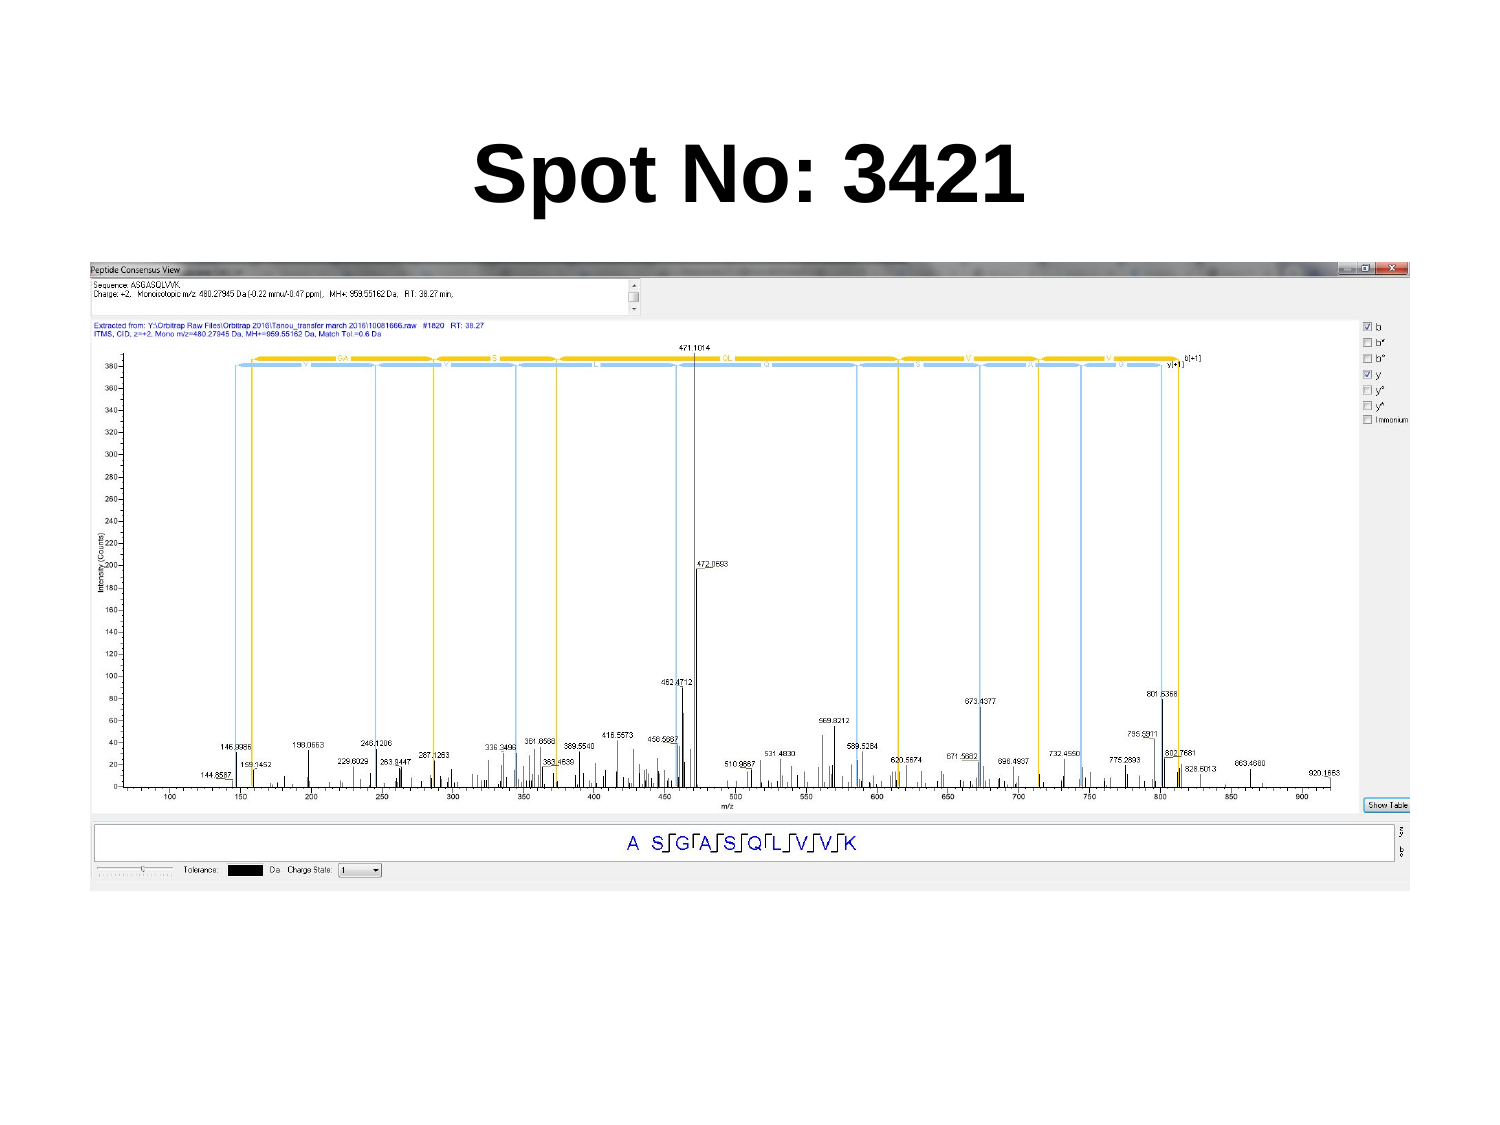

# Spot No: 3421

## Slide 17
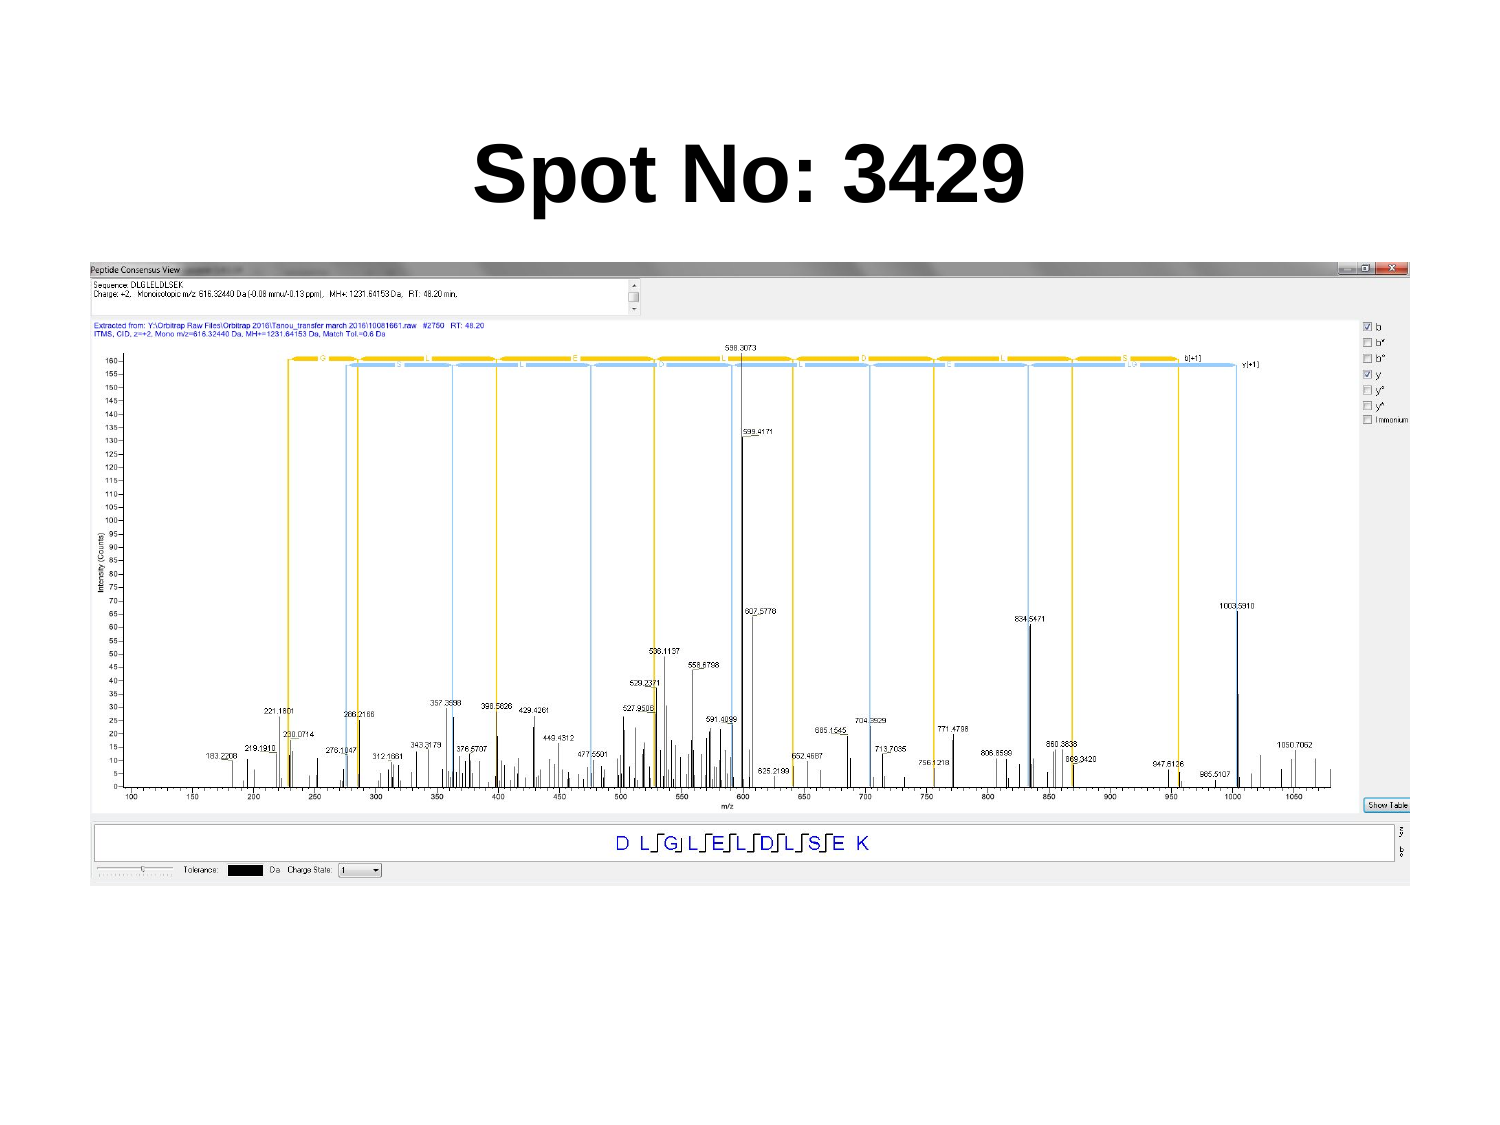

# Spot No: 3429

## Slide 18
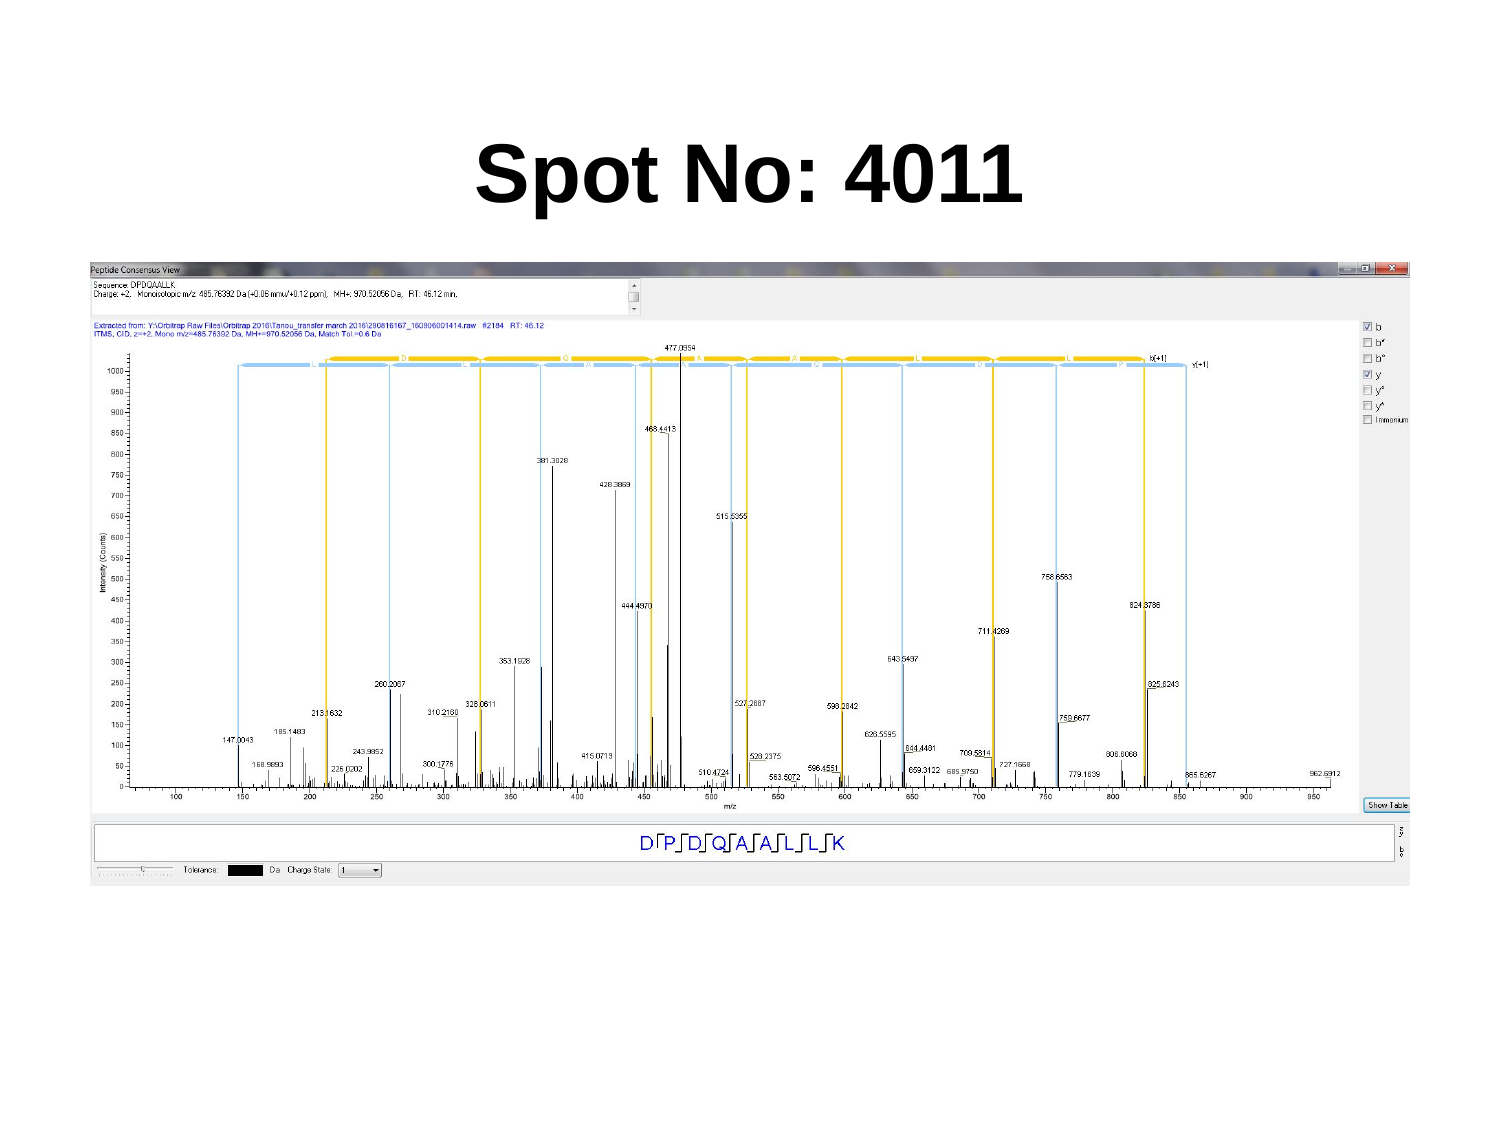

# Spot No: 4011

## Slide 19
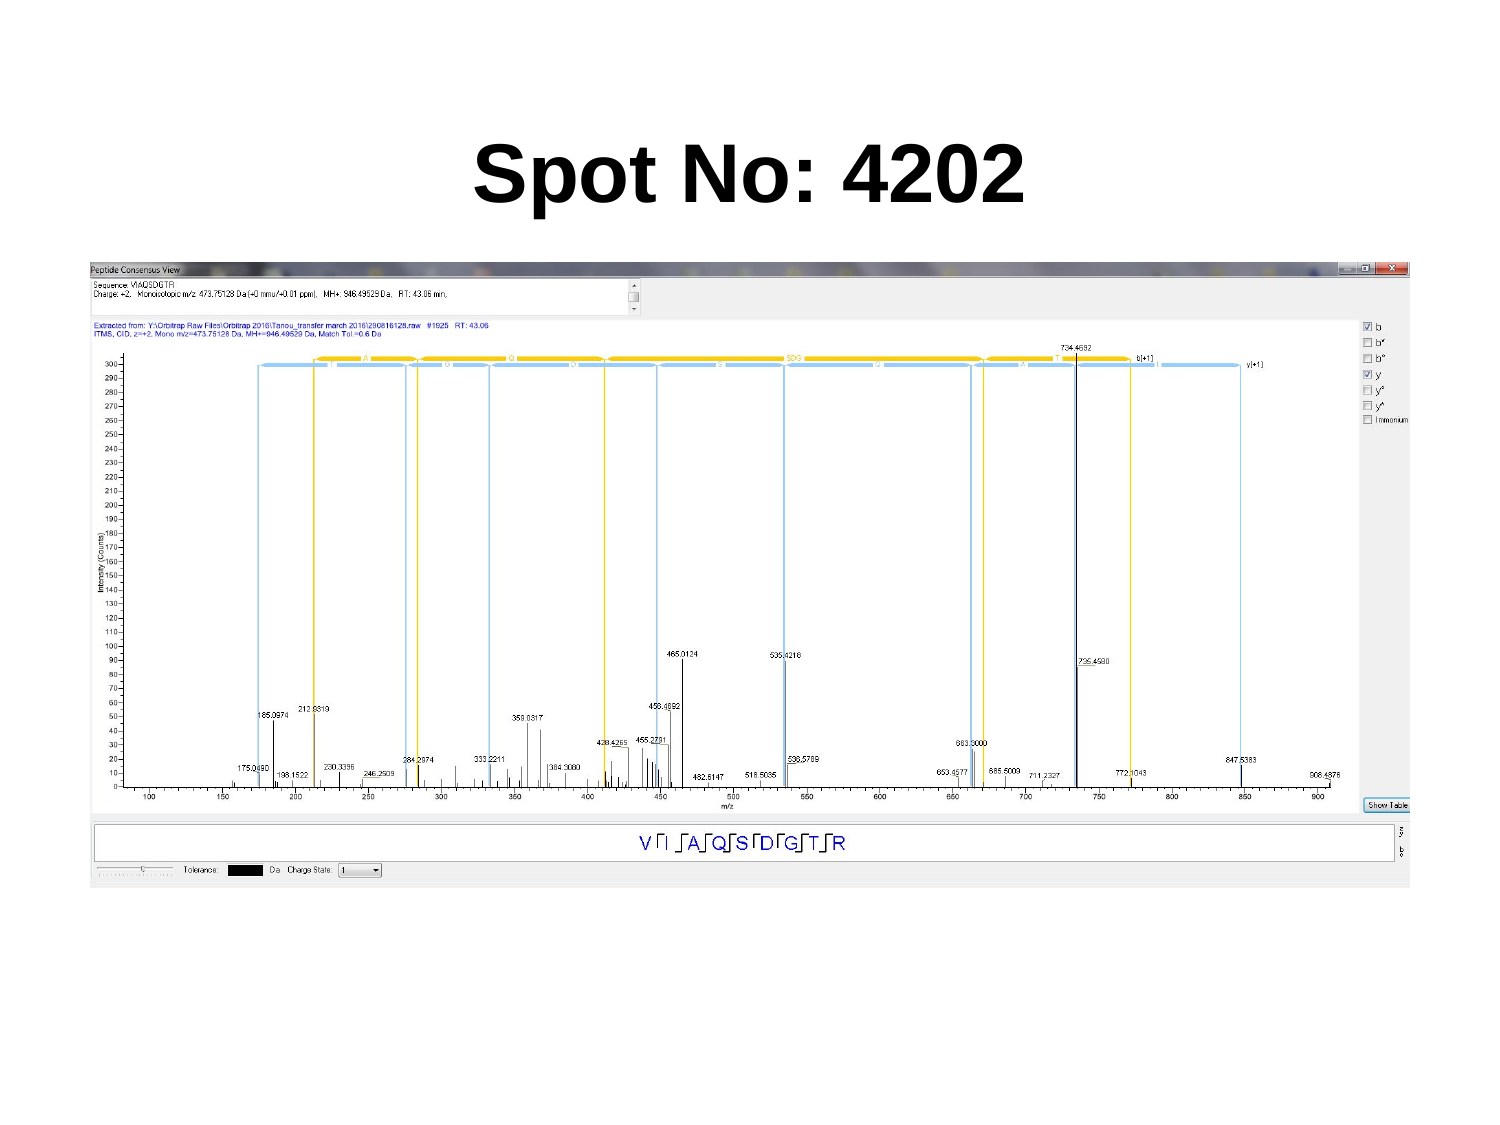

# Spot No: 4202

## Slide 20
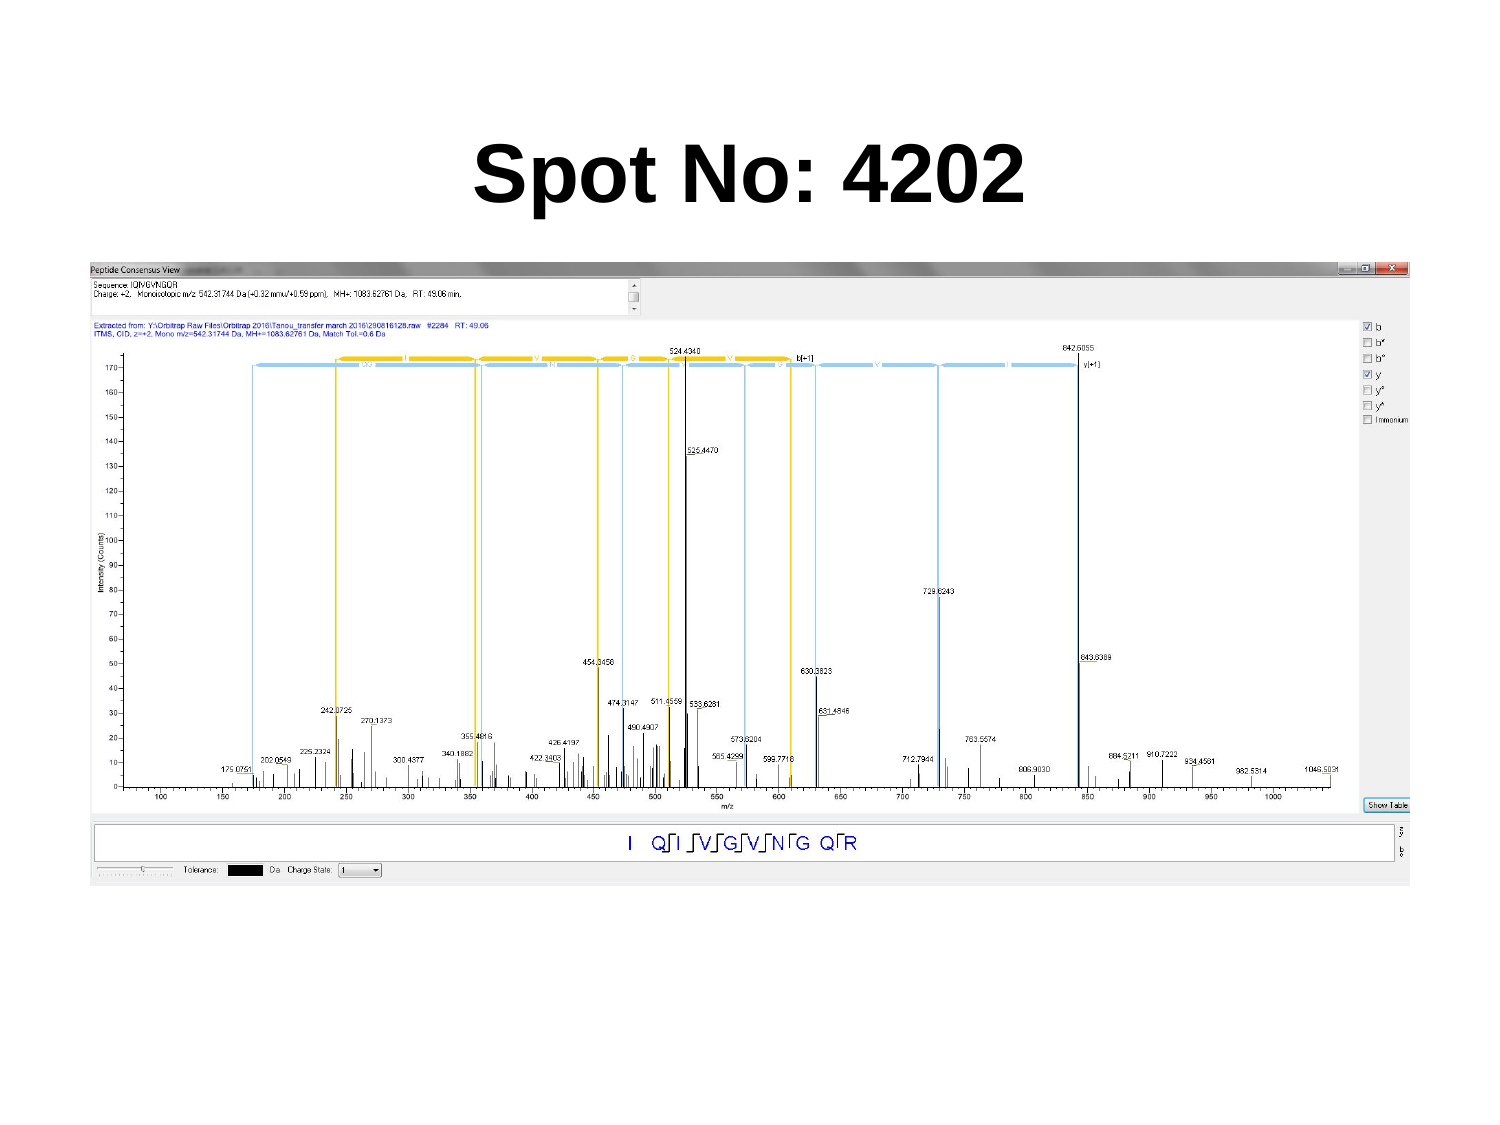

# Spot No: 4202

## Slide 21
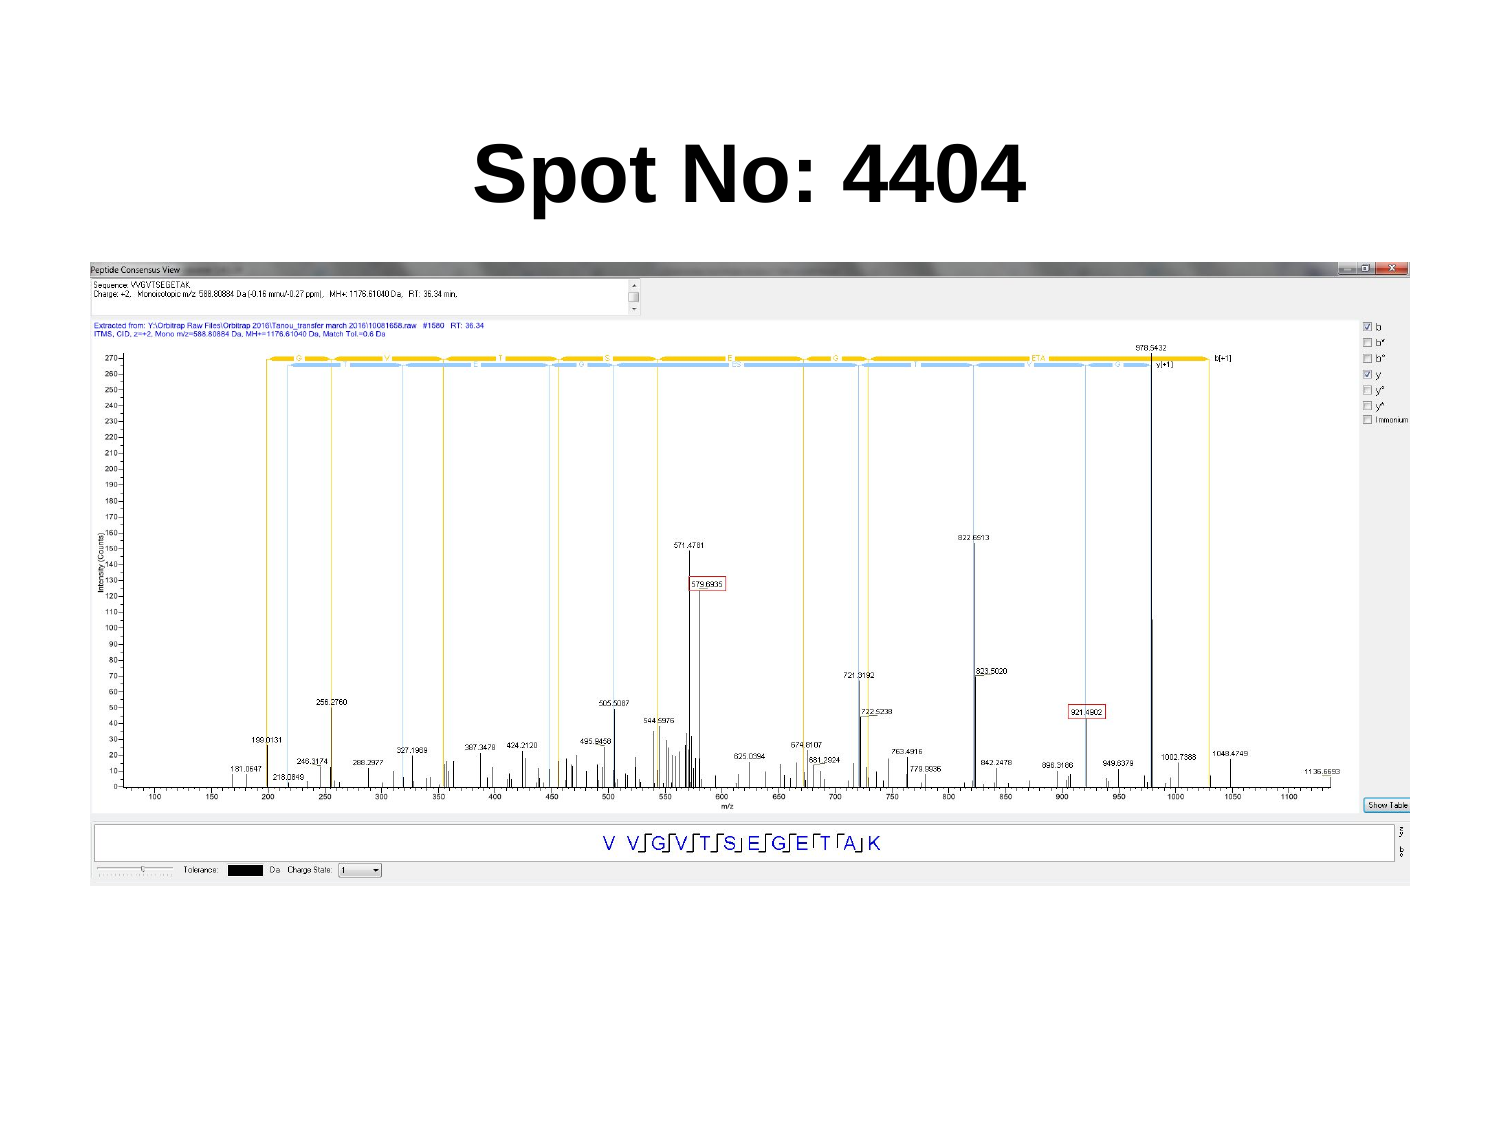

# Spot No: 4404

## Slide 22
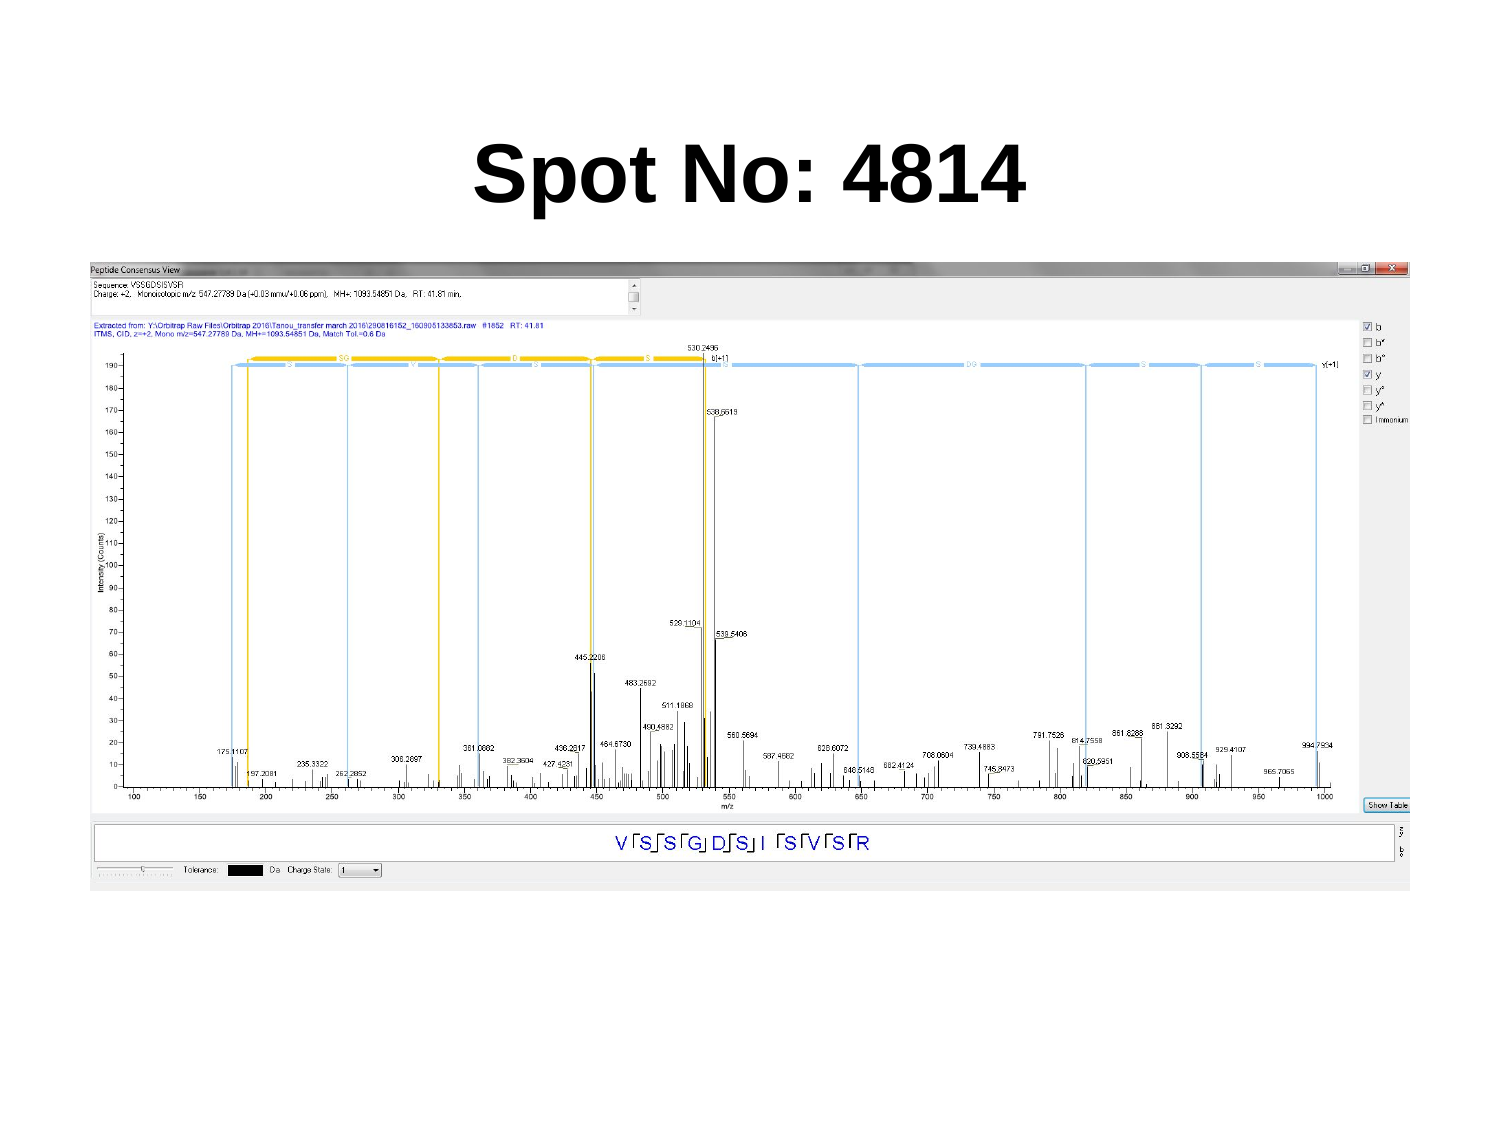

# Spot No: 4814

## Slide 23
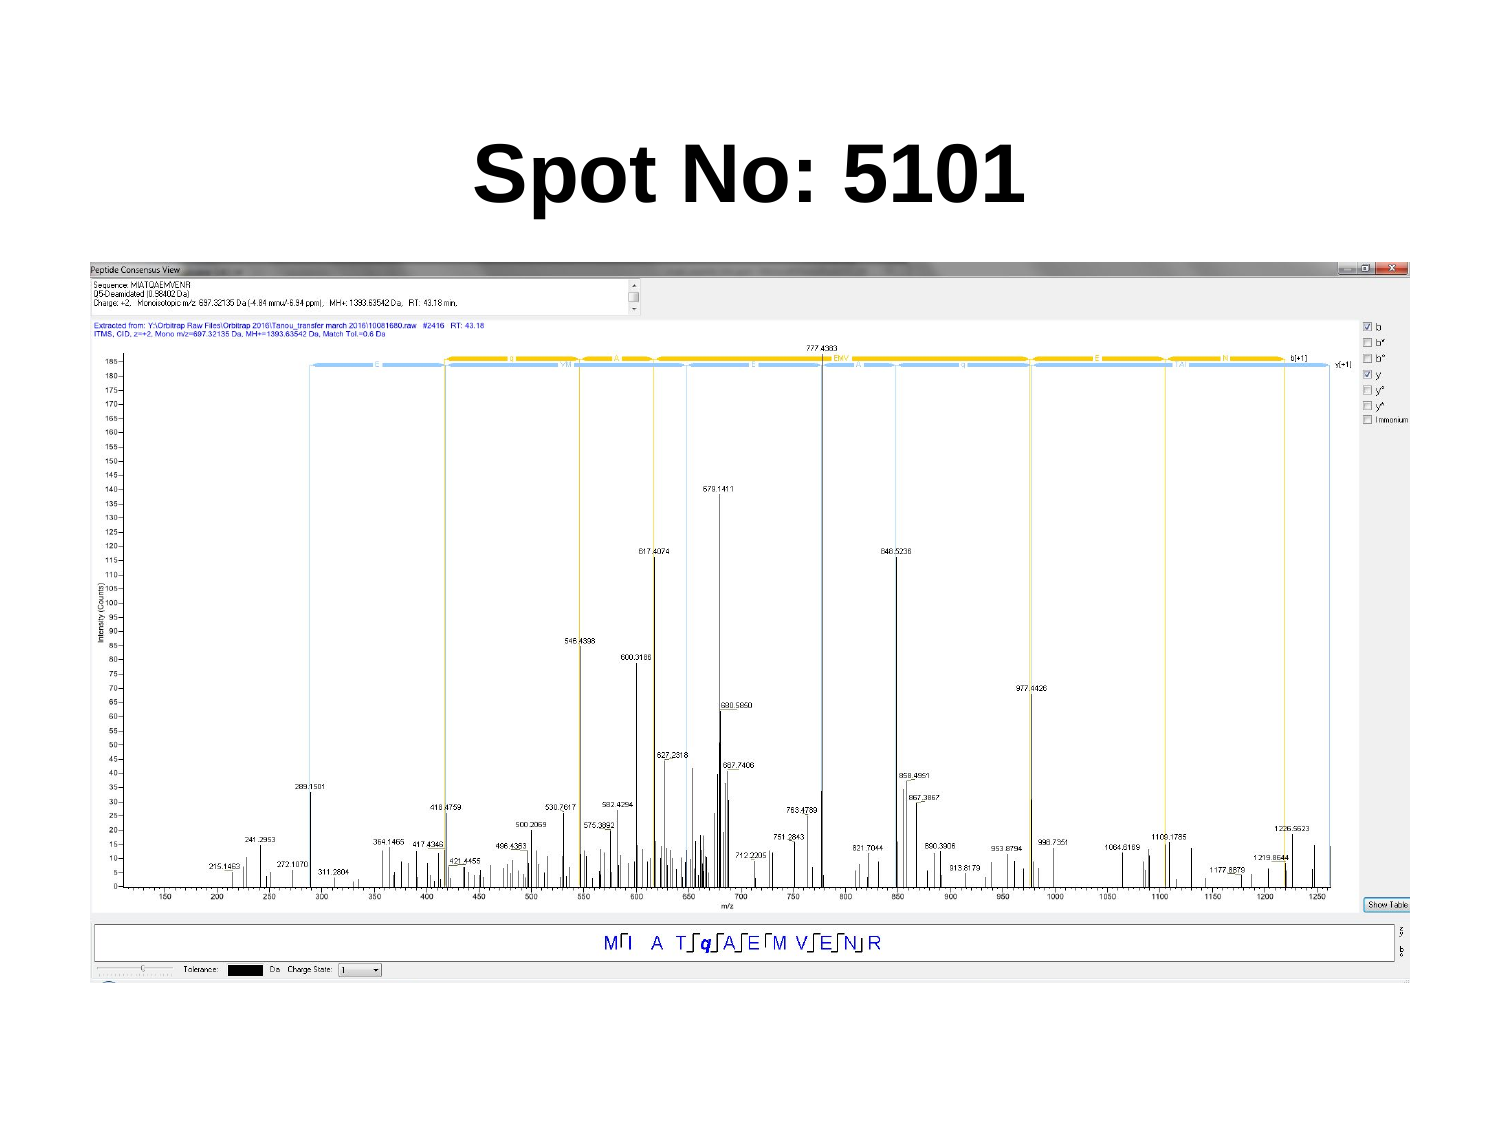

# Spot No: 5101

## Slide 24
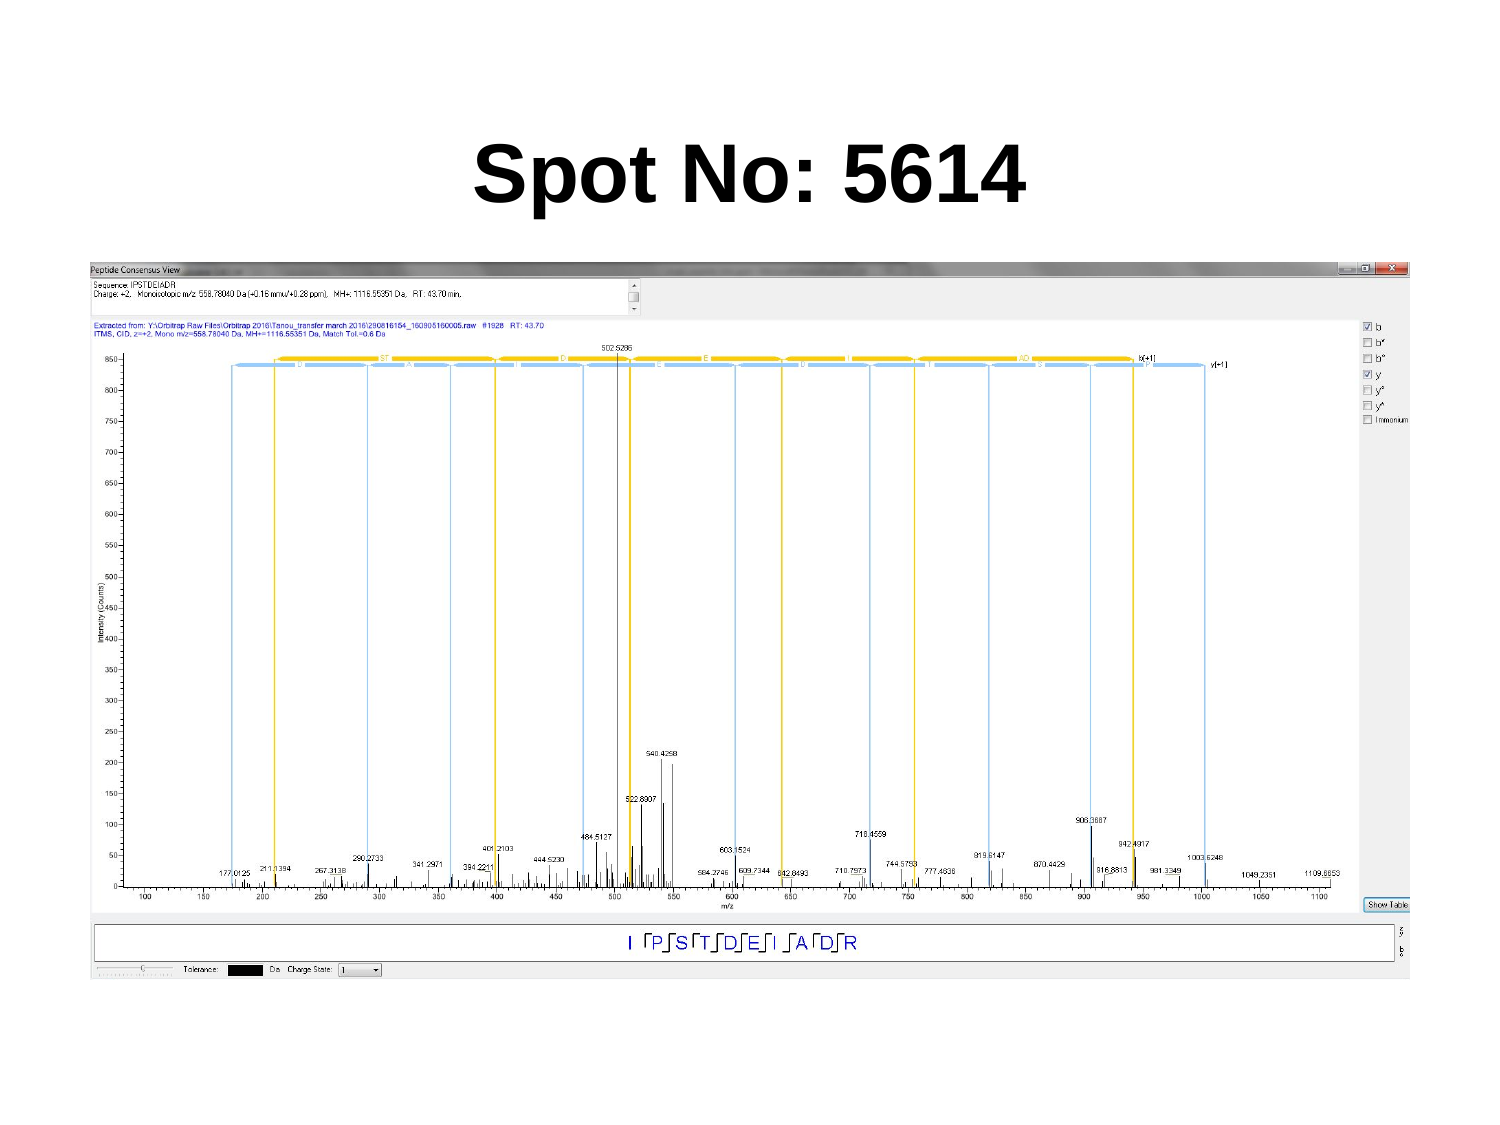

# Spot No: 5614

## Slide 25
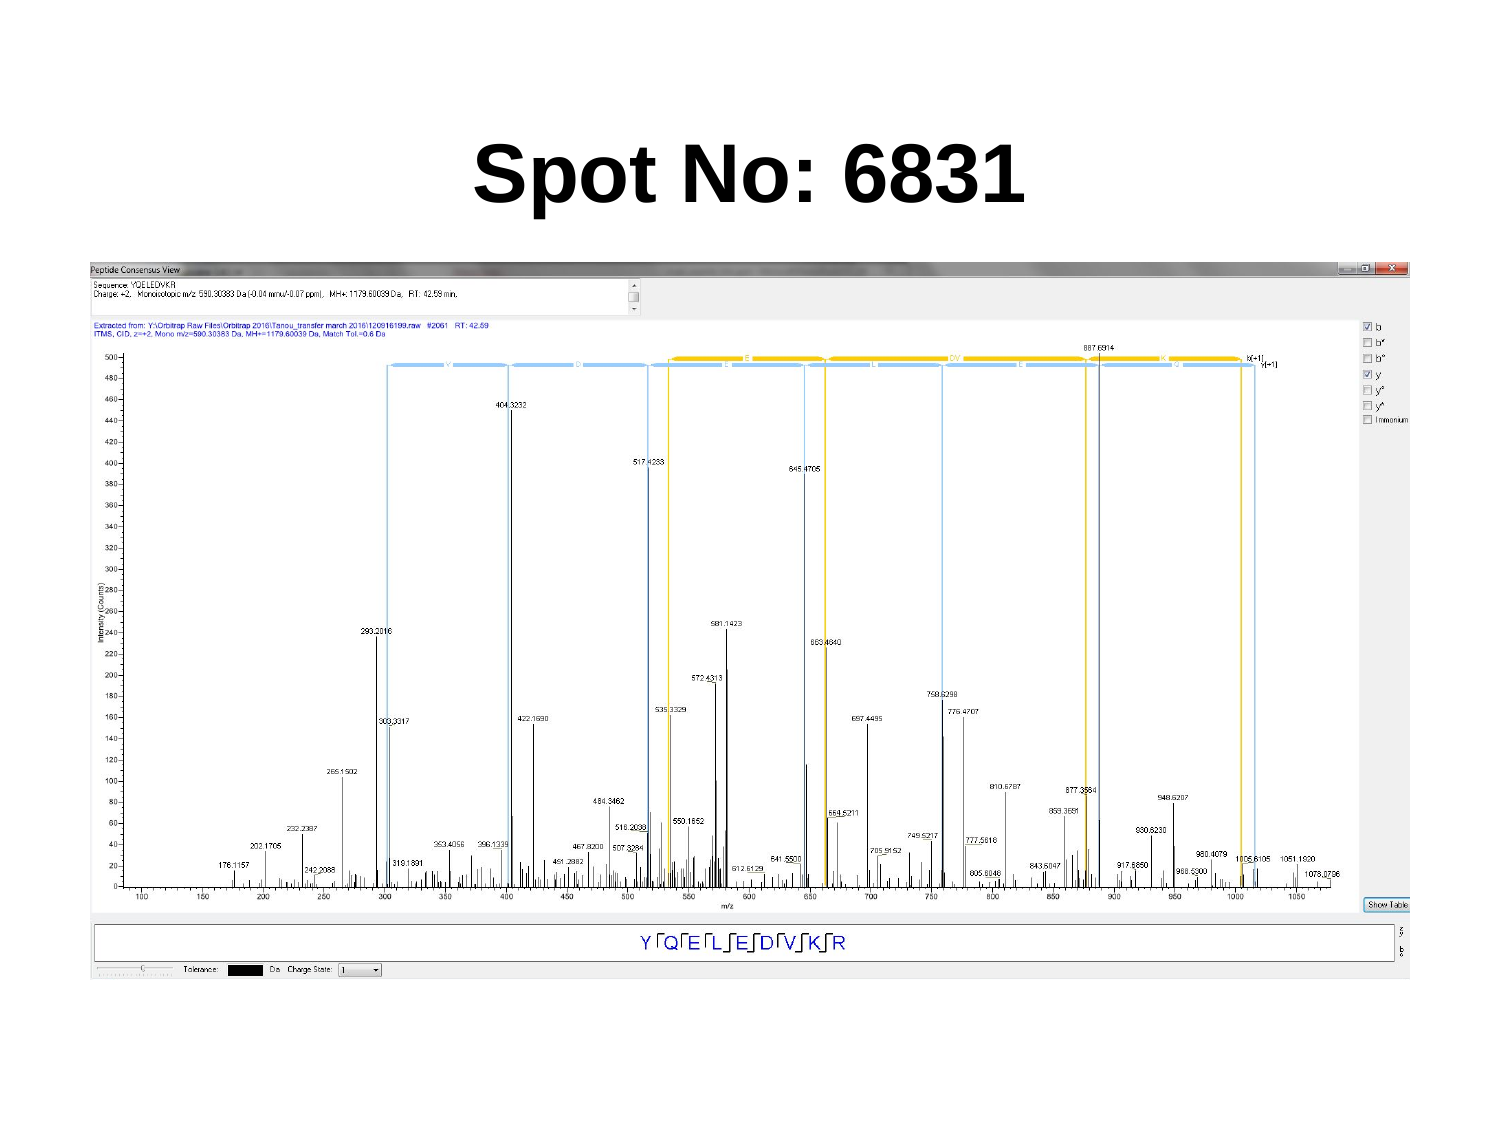

# Spot No: 6831

## Slide 26
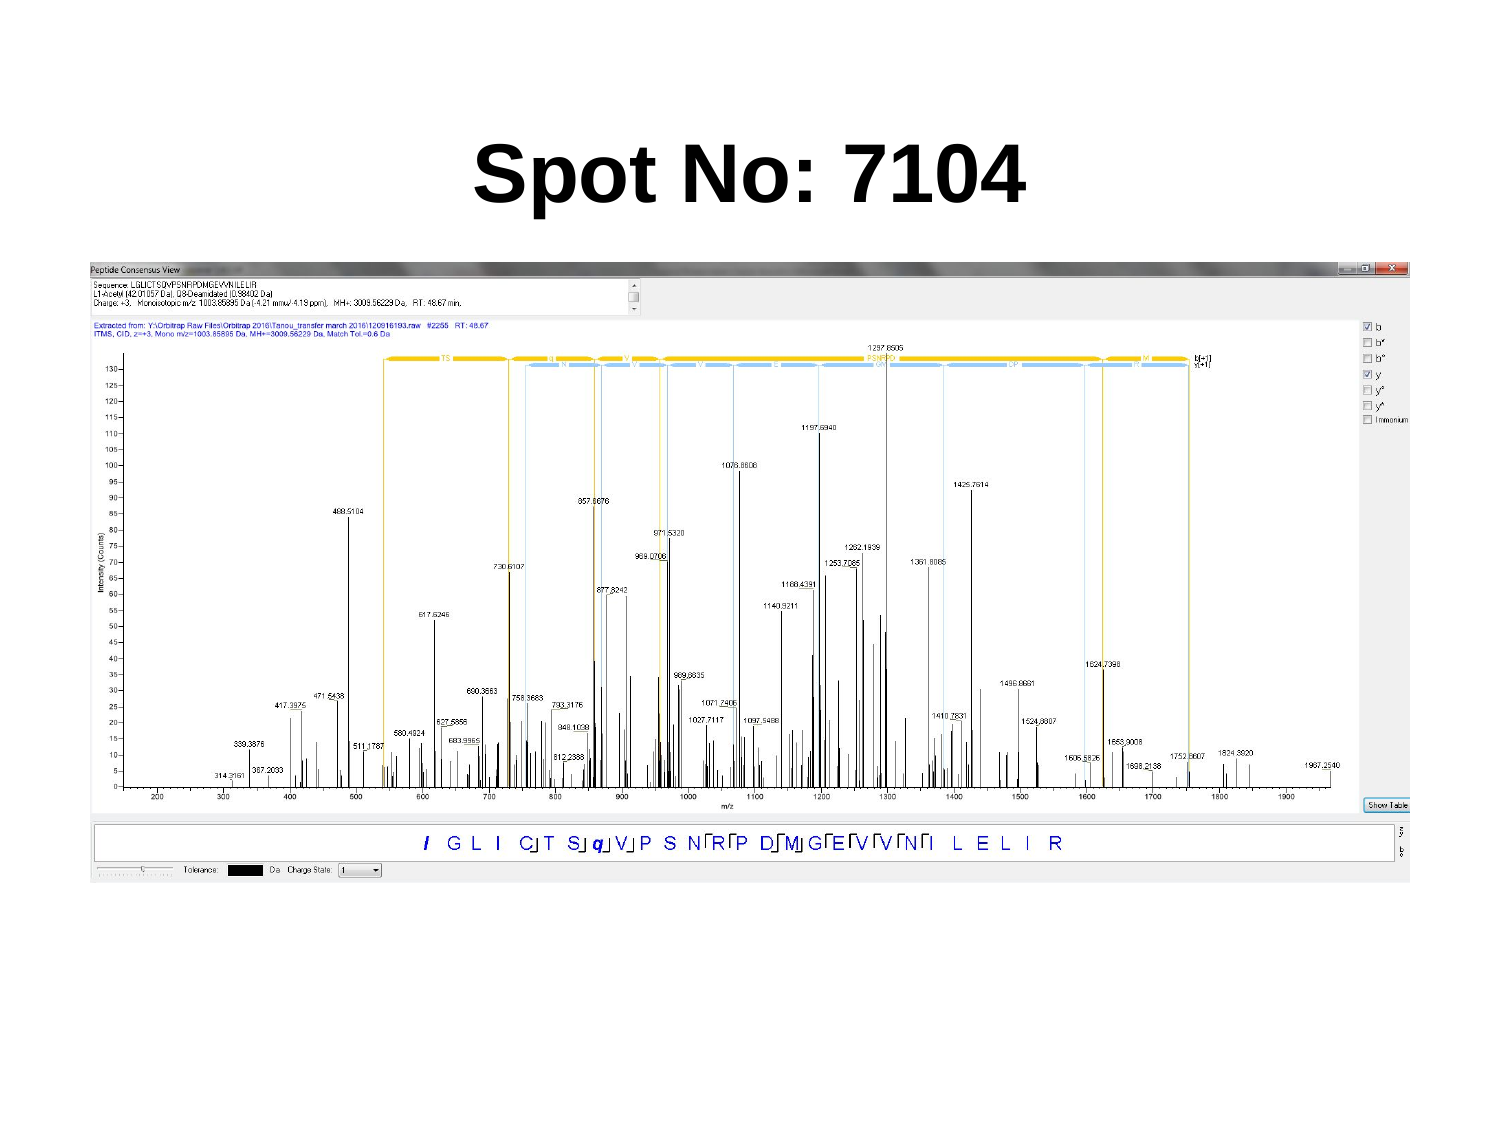

# Spot No: 7104

## Slide 27
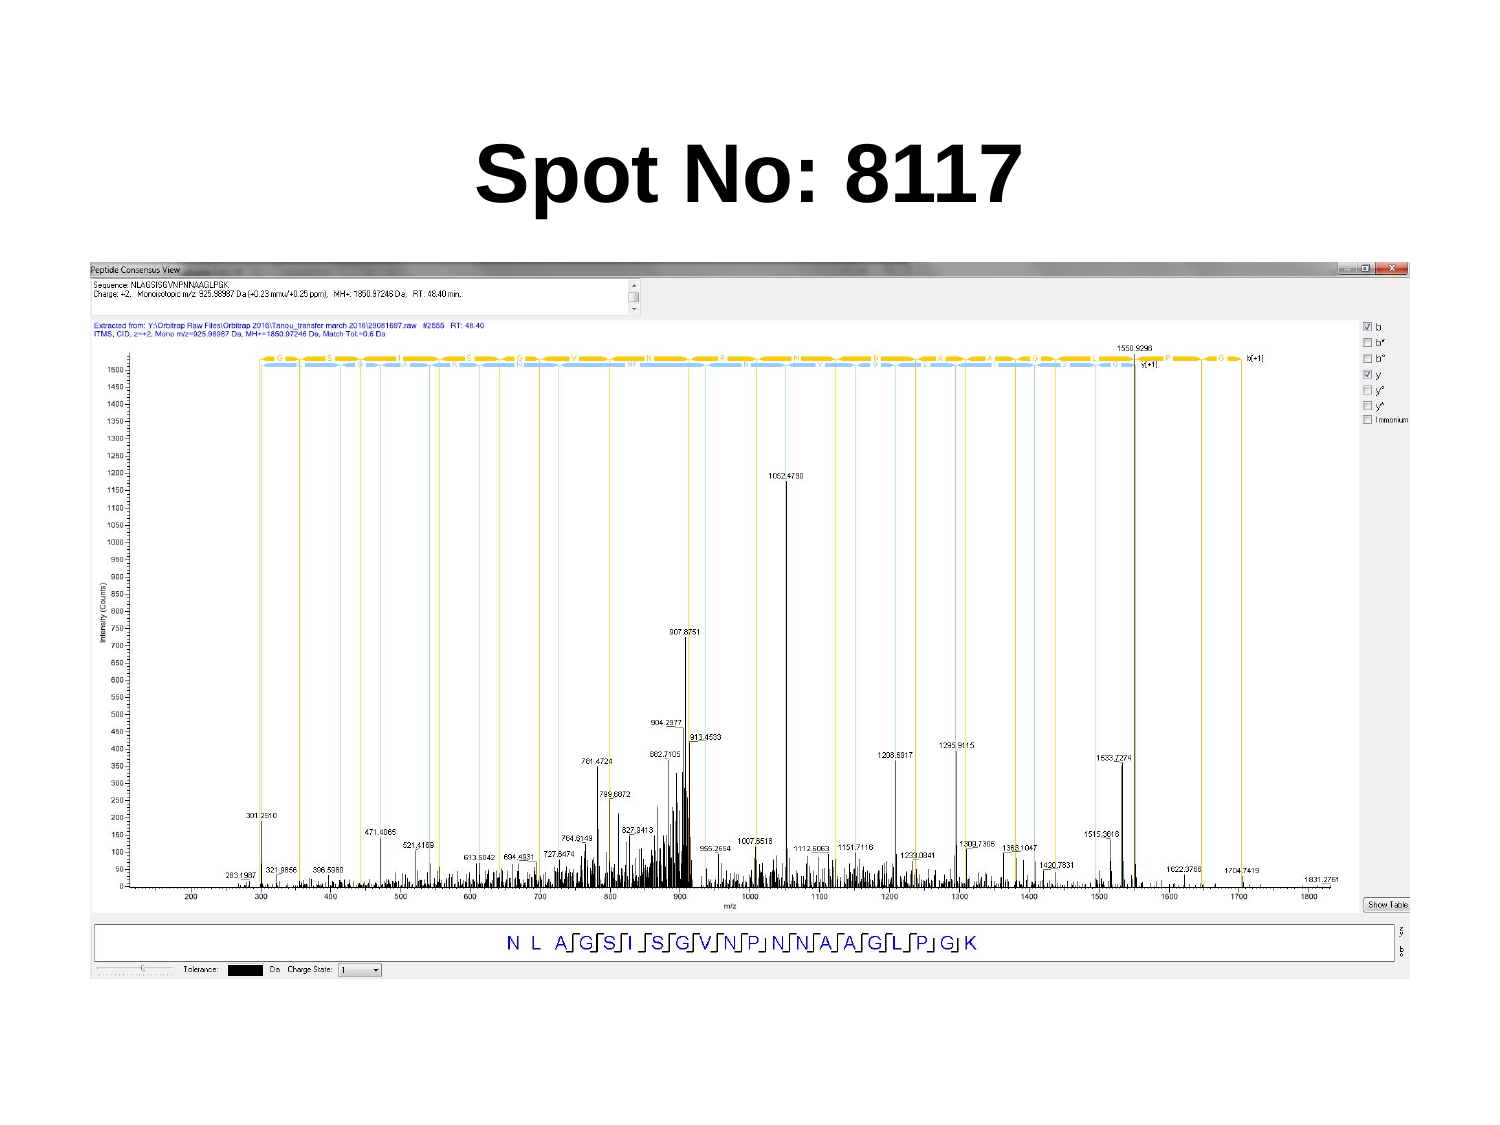

# Spot No: 8117

## Slide 28
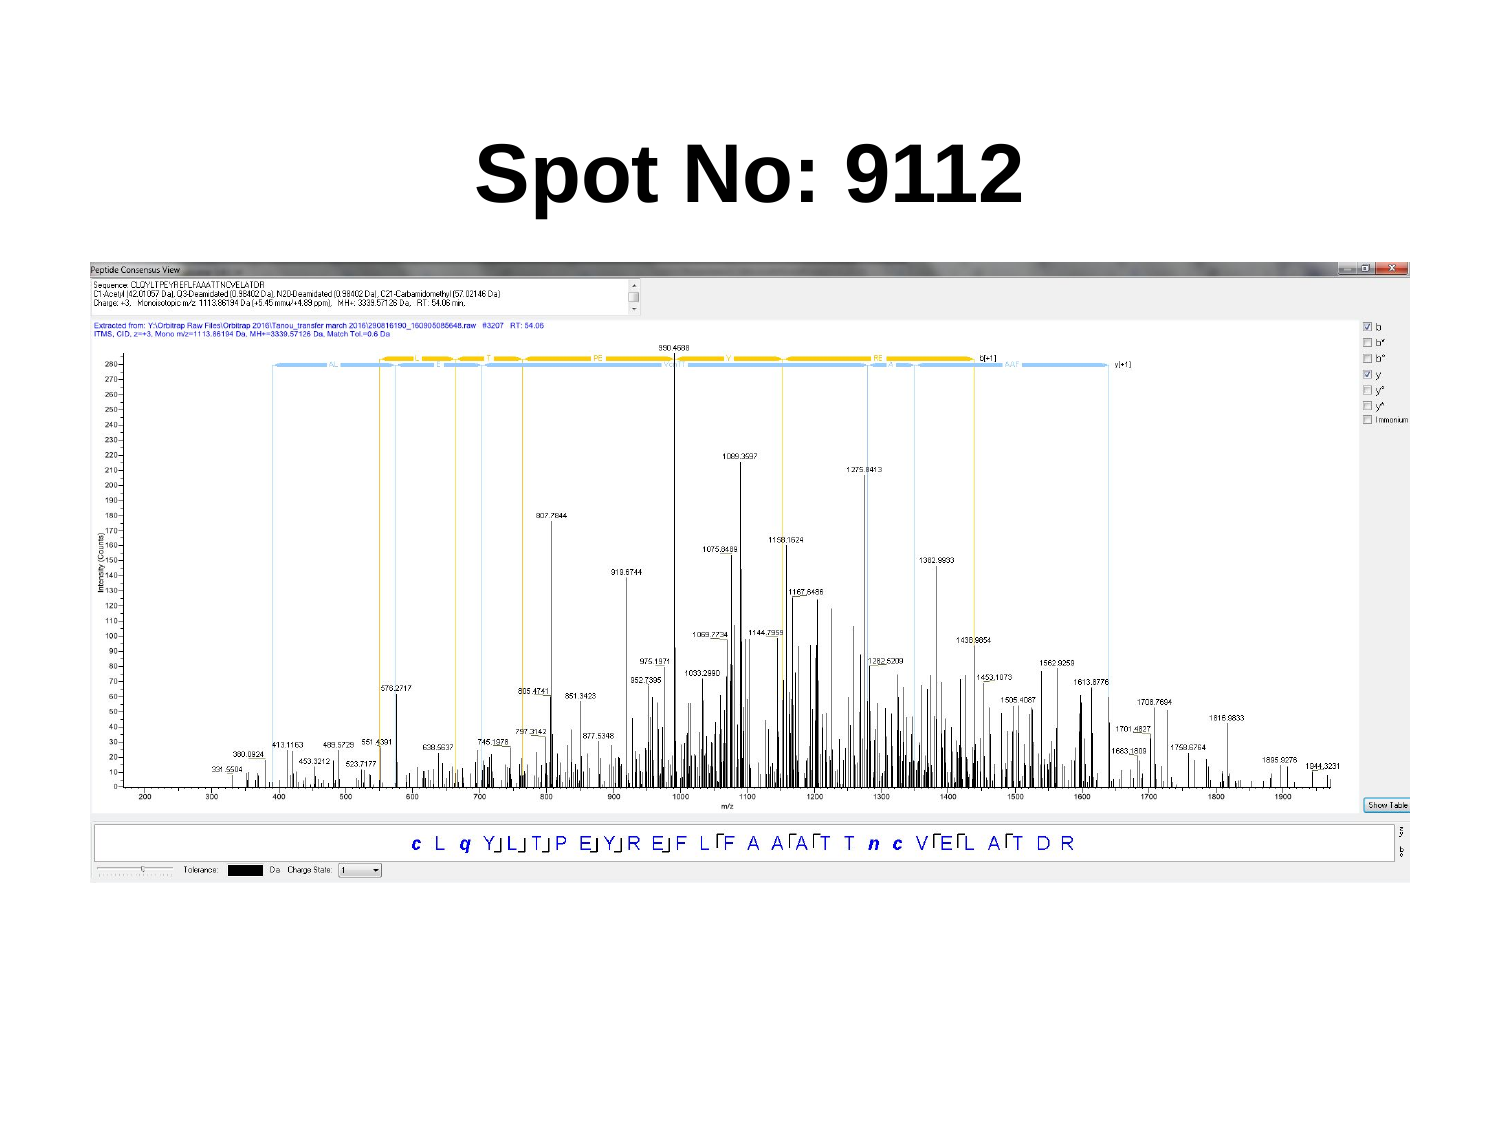

# Spot No: 9112

## Slide 29
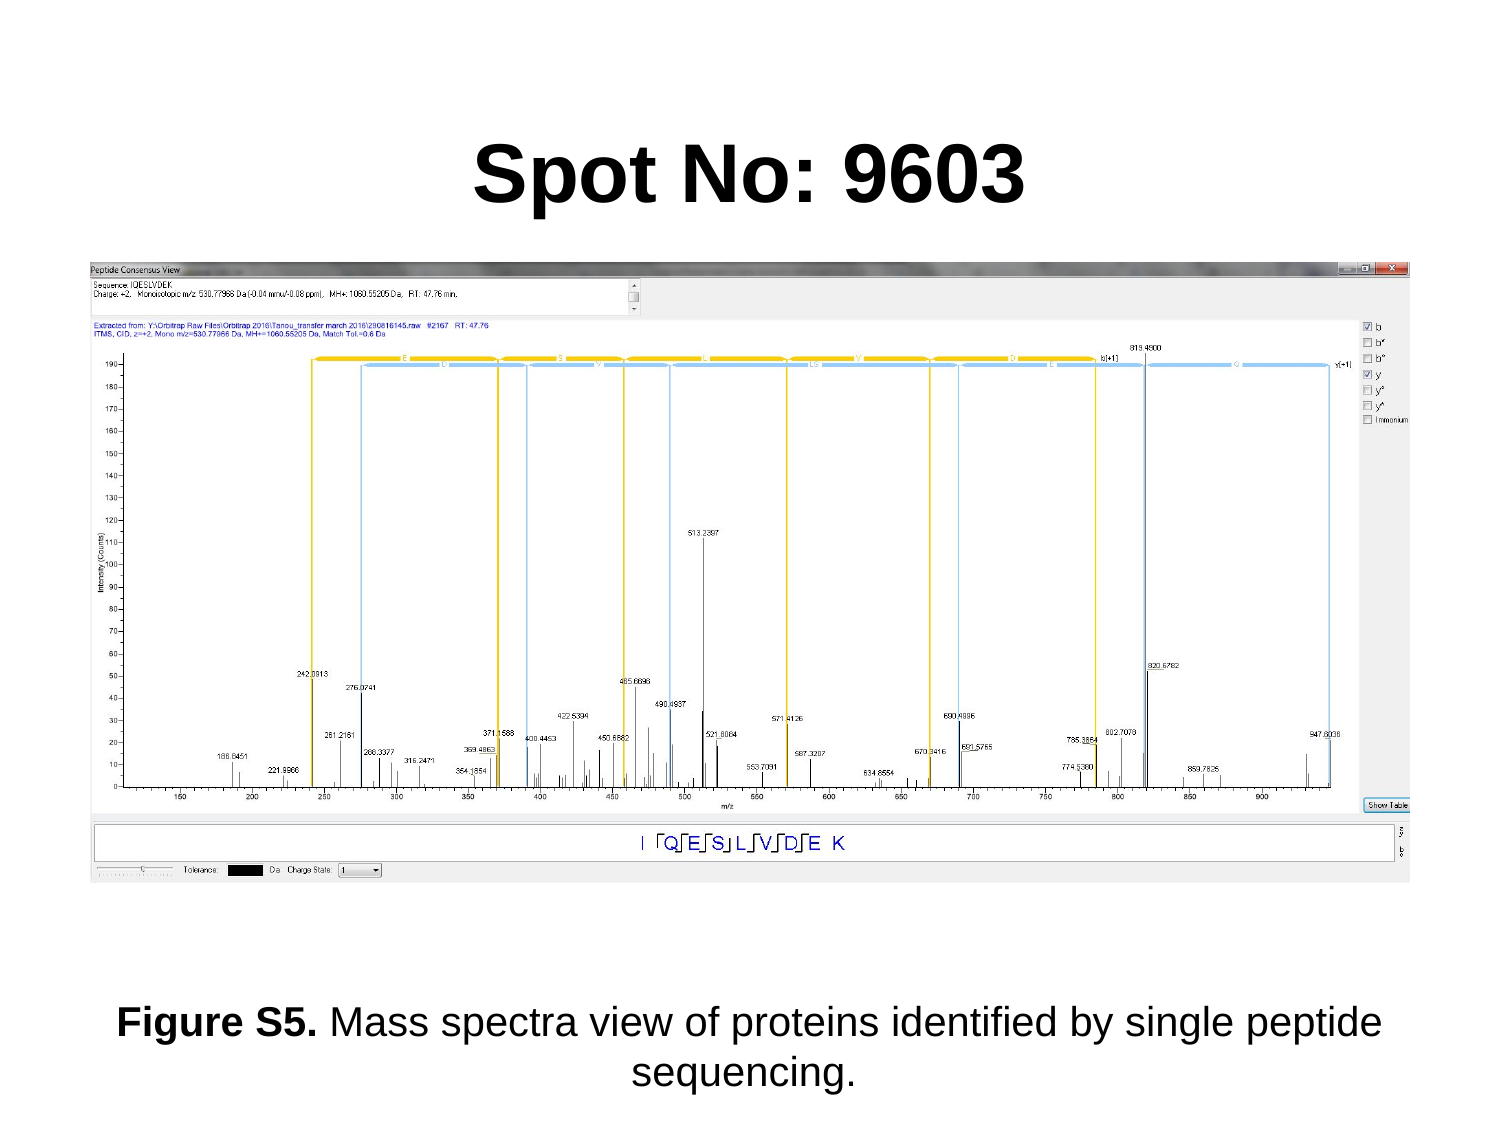

# Spot No: 9603
Figure S5. Mass spectra view of proteins identified by single peptide sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

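Peel RNA of Granny Smith apples after 6 months of cold storage was compared between Control, 1-MCP, O_3_ and 1-MCP+O_3_ fruit on 8 two-colour Agilent arrays. Each of the 4 groups had 2 RNA extracts, called replicates A and B, and each comparison had 2 arrays. The first-named group was labelled with Cy3 in replicate A and with Cy5 in replicate B, which confounds dye and replicate within a comparison. The methods give 3 replicates of 7 apples and then 2 repetitions for the arrays, and how these relate is not given in the sources used here.

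The authors scanned the arrays and extracted each spot with Agilent Feature Extraction, and the deposited median intensity of each spot and of its local background, in Cy3 and in Cy5, had no background subtraction or normalization. The deposited processed intensity of each channel had been background-subtracted, detrended and dye-normalized by the same software, per the file headers. The authors then normalized by lowess and tested with a Bayes-moderated test at an unadjusted p of 1%, per the methods of the paper. The files hold flags for spots well above background and for outliers. Of the measurement columns, 14 per array were used and 19 were not used here.

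Each array holds 180880 spots, 176026 of them besides controls, for 133709 probes. Spots marked as outliers in either channel were left out. Background was corrected by normexp with an offset of 50. The plan had named mean signals, but the files hold no mean signal column, so median signals were used throughout and the planned change from mean to median had nothing to apply to. Log2 ratios were normalized by loess within each array and spots of 1 probe were averaged. Ratios were then turned to the first-named group over the second. R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0 were used. For each comparison the 2 arrays were fitted with limma (lmFit and eBayes), which leaves 1 residual degree of freedom per probe before moderation. Probes were called at an unadjusted p under 0.01, and the Benjamini-Hochberg procedure was applied at 0.05 over all probes of a comparison. The interaction of 1-MCP with O_3_ was tested on 8 arrays together with a dye term, a fit that takes hybridizations of the same extract as independent. Groups of 2 extracts allow no count over other splits of the samples and no outlier test.

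Counts are of the 59352 sense probes unless another strand is named. The 59388 antisense probes and the 14844 MDE probes, whose strand could not be settled, were counted apart. Overlaps between comparisons that share the Control extracts were set against 20 simulations of unchanged groups, which drew the spread of bright and dim probes alike. The procedure was tested on simulated data with 200 changed sense probes per comparison. Of these, 37.5% were called in 1-MCP vs Control, 39.0% in O_3_ vs Control, 39.0% in 1-MCP+O_3_ vs Control and 23.5% in 1-MCP+O_3_ vs O_3_, none in the wrong direction. The changes were of several sizes, all on probes above background. In the same order, 66%, 64%, 68% and 38% of the 8-fold changes were called. For 2-fold changes the shares were 16%, 30%, 28% and 12%, so a missing call says little even for a large change. Among the unchanged sense probes, between 1.92% and 2.07% were called. The simulated data gave 0 calls at an adjusted p under 0.05 in limma.

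Between 47.8% and 54.9% of the spots of an array were well above background in Cy3 and between 36.1% and 43.6% in Cy5. The median signal was 44.5 to 70 in Cy3 and 86.5 to 96 in Cy5. Ratios of dim probes are drawn toward 0 by the offset, and where a group was not well above background on either array a change is given as a lower bound.

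The genes named are every gene with an identifier in the text of the paper, in Figure 6 or in Supplementary Table 6, and, for each comparison, the 2 sense probes with the largest rise and the 2 with the largest fall among called probes that were above background in at least 1 channel on both arrays and were not marked as outliers. Values in Supplementary Table 5 had been seen when this rule was set. Keyword lists for photosynthesis, ethylene, glutathione S-transferase, flavonoid, farnesene and isoprenoid, heat shock and lipid transfer were matched to the function names of the first 1483 rows of that table, and its other 4647 rows were not used here. No set test was run, because those rows do not cover the array.

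The alternatives tried were no background correction, the processed signals, median centring instead of loess, scaling between arrays, a filter on dim probes, outliers kept, joint fits of all arrays with and without dye terms, a fit without the replicate block, a fit on RNA extracts, an unmoderated test, limma with intensity trend and robust options, 3 other thresholds, and leaving out each array. A crossed replicate block was added after the values had been seen. The metabolite, protein, RT-qPCR and network data of the paper were not analysed here.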

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

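The test of background level and the comparison of opposite signs with all bright probes were chosen only after the results had been seen.

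Antisense probes, which the text of the paper reports only as a share, gave 778 calls in 1-MCP vs Control, against 363 on the contrast that dye and replicate share. The rows of Supplementary Table 5 not used here may list such probes. A 1% threshold would give 594 calls on the antisense probes if the p values of unchanged probes were uniform, and 2520 had an unadjusted p under 0.05 against 2969 on that basis, while 0 passed adjustment in limma. In the other comparisons the antisense calls (337, 458 and 393) were below 594. This decides nothing, because almost no dim probe was called in this fit, 0.00137% in 1-MCP vs Control and 0% in the others. With limma's intensity trend and robust options the antisense calls were 1391 in 1-MCP vs Control, 704 in O_3_ vs Control, 1261 in 1-MCP+O_3_ vs Control and 798 in 1-MCP+O_3_ vs O_3_. The ratio of 778 to 363 was 2.14, but the ratio was 0.994 in O_3_ vs Control, 1.11 in 1-MCP+O_3_ vs Control and 0.601 in 1-MCP+O_3_ vs O_3_. Dye and replicate noise therefore stays open, because the ratio varies this much between comparisons of 2 arrays. Background level is argued against as the whole cause: with limma's intensity trend and robust options, under which dim probes can be called, called antisense probes were above background 2.44 times as often as all antisense probes, 75.8% against 31.1%. Of the called antisense probes, 776 had a sense probe for the same gene, and 87.2% of these moved in the same direction as it, against 56.8% of those not called. The sense probe was itself called in the same direction for 323 and in the opposite direction for 4. Sense RNA read by the antisense probe and antisense transcripts that change along with the gene cannot be told apart, because both predict movement in the same direction and the arrays hold no probe that separates them.

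The probe of the MYB gene MDP0000159011 moved in opposite directions on all arrays in the 2 tests of 1-MCP, with a log2 ratio of 0.58 ± 0.25 (SD, n = 2) in 1-MCP vs Control and -0.15 ± 0.18 in 1-MCP+O_3_ vs O_3_. Its interaction was -0.81, with an adjusted p of 0.496 in limma. The reference gene MDP0000251161 did so too, with 0.23 ± 0.01 and -0.11 ± 0.12 and an interaction of -0.21 (adjusted p = 0.986 in limma). Of 68 named genes 2 (2.94%) moved this way, against 962 (2.90%) of the 33124 sense probes above background on all arrays that have a value on each of these 4 arrays, a ratio of 1.01. Both may thus be chance signs of 4 arrays, and an effect of O_3_ on the response of MYB to 1-MCP stays open as untested beyond the interaction.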

How the results depend on the processing

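The fit with a crossed replicate block was chosen only after the values had been seen. All other alternatives were set before the data were examined, and the planned use of median instead of mean signals was not run because median signals were already in use. The cause of the changes below was not tested, except where the alternative itself tests fewer probes, changes the threshold or leaves out an array.

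With no background correction, scaling between arrays, kept outliers or no replicate block, the counts of called sense probes in each comparison stayed within 1.5 times those reported, as did the number shared by the 3 comparisons with Control and the number of antisense probes. The counts of 1-MCP vs Control, O_3_ vs Control, 1-MCP+O_3_ vs Control and 1-MCP+O_3_ vs O_3_ (2745, 1447, 2145 and 1831) became 812, 77, 415 and 420 under median centring, 4192, 2513, 5144 and 5340 in the joint fit of all arrays without a dye term, 7016, 4708, 8729 and 8654 with a dye term, and 8008, 5891, 10123 and 9763 with a dye term for each slide. The joint fits take repeated hybridizations of an extract as independent. An unmoderated test on the 2 arrays gave 665, 580, 635 and 571. A threshold of an unadjusted p under 0.05 gave 7240, 5125, 6381 and 5393, and adjustment in limma gave 0, 0, 0 and 0 with an adjusted p under 0.05. Other fits gave calls at that adjusted threshold: the processed signals 3092, 360, 1276 and 1543, the trend and robust options 2022, 298, 1376 and 677, the joint fit without a dye term 1931, 305, 2414 and 2934, with a dye term 4544, 1501, 5968 and 6290 and with a dye term for each slide 5493, 2506, 7607 and 7531, and the extract-level fit 1174, 0, 794 and 1340. With no replicate block 369 passed in 1-MCP vs Control and with the crossed replicate block 903, and 0 in the other comparisons under either.

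On the processed signals, 4224 sense probes were called in 1-MCP vs Control, and the other comparisons stayed within 1.5 times. The filter on dim probes, which tests fewer probes, gave 878 in O_3_ vs Control, 1350 in 1-MCP+O_3_ vs Control and 1145 in 1-MCP+O_3_ vs O_3_. The extract-level fit gave 4124 in 1-MCP vs Control, 3875 in 1-MCP+O_3_ vs Control and 4376 in 1-MCP+O_3_ vs O_3_. Requiring a 2-fold change as well left 624 in O_3_ vs Control and 1393 in 1-MCP+O_3_ vs Control. The crossed replicate block gave 5550 in 1-MCP vs Control and 4226 in 1-MCP+O_3_ vs O_3_.

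When either array of a comparison was left out of the joint fit with a dye term, in which the lone array is assumed to vary like the others, the counts ranged from 3862 to 3959 in 1-MCP vs Control, from 2844 to 4961 in O_3_ vs Control, from 5872 to 5877 in 1-MCP+O_3_ vs Control and from 6620 to 7694 in 1-MCP+O_3_ vs O_3_. The higher count in O_3_ vs Control came without replicate B.

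The share of calls that were up changed from a majority to a minority in O_3_ vs Control under median centring, from 69.9% to 7.79%, and was 85.2% with the filter on dim probes and 87.3% with a 2-fold change. Median centring moved it from 44.6% to 31.0% in 1-MCP+O_3_ vs O_3_ and from 56.6% to 69.9% in 1-MCP+O_3_ vs Control.

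The number of sense probes called in the same direction in all 3 comparisons with Control was 69. It became 3 under median centring, 31 with the filter on dim probes, 292, 700 and 914 in the joint fits without a dye term, with 1 and with 1 for each slide, 158 in the extract-level fit, 0 in the unmoderated test, 475 at an unadjusted p under 0.05, 0 after adjustment in limma and 20 with a 2-fold change.

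The 1400 distinct antisense probes called became 3248 on the processed signals, 264 under median centring, 691 with the filter on dim probes, 3197, 5253 and 5755 in the joint fits, 2605 in the extract-level fit, 2129 in the unmoderated test, 2875 with the trend and robust options, 5137 at an unadjusted p under 0.05, 0 after adjustment in limma and 695 with a 2-fold change.

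For the interaction of 1-MCP with O_3_, 1537 sense probes were called. The number was 851 on the processed signals, 781 under median centring, 798 with the filter on dim probes, 569 in the extract-level fit, 659 without a dye term, 4621 at an unadjusted p under 0.05, 0 after adjustment in limma and 348 with a 2-fold change. With the trend and robust options 105 passed the adjusted threshold. Leaving out 1 array gave from 796 to 1888, and the lowest count came without replicate A of 1-MCP vs Control, where 1 probe passed the adjusted threshold.

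The medians of the 58 photosynthesis probes kept their sign in every alternative that gives a median. On the processed signals they were 4.01 in 1-MCP vs Control, 0.22 in O_3_ vs Control, 3.73 in 1-MCP+O_3_ vs Control and 3.28 in 1-MCP+O_3_ vs O_3_. The spread between the 2 arrays was smallest in 1-MCP+O_3_ vs Control, where smaller moves from 2.50 also exceeded it: 2.46 with no background correction, 2.79 under median centring, 2.25 with scaling between arrays, 2.51 with the filter on dim probes, 2.48, 2.48 and 2.48 in the joint fits and 2.44 in the extract-level fit. Alternative tests and thresholds give no median of a list.

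The correlation of replicates A and B turned negative under median centring in all comparisons, with -0.102 in 1-MCP vs Control, -0.499 in O_3_ vs Control, -0.561 in 1-MCP+O_3_ vs Control and -0.561 in 1-MCP+O_3_ vs O_3_. On the processed signals it was 0.294 in 1-MCP vs Control, -0.0876 in O_3_ vs Control, 0.0481 in 1-MCP+O_3_ vs Control and 0.00737 in 1-MCP+O_3_ vs O_3_. The correlation of the direct with the indirect ratio of 1-MCP+O_3_ to O_3_ was 0.839 over all probes, 0.664 on the processed signals and 0.872 with the filter on dim probes.

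For the 68 named genes, 272 values were followed through the alternatives, 128 of them called. Of 4895 alternative values, 3964 kept their direction and their side of the threshold, 435 lost a call, 425 gained a call and 71 changed sign without a call in either, while 0 called values reversed. Adjustment in limma dropped all 128 calls, the unmoderated test 111 and median centring 69. The median over all probes moved by less than 0.1 under every scaling alternative.

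Whether the extracts of 1 replicate letter are paired across groups was not settled, because dye and replicate letter are confounded within each comparison. For O_3_, whose extracts were read with both dyes, the correlations of the deviations of A and B with those of 1-MCP, Control and 1-MCP+O_3_ were -0.244, 0.170 and -0.344, of differing sign.

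Signal over background limits the dim probes, since between 36.1% and 43.6% of the spots of an array were well above background in Cy5. In 1-MCP vs Control, 2744 of the 2745 called sense probes were above background.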

Differences from the paper's values

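The fit with a crossed replicate block was chosen only after the values had been seen, and it gave no value for single genes.

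The counts of the paper's text and its share of antisense probes lie within 1.5 times those found here. For 120 values of named genes that Supplementary Table 5 also gives, the median absolute difference was 0.0656, and 21 differed by more than the SD of the 2 arrays, which was often very small. Both are log2 ratios on 1 scale, since across 1483 rows r was from 0.962 to 0.994, with a slope of 0.985 in 1-MCP vs Control. Below, each value here is followed by the paper's and by those of the 13 alternatives set before the data were examined under which the difference was within the SD. The other alternatives left it beyond the SD.

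For 1-MCP vs Control, MDP0000655277 was 3.32 (the paper's 3.41; within the SD under median centring alone), MDP0000260408 was 0.88 (the paper's 1.04; under median centring alone) and MDP0000568045 was 1.33 (the paper's 1.55; without replicate B alone). MDP0000715912 was 2.97 (the paper's 3.1) and MDP0000574524 was 1.27 (the paper's 1.37), and for both the difference stayed beyond the SD under all 13.

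As to O_3_ vs Control, MDP0000655277 was 0.16 (the paper's 0.36; without replicate B alone). MDP0000715912 was 0.20 (the paper's 0.46; on the processed signals, with scaling between arrays and in the extract-level fit). MDP0000261432 was -1.25 (the paper's -1.4; on the processed signals, under median centring, with scaling, in the 3 joint fits, in the extract-level fit and without replicate A or B). MDP0000137325 was 1.20 (the paper's 1.02; under median centring and in the 3 joint fits), and MDP0000156578 was 0.52 (the paper's 0.67; with scaling and without replicate B). MDP0000361338 was 0.15 (the paper's 0.22), beyond the SD under all 13, and MDP0000150374 was -0.047 (the paper's -0.1), beyond it under all 12 that gave a value, but neither group was well above background on either array, so the values do not measure a difference in RNA.

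Among the values of 1-MCP+O_3_ vs Control, MDP0000715912 was 2.49 (the paper's 2.69; on the processed signals, in the extract-level fit and without replicate A) and MDP0000261432 was -2.67 (the paper's -2.71; in the extract-level fit alone). MDP0000223905 was 3.72 (the paper's 3.63), MDP0000253357 was -1.12 (the paper's -1.29) and MDP0000247204 was -0.048 (the paper's 0.48), each beyond the SD under all 13. The last was the only value of opposite sign among the 120.

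The comparison 1-MCP+O_3_ vs O_3_ gave 2.97 for MDP0000361338 (the paper's 3.03; within the SD in the 3 joint fits), 1.98 for MDP0000481445 (the paper's 1.92; with no background correction and with scaling), -0.41 for MDP0000253357 (the paper's -0.55; under median centring, in the 3 joint fits and in the extract-level fit) and 4.33 for MDP0000156578 (the paper's 4.08; beyond the SD under all 13).

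Supplementary Table 5 calls some named genes that were not called here. The ERF gene MDP0000932292 is called down in O_3_ vs Control, where it was -1.16 and was called with the filter on dim probes, in the joint fit with a dye term for each slide, with no replicate block, at an unadjusted p under 0.05 and without replicate B. The table also calls it down in 1-MCP+O_3_ vs Control, where it was -0.60 and was called under none of the alternatives. MDP0000239026 is called up in O_3_ vs Control, where it was 1.47 and was called on the processed signals, with the filter on dim probes, in the joint fits, with no replicate block, in the extract-level fit, with the trend and robust options, at the looser threshold and without either array. MDP0000159011 is called up in 1-MCP vs Control, where it was 0.58 and was called in the joint fits with and without a single dye term, in the extract-level fit and at the looser threshold. MDP0000304650 is called down in 1-MCP vs Control, where it was -0.84 and was called on the processed signals, in the joint fits, with no replicate block, in the extract-level fit, with the trend and robust options, at the looser threshold and without either array.

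MDP0000247204 is called up there, where it was 0.83 and was called in the joint fit with a dye term for each slide and at the looser threshold, and in 1-MCP+O_3_ vs O_3_, where it was 1.12 and was called in the joint fits, in the extract-level fit, at the looser threshold and without replicate A. MDP0000568045 is called up in 1-MCP+O_3_ vs Control, where it was 1.15 and was called in the joint fits and at the looser threshold. MDP0000142824 is called up in O_3_ vs Control, where it was 0.96 and was called at the looser threshold alone.

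The text states that RLP15 rose with O_3_. MDP0000302222 was higher on both arrays, at 1.55, without a call, and was called on the processed signals, with the filter on dim probes, in the joint and extract-level fits, with the trend and robust options, at the looser threshold and without either array. The text states an increase of the PPO gene MDP0000699845 shared by the chemical treatments. It was higher in O_3_ vs Control, at 1.14, and lower in 1-MCP vs Control, at -4.50, and in 1-MCP+O_3_ vs Control, at -2.15, and no alternative changed these directions. The 7 genes for RT-qPCR are described as differentially expressed in at least 2 comparisons, which held for 4 of them, MDP0000393227, MDP0000416548, MDP0000877937 and MDP0000222620. MDP0000568045 and MDP0000209189 were called in 1 comparison and MDP0000199152 in none, although MDP0000199152 was called in 3 on the processed signals, under median centring, in the joint fits with dye terms, with the trend and robust options and without either array. MDP0000209189 was called in a further comparison, 1-MCP vs Control, without replicate A alone. The text states that HVA22 and HSP20-like chaperones were induced by 1-MCP alone, and their 1 identifier, MDP0000574524, was also higher in O_3_ vs Control on both arrays, at 0.83, without a call.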

Other observations

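The tests of the 1-MCP response with and without O_3_ and of the shared Control extracts were chosen only after the results had been seen.

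Of the 2745 sense probes called in 1-MCP vs Control, 98.9% moved in the same direction in 1-MCP+O_3_ vs O_3_, which shares no RNA extract with it, and 1013 were also called there. The slope across them was 0.82. Probes chosen on replicate A of 1-MCP vs Control moved in the same direction on replicate B of 1-MCP+O_3_ vs O_3_ in 83% of cases, where the dyes and replicate letters differ, and in 94.8% the other way round, against 50% by chance. A dye orientation or replicate letter shared by the arrays is thus argued against as the whole cause, but not as a part of it, since across sense probes r was 0.777 and 0.798 between arrays alike in both and 0.301 and 0.360 between arrays that differ in both. The values are consistent with a response to 1-MCP that has the same direction with and without O_3_, a hypothesis found on the same data. Its size was not shown to be equal: 1537 sense probes were called for the interaction, 761 up and 776 down, against 594 if the p values of unchanged probes were uniform, but limma gave 0 at an adjusted p under 0.05 (lowest 0.058), 4621 at an unadjusted p under 0.05, and 105 at the adjusted threshold with the trend and robust options. That fit takes repeated hybridizations of an extract as independent, and in the extract-level fit the excess was absent, with 569 called.

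Of the 1447 sense probes called in O_3_ vs Control, 86.5% moved in the same direction in the indirect ratio of 1-MCP+O_3_ vs Control over 1-MCP vs Control, with a slope of 0.55. Chosen on replicate A and read on B, the share was 91.5%, and chosen on B and read on A 67.8%. Whether the O_3_ response is alike with and without 1-MCP stays open, because the indirect ratio mixes slides and its 2 cross-replicate shares lie far apart.

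On the contrast that dye and replicate share, 783 sense probes were called in 1-MCP vs Control, 1176 in O_3_ vs Control, 890 in 1-MCP+O_3_ vs Control and 1648 in 1-MCP+O_3_ vs O_3_. A dye estimate from the loop of the other 6 arrays correlated with the unturned mean of 1-MCP vs Control at r = 0.560 across probes, and at 0.616 over the 55130 probes above background on all arrays. Gene-specific dye bias is a candidate explanation for part of these calls. The GAPDH gene MDP0000645828 was higher in the first-named group on every replicate A array, from 0.90 to 1.69, and lower on every replicate B array, from -0.94 to -1.52.

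Called down in 1-MCP vs Control and up in O_3_ vs Control were 225 sense probes. The Control extracts shared by both comparisons were simulated with unchanged groups, but a shared extract moves both ratios the same way, so the outcome was fixed and decides nothing. Among bright sense probes, 500 chosen on replicate A were down and up on the replicate B arrays in 89.4% of cases, 5.04 times the share among all 33129, and 500 chosen on replicate B in 90.8%, 4.50 times. Chance values of 1 replicate are thus argued against. A response of these genes to 1-MCP and O_3_ in opposite directions stays as a hypothesis. Of the 225, 71 were called down and 4 up in 1-MCP+O_3_ vs Control, which shares the Control extracts used in their choice.

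Probes with MDE names, whose strand could not be settled, were called 561, 239, 356 and 326 times in 1-MCP vs Control, O_3_ vs Control, 1-MCP+O_3_ vs Control and 1-MCP+O_3_ vs O_3_, against 86, 175, 116 and 161 on the contrast that dye and replicate share.

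The other keyword lists come from rows that the paper lists mostly as up after 1-MCP, so their direction there is given by the choice of rows. In 1-MCP vs Control, O_3_ vs Control, 1-MCP+O_3_ vs Control and 1-MCP+O_3_ vs O_3_ the median log2 ratios were 1.01, -0.11, 0.67 and 0.91 for 16 heat shock rows, 1.77, -0.06, 1.38 and 1.36 for 10 flavonoid rows, 1.04, 0.22, 1.16 and 1.11 for 5 lipid transfer rows, and 1.26, 0.09, 1.59 and 1.09 for 2 glutathione S-transferase rows. The ethylene list and the farnesene and isoprenoid list matched 0 rows.

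Among the largest changes, TIC55 (MDP0000150374) rose by a log2 ratio of 5.48 ± 0.48 (SD, n = 2) in 1-MCP vs Control, where Control was not well above background, so that the signal was at least 41.1-fold higher. MDP0000235068 was at -5.86 ± 0.25 there, MDP0000169087 at -2.42 ± 0.06 in O_3_ vs Control, MDP0000156578 at 4.33 ± 0.04 in 1-MCP+O_3_ vs O_3_ and MDP0000219062 at -5.15 ± 0.51 in the same comparison. MDP0000125865, which rose most in O_3_ vs Control, was not called in 1-MCP vs Control, at -0.38 ± 0.56, and was at -3.15 ± 0.50 in 1-MCP+O_3_ vs O_3_.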
